# Transcriptome-wide mRNP condensation precedes stress granule formation and excludes new mRNAs

**DOI:** 10.1016/j.molcel.2025.11.003

**Published:** 2025-11-24

**Authors:** Hendrik Glauninger, Jared A.M. Bard, Caitlin J. Wong Hickernell, Karen M. Velez, Edo M. Airoldi, Weihan Li, Robert H. Singer, Sneha Paul, Jingyi Fei, Tobin R. Sosnick, Edward W.J. Wallace, D. Allan Drummond

## Abstract

Stress-induced messenger ribonucleoprotein (mRNP) condensation is conserved across eukaryotes, resulting in stress granule formation under intense stresses, yet the mRNA composition and function of these condensates remain unclear. Exposure of ribosome-free mRNA following stress is thought to cause condensation and stress granule formation through mRNA-sequence-dependent interactions, leading to disproportionate condensation of long mRNAs. Here, we show that, by contrast, virtually all mRNAs condense in response to multiple stresses in budding yeast with minor length dependence and often without stress granule formation. New transcripts escape mRNP condensation, enabling their selective translation. Inhibiting translation initiation causes formation of mRNP condensates distinct from stress granules and processing bodies (P bodies), and these translation-initiation-inhibited condensates (TIICs) are omnipresent, even in unstressed cells. Stress-induced mRNAs are excluded from TIICs due to the timing of their expression, indicating determinants of escape that are independent of sequence. Together, our results reveal a previously undetected level of translation-linked molecular organization and stress-responsive regulation.

## In brief

Glauninger, Bard, Wong Hickernell, et al. reveal that stress causes transcriptome-wide mRNP condensation, largely independent of length and often without stress granule formation, but newly synthesized mRNAs escape this sequestration, enabling their selective translation. Translation initiation inhibition causes condensation of mRNA, and these condensates are present even in unstressed cells.

## INTRODUCTION

Cells must respond to changing environments to survive and thrive. When faced with a broad range of sudden maladaptive environmental changes—stresses—eukaryotic cells downregulate translation, induce stress-responsive transcriptional programs, and form cytosolic clusters of mRNA and proteins. When microscopically visible as foci colocalized with markers such as poly(A)-binding protein, these clusters are called stress granules (SGs).^1–7^ Conserved across eukarya, SGs are complex examples of biomolecular condensates, membraneless structures without defined stoichiometry that form by a range of processes and that concentrate specific types of biomolecules.^8–10^ Their function remains unclear, as does the relationship between SG formation and the accompanying transcriptional and translational responses.^11^

Early work in multiple systems established that what are now recognized as SGs recruit multiple RNA-binding proteins along with pre-stress mRNA, yet exclude mRNA produced during stress.^12,13^ In mammalian cells, SGs were shown to nonspecifically recruit untranslated mRNA but exclude two specific stress-induced mRNAs, HSP70 and HSP90.^14,15^ This matched prior work on heat-shocked granules in plants, which recruited mRNA encoding housekeeping proteins but not mRNA encoding newly synthesized heat shock proteins.^6^ In glucose-starved yeast cells, induced transcripts include those that are translationally repressed and accumulate in foci and others that are soluble and translated.^16^ More recent work finds most translationally repressed mRNA outside visible foci.^17^

Stress-triggered inhibition of translation initiation plays a central role in SG formation.^13^ Subsequent ribosome runoff, polysome disassembly, and the exposure of ribosome-free mRNA have been proposed to serve as a template or “universal trigger” for SG assembly.^13,18–20^ Consistent with this model, inhibitors of translation elongation that lock ribosomes on transcripts, such as cycloheximide (CHX) and emetine, inhibit SG formation, whereas an elongation inhibitor that causes ribosome release, puromycin, promotes SG formation.^18,21^

Measurements of the mRNA enriched in SGs have been interpreted as supporting a central role of ribosome-free RNA in SG formation, as in both yeast and mammalian cells mRNA length appeared to be the dominant predictor of SG targeting.^4,22–24^ Furthermore, increasing RNA length promotes RNA/protein phase separation *in vitro* by the stress granule hub protein G3BP1,^25,26^ and single-molecule studies show that mRNA length correlates with dwell time on SGs and other condensed structures.^27^ These results fit a model in which long RNAs provide more opportunities for multivalent interactions necessary to form condensates. Yet these transcriptome-scale findings are in apparent conflict with results showing selective exclusion of stress-induced mRNA from SGs.^11^

By contrast, other work highlights a central role for protein components in mRNA-protein condensation and SG formation.^5,26,28–33^ In mammalian cells, the protein-protein interaction network mediated by G3BP1/2 is critical for SG assembly following arsenite treatment.^29^ Meanwhile, blocking visible SG formation with CHX does not block *in vivo* condensation of Pab1,^34^ and mild stresses trigger protein condensation without SG formation.^34,35^ Indeed, multiple RNA-binding proteins, including SG markers, autonomously condense *in vivo* and *in vitro* in response to physiological stress conditions.^7,34,36–38^ This supports a model in which stages of protein condensation occur regardless of whether visible SGs eventually appear.^11^ Whether a staged model applies to mRNA condensation remains to be studied.

Here, using a wide range of methods including biochemical fractionation by sedimentation and RNA sequencing (Sed-seq), we show that virtually all pre-stress transcripts condense during stress regardless of their lengths, even in the absence of visible SGs. At the transcriptome scale, stress-induced transcripts escape condensates and are robustly translated. A simple explanation rationalizes stress-specific differences in condensed mRNA: preexisting transcripts condense, and newly produced transcripts escape condensation, permitting their preferential translation. We discover that specific endogenous transcripts are condensed prior to stress, only to be released from condensates to be translated during stress. Most surprisingly, condensation is pervasive even in unstressed cells and results from inefficient translation initiation. These translationinitiation-inhibited condensates (TIICs) contain both mRNA and protein, are distinct from SGs, and potentiate SG formation. Together, these results show that mRNA-protein condensation occurs even basally outside of stress and is measurable before visible SGs form, expanding the importance of understanding mRNA-protein condensation for cellular physiology in and outside of stress.

## RESULTS

### Sed-seq enables measurement of transcriptome-scale mRNA condensation

We previously used sedimentation fractionation to isolate stress-induced protein condensates in yeast.^34,39^ To measure mRNA condensation, we coupled the same assay with RNA sequencing to develop Sed-seq (Figure 1A). Transcript abundances were quantified in total, supernatant, and pellet fractions, and the proportion of each mRNA in the supernatant (pSup) was calculated^34^ and validated by qPCR (Figure S1A). EDTA was added to dissociate polysomes that would otherwise co-sediment with condensates (Figure S1B).^34,40,41^

We first used Sed-seq to examine mRNA sedimentation in unstressed conditions (30°C) and after short heat shocks at 42°C and 46°C. As expected, 46°C produced SGs, visible as foci of poly(A)+ RNA marked by poly(A)-binding protein (Pab1), while the milder 42°C shock did not produce visible SGs (Figure 1B). 

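Sed-seq was performed on lysates of budding yeast kept at 30°C or shocked for 10 min at 42°C or 46°C, with 2 biological replicates per temperature. Each lysate gave a Total, a supernatant and a pellet library, so 6 libraries of each kind were sequenced. The authors quantified single-end reads with kallisto and deposited estimated counts per transcript, without unique molecular identifiers (UMIs) in this experiment. Estimated counts per library ranged from 16749524 to 17388978 in Total, with a median of 17007860. Supernatant libraries held between 14802574 and 17821341 estimated counts, with a median of 17111662. Pellet libraries held between 18163066 and 19272309, with a median of 18809470. The authors scaled supernatant and pellet to the Total of the same lysate by mass balance, with mixing ratios fitted in a Bayesian model, and deposited pSup for each lysate. Recomputed from the deposited counts and mixing ratios, pSup differed from the deposited values by at most 1.5e-14. Values are given for the 4989 nuclear mRNAs with a deposited transcript length and at least 20 estimated counts over supernatant and pellet in every lysate. ΔSed and eSed were computed from the natural-log odds of pSup, each heat-shocked lysate against the 30°C lysate of the same replicate number, and then averaged over replicates. The mean for transcripts of similar length was a running mean over a window of 0.02 of the range of log length. Changes in log-odds pSup were tested with limma across the 6 lysates and changes in Total abundance with edgeR's quasi-likelihood test, both with Benjamini-Hochberg adjustment. For a value measured in 2 lysates against 2, an exact permutation test cannot give a 2-sided p below 0.333.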

Sed-seq revealed large decreases in pSup across the transcriptome during heat shock, correlated with the intensity of the stress just as in the case of proteins,^34^ which we interpret as stress-induced condensation. 

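Median pSup across mRNAs was 0.886 and 0.883 in the 2 replicates at 30°C. It fell to 0.5796 and 0.572 at 42°C and to 0.201 and 0.217 at 46°C. The SD of the median between replicates was 0.00159 at 30°C, 0.00558 at 42°C and 0.0114 at 46°C (n = 2 each), so the temperatures differed by more than the replicates. Median ΔSed was 4.05 ± 0.930 (SD, n = 2) at 42°C and 8.01 ± 1.59 (SD, n = 2) at 46°C, in units of the SD of 30°C transcripts of similar length. Of the alternatives tried, leaving out a replicate moved the 42°C median most, to 3.39 without replicate 2 and to 4.71 without replicate 1.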

Unlike stress-triggered protein condensation of a minority of the proteome,^34^ virtually all transcripts show substantial condensation after stress (Figure 1C). 

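At 42°C, 4976 of the 4989 mRNAs had lower log-odds pSup than at 30°C with an adjusted p under 0.05, and the median change in log-odds was −1.67. The corresponding count at 46°C was 4988, with a median change of −3.31. The count of mRNAs with higher log-odds pSup was 0 at either temperature, and the counts at an unadjusted p under 0.05 were 4976 and 4988 in both directions together. ΔSed was above 0 in both replicates for 99.9% of mRNAs at 42°C. Between replicates, ΔSed correlated across transcripts with a Spearman's rho of 0.616 at 42°C and 0.666 at 46°C, where transcripts are not independent replicates. A minimum of 100 in place of 20 counts moved the 42°C count most, to 4757 of 4764 mRNAs.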

Similar to protein condensation,^7,34,42^ mRNA condensation occurs at 42°C even when SGs are not apparent.

Long transcripts showed stronger sedimentation in all conditions, including in unstressed control cells (Figure 1D), underscoring the necessity of measuring differences between treatment and control to isolate condensation. 

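Across mRNAs, Spearman's rho between transcript length and pSup was −0.759 and −0.831 in the 30°C replicates. It was −0.717 and −0.724 at 42°C, and −0.673 and −0.678 at 46°C. The transcripts are not independent replicates, so no p-value is attached to these correlations. Of the alternatives, the length of the open reading frame in place of transcript length moved the 46°C mean most, from −0.675 to −0.633.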

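RNA of the fission yeast S. pombe served as a spike-in that meets the lysate only after the cells are broken. It was added to 2 lysates of unstressed cells and 2 lysates of cells shocked at 46°C, and each lysate gave Total, supernatant and pellet libraries. The authors sequenced these libraries with paired-end reads and deposited kallisto estimated counts for both species. Totals per library ranged from 31434875 to 33692791 estimated counts in Total (median 32517380), from 29803795 to 35480784 in supernatant (median 32156528) and from 29661011 to 34080208 in pellet (median 32080350). S. pombe transcripts took between 55591 and 274632 of the estimated counts of a library. The deposited pSup of each S. pombe transcript rests on the same mixing ratios as that of the budding-yeast mRNAs. With at least 20 estimated counts over supernatant and pellet in every lysate, 1844 S. pombe transcripts and 5100 budding-yeast mRNAs remained.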

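Median pSup of the S. pombe transcripts was 0.861 and 0.803 in the unstressed lysates. Against their length, Spearman's rho across these transcripts was −0.677 and −0.726. In lysates of cells shocked at 46°C, their median pSup was 0.587 and 0.681, with a rho of −0.592 and −0.603. The median thus fell by 0.198 on average, by 0.274 in replicate 1 and by 0.122 in replicate 2. Budding-yeast mRNAs of the same lysates had a median pSup of 0.860 and 0.813 at 30°C and of 0.187 and 0.295 at 46°C. Their median ΔSed was 8.54 ± 1.99 (SD, n = 2). Among the 368 S. pombe transcripts with at least 100 counts, the mean fall was 0.160. When pSup was scaled by a NanoLuc RNA spike-in in place of mass balance, the mean fall in S. pombe pSup was 0.0722. By NanoLuc the unstressed medians were 0.911 and 0.902, nearer the upper limit of pSup, where the same change in log-odds gives a smaller fall.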

Purified total mRNA from fission yeast spiked into unstressed lysate recapitulated this length effect, and spiked-in mRNA remained soluble in stressed lysate (Figure S1C), indicating that length-dependent sedimentation is separate from stress-induced condensation, which occurs prior to lysis. Indeed, a simple two-parameter physics-based model in which messenger ribonucleoproteins (mRNPs) sediment only due to their mass fits the average sedimentation of unstressed-cell transcripts well (Figures 1E, S1D and S1E; Methods S1), with substantial deviation only for the longest 1% of transcripts, which sediment less than predicted.

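The model with mass-driven sedimentation alone was fitted by nonlinear least squares to the log-odds pSup of the 30°C lysates, averaged over replicates. Its parameters were 2.19e-04 for the scale (β) and 0.860 for the exponent of length (χ). The SD of the residuals was 0.402 in log-odds units. Without replicate 1 the scale was 3.08e-04 and the exponent 0.815, and without replicate 2 they were 1.64e-04 and 0.898.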

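For ΔSed, Spearman's rho with transcript length was −0.472 at 42°C (−0.478 and −0.465 in the replicates). At 46°C it was −0.511 (−0.485 and −0.536). A negative value means that shorter transcripts had the larger ΔSed. These are correlations across transcripts and not across independent samples. The length of the open reading frame gave −0.488 at 42°C.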

Stress-induced condensation of RNA shows little length dependence, and even short transcripts show a substantial increase in condensation after stress (Figure 1D). With two additional parameters reflecting stress-induced changes in the probability of inter-mRNA interactions per nucleotide (length-dependent) and per molecule (e.g., per 5′ or 3′ end, length-independent), the model fits the treatment averages closely, again deviating substantially only for the longest 1% of transcripts (Figure 1E). Length-independent interactions have stronger effects on condensation than length-dependent interactions for >99% of transcripts at 46°C (Methods S1), and a model without a length-independent parameter is sharply rejected for both treatments (Figure 1E, dotted lines; Figure S1E; *F* = 4,134.66 [42°C], *F* = 21,507.21 [46°C], *p* < 10^−6^ in each case; Methods S1). These results reveal a surprisingly minor role for interactions correlated with transcript length in promoting condensation.

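With β and χ held at their 30°C values, the length-independent term (μ) was 0.248 at 42°C and 1.11 at 46°C. The length-dependent term per nucleotide (ν) was 9.56e-05 at 42°C and 1.78e-04 at 46°C. Both terms were equal at a length of 2594 nt at 42°C, and 82.7% of mRNAs were shorter. At 46°C that length was 6200.3 nt, with 99.3% of mRNAs shorter. Setting μ to 0 raised the SD of the residuals from 0.401 to 0.545 at 42°C and from 0.415 to 0.940 at 46°C. The nested F statistic was 4199 at 42°C and 20523 at 46°C, each with 4987 residual degrees of freedom. It treats transcripts as independent and is given as a description. Leaving out a replicate gave F from 3764 to 4331 at 42°C and from 15681 to 18056 at 46°C. The length of the open reading frame moved F most, to 6625 at 42°C and 28174 at 46°C.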

We next derive an estimate of condensation per mRNA (Figure 1F; see STAR Methods). We calculate a differential sedimentation score (ΔSed), the length-controlled difference between treatment and control in units of σ, the standard deviation (SD) of unstressed control transcripts of similar length. An increase in ΔSed quantifies the treatment-dependent increase in sedimentation due to stress, which we interpret as condensation.

To quantify the escape from differential sedimentation (eSed), we score the difference between a particular transcript’s ΔSed and the mean ΔSed of transcripts of similar length (Figure 1G). Certain transcripts showed notably different changes in sedimentation and escape in response to stress relative to the rest of the transcriptome. For example, genes regulated by heat shock factor 1 (Hsf1), the master regulator of the core heat-shocked response, showed less sedimentation (ΔSed) and greater escape (eSed) (Figure 1G).

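The deposited tables label 47 transcripts as Hsf1 targets, and 46 of them were measured in the heat lysates. At 42°C their median ΔSed was 3.02, against 4.06 for all other mRNAs. Their median eSed was 0.912 (0.844 and 1.01 in the replicates), and 82.6% of them had an eSed above 0. limma's camera test on length-centred log-odds pSup gave an adjusted p of 1.7e-11 over the 9 stresses tested. The call held under the rotation test fry, with an adjusted p of 0.00462. At 46°C the targets had a median eSed of 0.574 (0.371 and 0.745), and 76.1% were above 0 (camera adjusted p = 3.9e-04, fry adjusted p = 0.00993). Leaving out a replicate moved the 42°C median most among the alternatives, to 1.01 without replicate 1.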

Our conclusions differ substantially from another report of the SG transcriptome in yeast, which concluded that transcripts accumulate in SGs in proportion to their length.^4^ In this prior study, sedimentation is the only means by which condensed material is enriched,^43^ justifying a direct comparison. We hypothesized that the prior study’s inability to correct for length-based sedimentation, due to lack of a non-stress control, created an artifactual enrichment for long transcripts. To match stress conditions, we treated cells with 0.5% azide or mock conditions and performed Sed-seq. ΔSed in these data and previously reported SG enrichment were anticorrelated (*r* = −0.3, *p* < 10^−6^) (Figure S1F). 

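Sed-seq after azide was performed on 2 lysates of cells treated with 0.5% sodium azide for 30 min and 2 lysates of mock-treated cells, all at 30°C. The 4 Total libraries held between 6507147 and 7770125 estimated counts, with a median of 6921914. Supernatant libraries held between 3857300 and 7482539 (median 5450920) and pellet libraries between 6585549 and 7043214 (median 6676954). The authors removed PCR duplicates by UMI with umi_tools before kallisto in this experiment, and NanoLuc RNA was added as a spike-in to each Total, supernatant and pellet sample before RNA isolation. Median pSup across 4983 mRNAs was 0.853 and 0.866 in mock-treated cells and 0.787 and 0.799 in azide-treated cells. Log-odds pSup was lower with azide for 3356 mRNAs and higher for 61 (limma adjusted p under 0.05), with a median change of −0.44. ΔSed correlated between replicates across transcripts with a rho of 0.734.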

Our Sed-seq results on unstressed cells reproduce the previously reported results to a high degree of accuracy (*r* = 0.77, *p* < 10^−6^; Figure S1G) due to stress-independent sedimentation of long transcripts, not SG formation. Thus, controlling for mRNA length is necessary to avoid artifactual conclusions and to extract signals of biological regulation from sedimentation-derived data.

### Stress-induced mRNAs escape condensation and are preferentially translated

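In the Total libraries, 394 of 5450 mRNAs tested changed in abundance between 30°C and 42°C (edgeR adjusted p under 0.05), 326 of them upward. At 46°C, 22 rose and the 2 that fell were CIP1 and YOR385W. A fit of the 30°C and 42°C libraries alone moved the 42°C count most, to 638. YNL194C (chromosome XIV, 272710 to 273615, build R64-3-1) had the largest rise at 42°C, with a log2 fold change of 5.65 (standard error 0.20, adjusted p = 1.4e-07). BTN2 (YGR142W, chromosome VII, 772454 to 773686) rose by 4.92 on the log2 scale (adjusted p = 1.6e-09). The 100 transcripts with the largest log2 fold change at 42°C had a median ΔSed of 2.86 against 4.07 for all others. Their median eSed was 1.20 (1.099 and 1.47 in the replicates), and 83 of the 100 were above 0. All of 10000 random lists of 100 transcripts of matched abundance had a lower median. The camera test gave an adjusted p of 7.4e-20 over 9 stresses, and fry gave 0.00235. The 100 most-induced transcripts at 46°C had a median eSed of 0.506 (0.296 and 0.538), with 64 above 0 (camera adjusted p = 0.00937, fry adjusted p = 0.0301). Widening the 42°C list to the 10% most-induced mRNAs moved its median eSed most, to 0.296 (camera adjusted p = 4.9e-05).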

Transcripts strongly induced during stress consistently escaped condensation (Figure 2A). 

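Transcripts labelled as targets of Hsf1 or of Msn2/4 were split by whether the fitted change in Total abundance at 42°C was at least 2-fold. The 24 induced Hsf1 targets had a median eSed of 1.37, and 87.5% were above 0. For the 22 other Hsf1 targets the median was 0.662 (0.376 and 0.873 in the replicates), and 77.3% were above 0. The 24 induced Msn2/4 targets had a median of 1.80, with 83.3% above 0. The median of the 167 other Msn2/4 targets was 0.2499 (0.126 and 0.347), with 65.9% above 0. A further 34 transcripts that rose at least 2-fold without either label had a median of 1.15. The remaining 4718 mRNAs had a median of −0.00728 (0.0123 and −0.0126). As a whole, the 191 Msn2/4 targets had a median eSed of 0.276 at 42°C (camera adjusted p = 0.00246, fry adjusted p = 0.0240). At 46°C their median was 0.134 (camera adjusted p = 0.892), and it was 0.06103 without replicate 2.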

Targets of both Hsf1^44^ (as in Figure 1G) and Msn2/4^45^ showed positive eSed values, but only when highly induced, indicating that transcriptional activation—not transcription-factor identity—predicts escape (Figures S2A and S2B; Wilcoxon rank sum test *p* < 10^−6^).

To test whether these transcripts are also excluded from visible SGs, we used single-molecule fluorescence *in situ* hybridization (smFISH) to examine localization of paired transcript species. Constitutive Hsp70 *SSB1/2* transcripts colocalized with Pab1-marked granules after 46°C heat shock, whereas the induced Hsp70 *SSA4* transcripts were largely excluded (Figure 2B). Likewise, induced long *HSP104* (2,873 nt) transcripts were excluded, while uninduced short *ADD66* (896 nt) transcripts were recruited (Figure 2B). Quantification of the Pab1 signal confirmed strong enrichment for *SSB1* and *ADD66* but not for *SSA4* or *HSP104* (Figures 2C and S2C). Thus, together, Sed-seq and smFISH consistently show that stress-induced transcripts, independent of length, disproportionately escape stress-induced mRNP condensation.

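SSA4 (YER103W, chromosome V, 364589 to 366517, build R64-3-1) encodes an Hsp70 and has a transcript of 2237 nt. Its abundance rose by 5.41 on the log2 scale at 42°C (standard error 0.06, adjusted p = 1.3e-10), and its eSed was 2.98 ± 0.242 (SD, n = 2, limma adjusted p = 0.0130). HSP104 (YLL026W, chromosome XII, 88623 to 91349) has a transcript of 2873 nt, rose by 2.81 (standard error 0.05, adjusted p = 1.6e-09) and had an eSed of 1.49 ± 0.202 (SD, n = 2), with an adjusted p of 0.0503. HSP26 (YBR072W, chromosome II, 382030 to 382674) has a transcript of 877 nt, rose by 3.79 and had an eSed of 3.18 ± 0.744 (SD, n = 2, limma adjusted p = 0.0149). SSB1 (YDL229W, chromosome IV, 44065 to 45906), whose abundance did not change detectably (log2 fold change −0.02, adjusted p = 0.8303), had an eSed of −0.0850 ± 0.331 (SD, n = 2). ADD66 (YKL206C, chromosome XI, 49006 to 49809) had a log2 fold change of 0.01 and an eSed of −0.207 ± 0.153 (SD, n = 2). PMU1 (YKL128C, chromosome XI, 200884 to 201771) had a log2 fold change of −0.03 and an eSed of 0.424 ± 0.274 (SD, n = 2). At 46°C, the eSed of SSA4 was 2.47 ± 0.144 and that of HSP104 was 1.04 ± 0.258 (SD, n = 2 each). From the escape of induced transcripts in Sed-seq and in microscopy of single molecules, the paper concludes that stress-induced transcripts of any length escape condensation more than others.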

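Cells were treated at 30°C with 0.8% sodium azide for 30 min, or for 15 min with ethanol at 1 of 4 concentrations between 5% and 15%, with 2 lysates per treatment. Azide at 0.8%, ethanol at 7.5% and ethanol at 15% each had 2 mock lysates of their own, and 5% and 10% ethanol shared 2 mock lysates. For 0.8% azide, Total libraries held between 22214776 and 34645963 estimated counts (median 24743354), supernatant libraries between 21936256 and 32855894 (median 29383679) and pellet libraries between 25520311 and 29553746 (median 26439358). The 5% and 10% ethanol experiment held between 24075098 and 33438007 in Total (median 26100372), between 21204035 and 31288049 in supernatant (median 24157792) and between 24445390 and 31775063 in pellet (median 29865656). At 7.5% ethanol the ranges were 24523048 to 27291558 in Total (median 26296816), 26744116 to 37988236 in supernatant (median 27446542) and 23910732 to 30972753 in pellet (median 26964808). The 15% ethanol experiment had 10626131 to 14169191 in Total (median 10779712), 4530289 to 25712034 in supernatant (median 18941747) and 10928384 to 13304916 in pellet (median 12019732). The authors removed duplicates by UMI in the 15% ethanol experiment and state no such step for the others. Each stress was compared with the mock lysates of its own experiment, since read type and UMI handling differed between experiments. The number of mRNAs with enough counts was 5070 for 0.8% azide, 5064 for 5% and 10% ethanol, 5086 for 7.5% ethanol and 5050 for 15% ethanol.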

To test whether escape from condensation is heat shock specific, we performed Sed-seq on cells exposed to the common SG inducer sodium azide (NaN_3_)^4,43,46,47^ or to ethanol^48^ (Figure 3A). 

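Median ΔSed was 1.099 ± 0.0593 (SD, n = 2) in 0.5% azide and 2.26 ± 0.00671 in 0.8% azide. In 7.5% ethanol it was 1.58 ± 1.06, in 10% ethanol 2.28 ± 0.465 and in 15% ethanol 8.42 ± 0.109 (SD, n = 2 each). In 5% ethanol the replicates had opposite signs, 0.809 in replicate 1 and −0.349 in replicate 2, with a mean of 0.230 ± 0.819 (SD, n = 2). These signs depend on matching lysates by number, and residual log-odds of same-numbered lysates there did not correlate positively (r = −0.0864). Median pSup was 0.898 and 0.877 in mock and 0.866 and 0.888 in 5% ethanol. Matched the other way round, it would be lower in ethanol in both pairs. The median in 7.5% ethanol was 2.33 without replicate 1 and 0.832 without replicate 2. limma called 4152 mRNAs with lower log-odds pSup in 0.8% azide, and the 3 with higher log-odds pSup were BSC1, SPI1 and TCB3, of which TCB3 is named only because the count was small. In 5% ethanol, 65 mRNAs had lower and 12 had higher log-odds pSup (387 at an unadjusted p under 0.05). In 7.5% ethanol 2594 had lower and 33 higher log-odds pSup. In 15% ethanol all 5050 had lower log-odds pSup, and in 10% ethanol 4929 did. Scaling by the NanoLuc spike-in moved the 0.8% azide median most, to 3.57, and left 8 mRNAs called there, with 2601 at an unadjusted p under 0.05. Under that scaling the median in 5% ethanol was −0.398.

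**Figure D1:**
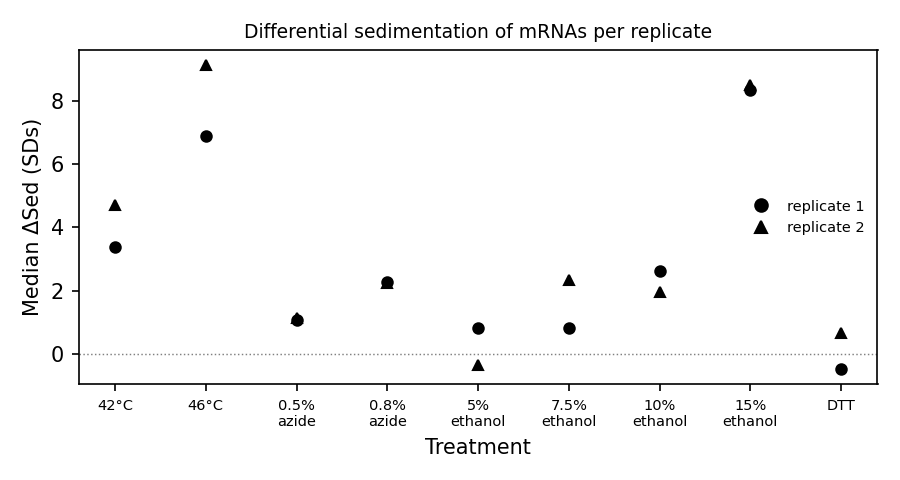
Median ΔSed across mRNAs, in SDs of control transcripts of similar length, for each treatment, where each point is one replicate lysate against its control lysate. The replicates of 5% ethanol (0.809 and −0.349) and of DTT lie on both sides of 0, and both replicates of every other treatment lie above 0. Lysates were matched by replicate number, and the opposite signs in 5% ethanol depend on that match.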

Using Pab1-GFP for heat and NaN_3_ and Pbp1-GFP for ethanol,^34,46,48^ we observed visible SGs only under severe stress, whereas transcriptome-wide condensation occurred under all conditions (Figure 3B). 

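Spearman's rho between transcript length and ΔSed was −0.256 in 0.5% azide, −0.403 in 0.8% azide and −0.221 in 5% ethanol, each the mean of 2 replicates with the same sign. In 7.5% ethanol, longer transcripts had the larger ΔSed, with a mean rho of 0.611 (0.588 and 0.634 in the replicates). The replicates had opposite signs in 10% ethanol (−0.0556 and 0.118) and in 15% ethanol (−0.155 and 0.255). The spread of ΔSed across transcripts, as an SD, was 1.06 and 0.845 in the replicates of 0.5% azide and 1.35 and 1.72 in those of 7.5% ethanol. These correlations are across transcripts, which are not independent replicates.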

Condensation magnitude and variability differed across stresses but consistently increased with stress severity, with no enrichment for long transcripts (Figure S3A).

In a previously reported SG transcriptome of yeast exposed to azide stress, induced transcripts were not depleted (Figure S3B).^4^ By contrast, stress-induced transcripts escaped condensation in every stress tested (Figures 3C and S3C), confirming that this behavior is not limited to heat shock and echoing early results reporting exclusion of nascent transcripts from SGs.^12,13^ 

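The 100 most-induced transcripts of each stress had a median eSed of 0.666 in 0.5% azide (0.671 and 0.712 in the replicates, camera adjusted p = 6.0e-07). In 0.8% azide the median was 0.835 (0.809 and 0.800), with a camera adjusted p of 6.8e-04 and a fry adjusted p of 0.177. In 7.5% ethanol it was 1.05 (1.20 and 1.07), with 84 of 100 above 0 (camera adjusted p = 2.0e-08). The list for 10% ethanol had a median of 0.349 (0.289 and 0.393, camera adjusted p = 0.00128). In 15% ethanol the median was 0.260 (0.331 and 0.159), 53 of 100 were above 0 and the camera adjusted p was 0.0623. Apart from 0.8% azide, every list tested here by camera had a fry adjusted p under 0.05, including 15% ethanol (0.00250). Widening the list to the 10% most-induced mRNAs turned the 15% ethanol median to −0.0140. Induced transcripts taken from the Polysome-seq Total libraries gave a median eSed of 0.426 in 0.8% azide (camera adjusted p = 0.251). HSP30 (YCR021C, chromosome III, 156109 to 157107, build R64-3-1) had the largest eSed of the transcripts called in 0.5% azide, 4.204 (4.22 and 4.19, limma adjusted p = 0.0122), and the largest log2 fold change in 7.5% ethanol, 8.89 (standard error 0.13, adjusted p = 1.9e-10). In Total, 3970 of 5562 mRNAs tested changed in 0.5% azide, 2298 of 5677 in 0.8% azide, 3309 of 5645 in 7.5% ethanol and 1284 of 5531 in 15% ethanol. From the escape of induced transcripts in each stress, the paper concludes that this behavior is not limited to heat shock.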

To assess coupling between translation and condensation, we measured ribosome association using polysome profiling followed by RNA sequencing (Polysome-seq).^49^ 

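Polysome-seq was performed on 2 replicates per condition in 3 experiments, which covered 30°C, 42°C and 46°C, 0.8% azide with its mock, and 7.5% ethanol with its mock. Gradients of the heat experiment gave Total, free, monosome and polysome libraries, and those of the azide and ethanol experiments gave Total, free and a single ribosome-bound pool. S. pombe RNA was added as a spike-in to scale the fractions. In the heat experiment the 6 Total libraries held between 10782478 and 15054091 estimated counts (median 12399646), free between 5707896 and 10014006 (median 8447538), monosome between 3222971 and 18564477 (median 10802916) and polysome between 4694773 and 22119295 (median 12885587). In the azide experiment Total held between 24741267 and 32500975 (median 30486027), free between 24931568 and 29507436 (median 26775270) and bound between 26720917 and 29591367 (median 28149748). In the ethanol experiment Total held between 28124006 and 33347890 (median 29189756), free between 28505582 and 32866083 (median 29151792) and bound between 26281998 and 32037285 (median 30832277). The authors deposited kallisto estimated counts, spike-in normalized counts and ribosome occupancy, the bound share of bound plus free. Occupancy recomputed from the normalized counts differed from the deposited values by at most 3.3e-16. Change in ribosome association was the edgeR interaction of fraction (polysome or bound against Total) and treatment. Each library was normalized to its own mRNAs, without the spike-in. Up and down are thus relative to the other mRNAs, and a gain or loss of ribosomes shared by all mRNAs does not show. It was called for 1140 of 5724 mRNAs at 42°C (551 up, 589 down), 3103 at 46°C (1781 up, 1322 down), 923 of 5711 in azide (485 up, 438 down) and 9 up and 99 down of 5661 in ethanol.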

In heat and azide stress, but not ethanol stress, induced transcripts tended to be preferentially translated (Figures 3D and S3D), and across all conditions, preferential translation correlated with escape from condensation (Figures 3E and S3E). Thus, transcriptional induction, translation, and condensation are coordinated features of the stress response.

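For the 100 transcripts most induced in the Polysome-seq Total libraries, the median log2 change in ribosome association at 42°C was 0.53, against 0.07 for all others. camera gave an adjusted p of 0.00290 over 4 stresses, and the call did not hold under fry (adjusted p = 0.366). At 46°C the medians were 0.59 and 0.17 (camera adjusted p = 0.514), but the medians of the replicates taken alone were −0.15 and −0.04. In 0.8% azide they were −0.03 and 0.03 (camera adjusted p = 0.767), with 0.04 and −0.02 in the replicates. In 7.5% ethanol they were 0.10 and 0.04 (camera adjusted p = 0.595). Counting monosomes as bound, on the spike-in normalized counts in place of edgeR's normalization, moved the 46°C median most, to −0.33, against −0.93 for all others. That median covers only 44 of the 100 transcripts, so the shift does not separate the monosomes, the change of scaling and the shorter list. With the induced transcripts taken from the Sed-seq Total libraries, an alternative chosen after the data were seen, the azide median was 0.26 (camera adjusted p = 0.0351, fry adjusted p = 0.0218). The 46°C median was then 0.44, with 0.26 and 0.35 in the replicates (camera adjusted p = 0.0916, fry adjusted p = 0.0218). Spearman's rho across transcripts between eSed and the change in ribosome association was 0.479 in 7.5% ethanol and 0.306 in 0.8% azide. It was 0.0608 at 42°C (−0.0140 and 0.118 with the eSed of each replicate) and 0.0339 at 46°C. Among mRNAs in abundance above the median it was 0.170 at 42°C. For these stresses, the paper states that induced transcripts tended to be preferentially translated in heat and azide, and that preferential translation went with escape from condensation.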

Finally, transcripts induced only in one stress escaped condensation only in that same stress (Figure 3F), indicating that escape is stress-specific and driven by the timing of transcript production rather than intrinsic sequence features.

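Heat at 42°C and ethanol at 7.5% were compared for transcripts that rose at least 2-fold in Total in one stress with an adjusted p under 0.05 and had a log2 fold change under 0.5 in the other. The 16 transcripts induced only at 42°C had a median eSed of 1.99 at 42°C (1.24 and 2.30 in the replicates) and −0.0160 in ethanol (−0.159 and 0.136). The 137 induced only in ethanol had a median of 0.520 in ethanol (0.646 and 0.350) and 0.103 at 42°C (−0.0437 and 0.0804). The 52 induced in both stresses had medians of 1.24 at 42°C and 1.44 in ethanol. A minimum log2 fold change of 2 in place of 1 moved the classes most. It left 18 transcripts induced only in ethanol, with a median of −0.255 at 42°C and 0.764 in ethanol. With 15% ethanol in place of 7.5%, the 53 transcripts induced only at 42°C had medians of 1.13 at 42°C and −0.214 in ethanol, and the 26 induced only in ethanol had 0.227 and 0.964. The 8 transcripts induced both at 42°C and in 15% ethanol had a median of 1.45 at 42°C and −1.15 in 15% ethanol (−1.10 and −1.31 in the replicates).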

### Transcript age and translation independently regulate condensation during stress

The escape of stress-induced mRNAs supports a new-transcript model, in which newly synthesized RNAs remain resistant to condensation for a short period during stress. This model predicts that escape scales with induction level, which is directly related to the fraction of transcripts that are newly made. A major alternative is that sequence-encoded features determine escape, which predicts escape independent of induction level. 

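Spearman's rho between eSed and the log2 fold change in Total, across transcripts, was 0.410 in 0.5% azide, 0.222 in 0.8% azide, 0.342 in 5% ethanol, 0.425 in 7.5% ethanol and 0.328 in 10% ethanol. In 15% ethanol it was 0.0224. At 42°C it was 0.146, with −0.0350 for the eSed of replicate 1 and 0.274 for that of replicate 2. At 46°C it was 0.109 (0.0188 and 0.167). mRNAs in the highest decile of log2 fold change had a median eSed of 0.447 in 0.5% azide, and those in the lowest decile had −0.635. The same medians were 0.688 and −0.814 in 7.5% ethanol and 0.3298 and −0.283 in 0.8% azide. At 46°C they were 0.198 and −0.0832. Restricting 7.5% ethanol to mRNAs above the median abundance gave a rho of 0.512.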

Sed-seq data support the new-transcript model: escape increases with induction (Figures 3C and S3C).

To test the effect of mRNA production timing directly, we built tetracycline (TET)-inducible reporters using the untranslated regions (UTRs) of heat-induced *HSP26* and heat-insensitive *PMU1* (Figure 1G). Each reporter was induced either before or during heat shock, and condensation was quantified by sedimentation and qPCR (Figures 4A and 4B). Both reporters were soluble at 30°C and condensed at 42°C and 46°C when expressed before stress. When induced during heat shock, however, both showed strongly reduced condensation (ANOVA *p* < 0.001). Thus, expression timing dictates condensation fate.

Ribosome-occupancy assays (Figures S4A–S4E)^50^ confirmed that translation differences do not explain this effect. After 20 min at 42°C, *HSP26* reporters had high ribosome occupancy, while *PMU1* reporters had low occupancy whether new or old (Figure 4C). Escape from condensation of new transcripts is therefore not a simple consequence of translation status.

While the reporters show that condensation can be altered independently of translation, the poorly translated *PMU1* reporters do condense more than the *HSP26* reporters (ANOVA *p* < 0.001). Transcriptome-wide, even among transcriptionally induced transcripts, poorly translated mRNAs do not escape condensation (Figure 4D). 

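Transcripts whose abundance in the Sed-seq Total libraries rose over 1.5-fold were split into quartiles of their change in ribosome association. At 42°C, with 42 or 43 transcripts per quartile, median eSed was 0.0340 in the lowest quartile, then 0.468, 1.06 and 1.903. In the lowest quartile the replicates were 0.107 and −0.275, and in the highest they were 1.23 and 1.98. In 0.8% azide, with 101 transcripts per quartile, the medians were 0.0138, 0.225, 0.324 and 0.801. In 7.5% ethanol, with 153 or 154 transcripts per quartile, they were 0.00279, 0.762, 0.934 and 1.04. Across the induced transcripts, rho between eSed and the change in ribosome association was 0.577 at 42°C, 0.271 in azide and 0.409 in ethanol. At 46°C only 8 or 9 transcripts fell in each quartile, with medians of 1.24, 0.213, 0.790 and 0.798 and a rho of −0.0805. With induction taken from the Polysome-seq Total libraries, the 42°C medians were 0.0146, 0.0183, 0.152 and 0.468. The 46°C medians were then 0.168, 0.153, 0.266 and 0.445, with more transcripts per quartile and a rho of 0.0933.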

To further investigate the relationship between translation and condensation, we generated a strain of yeast with an auxin-inducible degron (AID) tag on the C terminus of eIF3b, a subunit of the essential initiation factor eIF3.^51,52^ Western blotting confirmed successful degradation (Figure 4E), which caused polysome collapse (Figure 4F). 

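The strain carried an auxin-inducible degron on eIF3b, the product of PRT1 (YOR361C, chromosome XV, 1015361 to 1017652, build R64-3-1). Depleted and mock-treated cells were each kept at 30°C or shocked at 42°C or 46°C, with 2 lysates for each of the 6 conditions and a Total, a supernatant and a pellet library per lysate. The 12 Total libraries held between 3768475 and 8511407 estimated counts (median 5371109), supernatant between 2586571 and 8281184 (median 6083068) and pellet between 6257904 and 11967906 (median 8850135). The authors removed duplicates by UMI before kallisto, and NanoLuc RNA was added. The degron acts on the protein, and the PRT1 transcript was not lower in depleted cells, at 542 to 612 CPM (counts scaled to library size) in mock-treated and 667 to 725 in depleted Total libraries. Enough counts were present for 4973 mRNAs. In Total at 30°C, 4620 of 5736 mRNAs tested changed with depletion, 2400 upward and 2220 downward.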

We then performed Sed-seq on samples heat-shocked after 2 h of mock treatment or eIF3b depletion. 

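In eIF3b-depleted cells, the 100 transcripts most induced between 30°C and 42°C had a median eSed of 1.75 (1.6002 and 2.02 in the replicates), and 87 of them were above 0 (camera adjusted p = 2.2e-14 over 14 tests, fry adjusted p = 6.1e-06). Mock-treated cells of the same strain had a median of 0.221 for their own 100 most-induced transcripts (0.218 and 0.354, camera adjusted p = 0.00747). With the 10% most-induced mRNAs, the mock median was 0.0397. Between 30°C and 46°C, the median was 0.802 in depleted cells (0.919 and 0.973, camera adjusted p = 1.3e-04). In mock-treated cells at 46°C it was −0.242 (−0.304 and −0.334, camera adjusted p = 0.0313). The 47 Hsf1 targets had a median eSed at 42°C of 2.46 in depleted cells (2.67 and 2.34) and of 0.648 in mock-treated cells (0.776 and 0.586). Whether the lists of depleted and mock-treated cells differ was not tested, since each list is chosen from its own cells.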

Even in cells with translation initiation blocked by eIF3b depletion, induced messages escape condensation (Figure 4G), indicating that active translation is not required for escape. Together, these results indicate that two features simultaneously contribute to escape from condensation: being newly transcribed during stress and being well-translated.

### TIICs of mRNA and protein precede SG formation and form in the absence of stress

What causes condensation? Translation initiation inhibition, by generating ribosome-free mRNA, is central to most models.^19^ We therefore quantified the sedimentation of each transcript within a condition relative to the smoothed mean of similar-length transcripts (rSed) again expressed in SD units (see STAR Methods).

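rSed is the relative sedimentation in unstressed cells, the length-centred log-odds pSup with its sign reversed, in SDs, averaged over the 30°C replicates of the heat experiment. Across 4961 transcripts, Pearson's r between rSed and ribosome occupancy at 30°C was −0.434, and Spearman's rho was −0.455. The transcripts are not independent replicates. When either replicate was left out of both assays, rho lay between −0.429 and −0.415. The choice of unstressed lysates moved the correlation most. With the mock lysates of the eIF3b experiment r was −0.643 (rho −0.669), with those of the 0.5% azide experiment −0.631 (rho −0.658), and with those of the cycloheximide (CHX) experiment −0.355 (rho −0.407). Averaged over the unstressed lysates of all experiments, an alternative chosen after the data were seen, r was −0.601.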

Surprisingly, even in untreated cells at 30°C, ribosome occupancy and relative sedimentation were inversely correlated (*r* = −0.65, *p* < 10^−6^; Figure 5A). Transcripts of *HAC1*, encoding the master regulator of the unfolded protein response (UPR), drew our attention given their high rSed and low occupancy. *HAC1* mRNA relies on a long-range base-pairing interaction between its 5′ UTR and unspliced intron to block translation initiation.^53^ By contrast, the other abundant mRNA in yeast that is translationally repressed in unstressed cells—*GCN4*, encoding the master regulator of the amino acid starvation response—initiates translation normally on upstream reading frames, preventing translation of the main coding region.^54^ Both mRNAs have similar lengths (*GCN4*: 1,465 nucleotides, *HAC1*: 1,197 nucleotides), and both are in the bottom 5% of all transcripts for ribosome occupancy (Figure 5A). Yet while *GCN4* has an rSed near the mean (rSed = −0.08, 45th percentile), *HAC1* sediments far more than the transcriptome average in unstressed cells (rSed = 0.95, 95th percentile) (Figure 5A).

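GCN4 (YEL009C, chromosome V, 138918 to 139763, build R64-3-1, transcript 1465 nt) had an rSed of −0.967 ± 0.288 (SD, n = 2) in the 30°C lysates of the heat experiment, the 13.2 percentile of mRNAs. Its ribosome occupancy was 0.687, the 5.28 percentile. HAC1 (YFL031W, chromosome VI, 75179 to 76147, transcript 1197 nt) had an rSed of 3.72 ± 0.763 (SD, n = 2), the 99.7 percentile, and the lowest occupancy of the mRNAs compared, 0.125. Averaged over the unstressed lysates of all experiments, a choice made after the data were seen, rSed was −0.0197 for GCN4 (50.9 percentile) and 2.26 for HAC1 (98.8 percentile).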

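In the heat experiment HAC1, which encodes the transcription factor of the unfolded protein response (UPR), had an eSed of 3.62 ± 0.624 (SD, n = 2) at 42°C, rank 2 of 4989 mRNAs (limma adjusted p = 0.00734). At 46°C its eSed was 4.62 ± 0.8904 (SD, n = 2), the largest (adjusted p = 0.00587). Its ΔSed was 0.536 ± 0.324 at 42°C and 3.53 ± 0.718 at 46°C (SD, n = 2 each). In Total, its log2 fold change was −0.14 at 42°C (standard error 0.03, adjusted p = 0.0376) and −0.06 at 46°C (adjusted p = 0.815).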

During heat shock at 42°C and 46°C, *HAC1* mRNA showed strong escape from condensation (Figure 5B), despite showing no transcriptional induction (Figure S5A). The translation initiation inhibition of *HAC1* is relieved by mRNA splicing in the cytoplasm, leading to translation of the encoded Hac1 transcription factor, Hac1 nuclear import, and subsequent UPR activation.^53,55^ We hypothesized that heat shock at 42°C caused dissolution of condensates containing *HAC1* mRNA corresponding to relief of translation initiation inhibition by splicing. Multiple predictions follow: (1) *HAC1* TIIC dissolution should occur during activation by other UPR triggers, (2) *HAC1* should be spliced in response to the short heat shocks that trigger TIIC dissolution, and (3) if *HAC1* mRNA is translated, the resulting Hac1 transcription factor should drive transcription of UPR genes.

We tested each of these predictions in turn. 

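Cells at 30°C were treated for 15 min with 10 mM DTT, a reducing agent, or mock-treated, with 2 lysates each and a Total, a supernatant and a pellet library per lysate. Total libraries held between 8778335 and 13060016 estimated counts (median 11689994), supernatant between 6019053 and 13510218 (median 10751367) and pellet between 13964569 and 22483419 (median 17166792). Duplicates were removed by UMI before kallisto. Median pSup across 5066 mRNAs was 0.874 and 0.902 in mock-treated and 0.889 and 0.881 in DTT-treated cells. Median ΔSed was 0.0894 ± 0.814 (SD, n = 2), with −0.486 in replicate 1 and 0.665 in replicate 2, so its direction was not shared by the replicates. Log-odds pSup fell for 11 mRNAs and rose for ULI1, which is named because it was the only one. In Total, 2861 of 5549 mRNAs tested changed, 1382 upward and 1479 downward.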

First, we performed Sed-seq on cells treated with dithiothreitol (DTT), a standard UPR trigger. 

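In DTT, HAC1 had an eSed of 0.672 ± 0.311 (SD, n = 2; 0.452 and 0.892 in the replicates). This was the 97.7 percentile of 5066 mRNAs. The limma test across all mRNAs gave an adjusted p of 0.465 (unadjusted p = 0.0398). Its abundance in Total fell by 1.17 on the log2 scale (standard error 0.05, adjusted p = 1.8e-08, edgeR). The 100 most-induced transcripts in DTT had a median eSed of 0.328 (0.301 and 0.361), and 82 of them were above 0 (camera adjusted p = 4.2e-10, fry adjusted p = 0.00363).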

Confirming our prediction, *HAC1* mRNA showed among the strongest condensate escape across the entire transcriptome upon DTT treatment (Figure 5B) again despite showing no transcriptional induction (Figure S5A). Reductions in *HAC1* relative sedimentation accompanied increases in ribosome association across all stresses (Figure S5B). 

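The ribosome association of HAC1 rose by 2.99 on the log2 scale at 42°C (standard error 0.17, edgeR adjusted p = 2.0e-06), by 4.17 at 46°C (standard error 0.17, adjusted p = 4.3e-08), by 1.08 in 0.8% azide (standard error 0.07, adjusted p = 1.1e-06) and by 1.75 in 7.5% ethanol (standard error 0.15, adjusted p = 7.6e-04). Among the mRNAs that met the rule for naming genes, it was the largest rise at 42°C, at 46°C and in 7.5% ethanol. Its eSed was 3.03 ± 0.687 in 0.8% azide (limma adjusted p = 0.0273) and 2.52 ± 0.553 in 7.5% ethanol (adjusted p = 0.00275), as SD over both replicates. In 0.5% azide it was 1.68 ± 0.152 and in 10% ethanol 1.97 ± 0.167 (SD, n = 2 each). In 15% ethanol it was −0.512 ± 0.296 (SD, n = 2), where no Polysome-seq was performed.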

Second, we examined *HAC1* splicing in response to an 8-min, 42°C heat shock. Before shock, *HAC1* mRNA was unspliced, running as a single large band. After shock, the spliced form of *HAC1* appeared as a smaller band (Figure 5C), confirming our second prediction. Under these conditions, *HAC1* is incompletely spliced, and the spliced form of *HAC1* preferentially partitioned into the soluble fraction (Figure 5C). These observations are consistent with the release from condensates only of spliced *HAC1* transcripts in concert with their translational activation, while unspliced, initiation-blocked *HAC1* transcripts remain condensed.

Third, we looked for transcription of UPR genes^56^ at 42°C. We observed a slight but unmistakable induction after a 10-min 42°C shock (Figure S5C, Wilcoxon rank sum test *p* < 10^−6^). Next, we predicted that other heat-shocked data would show induction of the UPR at 42°C. Indeed, data from a systematic study of the heat-shocked response in budding yeast^57^ revealed that UPR targets were significantly induced by 10- or 30-min shocks at 42°C (Wilcoxon test *p* values < 10^−3^ in both cases) but not at 37°C (Wilcoxon test *p* = 0.15 and 0.70) (Figure S5D).

Together, these results support a simple and previously unappreciated sequence of events during *HAC1* activation: *HAC1* mRNA resides in initiation-blocked condensates under basal conditions and is spliced and released from condensates upon UPR-inducing stress, coinciding with translation of the Hac1 transcription factor protein, which then drives UPR regulon transcription.

More broadly, *HAC1* mRNA condensates appear to be an extreme example of a transcriptome-scale phenomenon linking reduction in translation with condensation (Figure 5A). Lack of condensation by upstream open reading frame (uORF)-regulated, freely initiating *GCN4* mRNA suggests that a block in initiation, rather than ribosome-free mRNA, is the key correlate of condensation. Consistent with this, transcripts with the most predicted structure in their 5′ UTR, inversely correlated with initiation efficiency,^58^ had higher rSed than the bulk transcriptome (Figure 5D).

These results provide evidence that, transcriptome-wide, mRNA inhibited in translation initiation is found in condensates, even in unstressed cells. Anticipating later results indicating these condensates are distinct from previously described bodies, we refer to them as translation-initiation-inhibited condensates (TIICs, pronounced “ticks”).

Does inhibition of translation initiation cause TIIC formation? We asked whether we could recapitulate *in vivo* endogenous transcript-specific condensation using a series of synthetic mRNAs encoding the green fluorescent protein Clover, with progressively stronger translation initiation blocks created by hairpins in their 5′ UTR.^59^ These hairpin series blocked translation initiation, as measured by the ratio of fluorescence intensity to mRNA abundance, with more stable hairpins more completely blocking translation (Figure 5E). 

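The 7 strains of this series expressed Clover from mRNAs without a hairpin, with 4 hairpins of increasing stability, with the upstream open reading frames (uORFs) of GCN4, or with those uORFs mutated. Each strain also expressed mCherry as an unblocked reference. There was a single lysate per strain, kept at 30°C, so no test between strains is possible. Total libraries held between 28620902 and 36895321 estimated counts (median 34264978), supernatant between 29248344 and 36934445 (median 33733128) and pellet between 30480697 and 33980819 (median 30953131). Clover was covered by between 37236 and 185551 estimated counts over supernatant and pellet. The authors' mixing ratio of each lysate was used for pSup, and ΔSed was taken against the strain without a hairpin, in units of the SD of its 5090 measured mRNAs at similar length (0.399 in log-odds).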

Western blotting against Clover confirmed translation was permitted by the weak hairpin and blocked by the strong hairpin (Figure 5E).

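Clover pSup was 0.849 without a hairpin (95% Wilson interval 0.847 to 0.851). It was 0.855 (0.853 to 0.857) with the weakest, 0.8504 (0.848 to 0.852) with the weak, 0.771 (0.769 to 0.773) with the medium and 0.552 (0.550 to 0.555) with the strongest hairpin. These intervals cover the counting error of supernatant and pellet only, since reads are not independent molecules and each construct was measured in 1 lysate. ΔSed of Clover was −0.117 for the weakest, −0.0260 for the weak, 1.29 for the medium and 3.81 for the strongest hairpin. mCherry of the same lysates, which carries no hairpin, had a ΔSed of 0.503, 0.400, −0.0971 and 0.324, and this range serves as a measure of variation between lysates. NanoLuc scaling moved the strongest hairpin to 3.30 and the weakest to −0.459.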

As predicted, these constructs exhibited increased sedimentation inversely correlated with their translation, mirroring *HAC1* mRNA. By contrast, a synthetic uORF construct built from the *GCN4* 5′ UTR yielded substantially less condensation relative to a disrupted-uORF control^60^ than the most stable hairpin construct, despite showing stronger translational repression (Figure 5E). These experiments demonstrate that even in unstressed cells, translation initiation inhibition causes mRNA condensation, producing TIICs.

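Clover behind the GCN4 uORFs had a pSup of 0.761 (95% Wilson interval 0.757 to 0.764), and 0.866 (0.864 to 0.868) behind the mutated uORFs. Against the strain without a hairpin, ΔSed was 1.43 for the uORFs and −0.343 for the mutated uORFs. The uORF construct against its mutated control had a ΔSed of 1.77, below that of the strongest hairpin against its own control. With NanoLuc scaling it was 2.28. mCherry ΔSed was −0.276 and 0.0275 in these strains. From the hairpin and uORF series, the paper concludes that inhibited translation initiation causes mRNA condensation in unstressed cells.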

### TIICs are polysome-scale mRNP condensates

To further characterize TIICs, we performed polysome profiling, separating mRNP species by size on a sucrose gradient, followed by qPCR on strains expressing strong or weak hairpin reporters (Figure 5F). The weak hairpin reporter transcript, along with the endogenous housekeeping transcript *PGK1*, co-sedimented with the heavy polysome-associated fractions, consistent with active translation and our western blot data. Strikingly, the strong hairpin reporter transcript also co-sedimented with heavy polysome fractions despite being translationally repressed.

To determine whether strong hairpin sedimentation was due to TIIC formation rather than residual ribosome association, we dissolved ribosomes and polysomes by treating lysate with EDTA prior to sedimentation. As expected, the weak hairpin and *PGK1* transcripts shifted to lighter fractions, consistent with loss of ribosome association. By contrast, the strong hairpin transcript remained in heavy fractions, demonstrating that TIICs are resistant to EDTA treatment and sediment based on size rather than ribosomal binding (Figure 5F).

To test whether TIICs pellet in heavy fractions due to membrane association, we performed a membrane flotation assay (Figure S5E).^61^ The strong hairpin transcript was detected in bottom fractions regardless of the presence of membrane-dissolving Triton X-100, similar to *PGK1* and *TUB2* transcripts (Figure S5F), indicating that TIIC sedimentation is not due to membrane association. This is supported by transcriptome-wide analysis of relative sedimentation, which shows that transcripts encoding secreted proteins do not show increased sedimentation (Wilcoxon rank sum test *p* > 0.99, Figure S5G).^62^

Together, these results further confirm the identification of TIICs as mRNP condensates, unassociated with membranes, which appear in a range of sizes up to several megadaltons (see Methods S1).

### Blocking translation initiation at distinct steps causes global mRNA condensation and implicates an upstream, competitive step

To examine the results of global initiation blockade, we generated yeast strains with AID tags on eight eukaryotic initiation factors (eIFs) acting at multiple steps (Figures 6A–6C).^51,52^ eIF depletion resulted in polysome collapse (Figure S6A) and proteome-wide reduction in translation activity (Figures 6D and S6B–S6D).

We used qPCR to quantify the average pSup of two transcripts, *PGK1* and *BEM2*, following 2 h of initiation factor depletion. Blocking initiation caused mRNA condensation in each case, with the degree of blockade correlated with the extent of condensation (Figure 6E).

During global translation initiation block, we expect that all transcript species will form TIICs, leading to increased mRNA sedimentation transcriptome-wide. Using Sed-seq on strains depleted for eIF4E or for eIF3b, we observed transcriptome-scale mRNA condensation in both cases, to a profound degree after eIF3b depletion (Figure 6F). 

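The eIF4E strain carried the degron on the product of CDC33 (YOL139C, chromosome XV, 60383 to 61024, build R64-3-1) and was treated and sequenced as the eIF3b strain, with 12 lysates. Its Total libraries held between 5354343 and 7819581 estimated counts (median 6301858), supernatant between 3490035 and 8444468 (median 5250652) and pellet between 6388794 and 9899150 (median 7179409). At 30°C, median pSup of 4938 mRNAs was 0.765 and 0.786 in mock-treated and 0.710 and 0.716 in eIF4E-depleted cells. In the eIF3b strain it was 0.821 and 0.783 in mock-treated and 0.642 and 0.567 in depleted cells. Median ΔSed at 30°C was 0.888 ± 0.200 (SD, n = 2) for eIF4E and 2.25 ± 0.198 (SD, n = 2) for eIF3b, with 92.5% and 99.2% of mRNAs above 0. limma called 4597 of 4973 mRNAs with lower log-odds pSup after eIF3b depletion, with a median change of −0.97. After eIF4E depletion it called 2, CTF8 and YRF1-6, named only because the count was small, with a median change of −0.33 and 605 mRNAs at an unadjusted p under 0.05. The eIF4E count depended on the fit, with 2748 when only the 30°C lysates were fitted and 4056 with NanoLuc scaling. From these shifts, the paper concludes that blocking translation initiation triggers mRNP condensation globally.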

Because basally initiation-repressed mRNAs already enter TIICs in untreated cells, we predicted that they would show the smallest differences in sedimentation after eIF depletion. 

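HAC1 had a ΔSed of −0.378 ± 0.340 (SD, n = 2, limma adjusted p = 0.512) after eIF3b depletion at 30°C and of −0.0929 ± 0.177 (SD, n = 2, limma adjusted p = 0.929) after eIF4E depletion. SSB1, a cytosolic Hsp70 gene with a transcript of 1974 nt, had a ΔSed of 3.22 ± 0.0198 (SD, n = 2, limma adjusted p = 7.2e-08) after eIF3b depletion. After eIF4E depletion its ΔSed was 2.17 ± 0.290 (SD, n = 2), with an adjusted p of 0.399 in limma. Relative to transcripts of similar length, HAC1 had an eSed of 2.78 ± 0.0659 after eIF3b and 0.982 ± 0.392 after eIF4E depletion (SD, n = 2 each). HAC1 abundance in Total rose by 1.32 (standard error 0.06, edgeR adjusted p = 1.5e-09) and 0.82 on the log2 scale, and SSB1 abundance fell by 2.22 and 0.97.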

Consistent with this prediction, initiation-inhibited *HAC1* mRNA showed almost no change after both eIF depletions, whereas initiation-competent *SSB1* mRNA condensed (Figure 6F).

Together, these results show that blocking translation initiation globally triggers global mRNP condensation. We next sought to understand the relationship between TIICs, stress-induced mRNP condensation, and SGs.

### TIICs are likely SG precursors

We counted SGs before and after inhibiting translation initiation by eIF3b depletion, both in otherwise untreated and in heat-shocked cells (Figure 7A; see STAR Methods). 

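By replicate, median ΔSed after eIF3b depletion at 30°C was 2.11 and 2.39, above 0 for 98.6% of mRNAs in both replicates. Between replicates, ΔSed correlated across transcripts with a rho of 0.760. NanoLuc scaling gave a median of 2.61 and 4807 mRNAs with lower log-odds pSup.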

After eIF3b depletion at 30°C, which causes substantial transcriptome-wide mRNP condensation (Figure 7B), cells are SG-negative (Figure 7A). We conclude that inhibiting translation initiation by eIF3b depletion causes TIIC formation but not SG formation.

Upon heat shock at 44°C, otherwise untreated cells are SG-negative, but when eIF3b is depleted, cells become SG-positive (Figure 7A). Thus, eIF3b depletion potentiates SG formation.

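Against mock-treated cells at 30°C, median ΔSed in the eIF3b strain was 3.25 ± 0.283 at 42°C and 5.67 ± 0.235 at 46°C in mock-treated cells, and 5.77 ± 0.760 and 9.16 ± 0.351 in depleted cells (SD, n = 2 each). Against depleted cells at 30°C, it was 5.02 ± 1.11 at 42°C and 9.94 ± 0.303 at 46°C (SD, n = 2 each). Median pSup in depleted cells was 0.228 and 0.285 at 42°C and 0.0686 and 0.0744 at 46°C. Depleted cells had lower log-odds pSup than mock-treated cells for 4491 mRNAs at 42°C and 4798 at 46°C (limma adjusted p under 0.05). The limma interaction of depletion and heat tests whether the fall with heat was larger after depletion. At 42°C, 12 mRNAs fell more and 6 less after depletion (541 at an unadjusted p under 0.05). At 46°C, 1626 fell more and 24 less, with a median interaction of −0.54 in log-odds. NanoLuc scaling moved these counts most, to 459 falling more at 42°C and 3610 at 46°C.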

In every case, heat stress amplifies the sedimentation induced by translation initiation depletion (Figure 7B), suggesting that stress triggers additional condensation processes beyond translation initiation blockade alone.

We then asked how blocking SG formation affects mRNP condensation. Treatment with CHX prevents SG formation,^34,46,48^ which we confirm at 46°C heat shock (Figure 7C). However, CHX treatment sufficient to prevent SG formation reduces mRNP condensation only slightly (Figure 7D), consistent with the persistence of TIICs. 

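Cycloheximide (CHX), which stalls elongating ribosomes, was given at 100 µg/mL. Cells with CHX or mock treatment were kept at 30°C or shocked at 46°C, with 2 lysates per group, and 1 lysate of each was shocked at 42°C. The 10 Total libraries held between 2426960 and 9257881 estimated counts (median 6425554), supernatant between 1612859 and 6800595 (median 4039127) and pellet between 4721670 and 10834594 (median 6980565), after removal of duplicates by UMI. Median pSup of 4928 mRNAs was 0.842 and 0.865 in mock-treated and 0.791 and 0.821 in CHX-treated cells at 30°C, and 0.218 and 0.217 in mock-treated and 0.326 and 0.354 in CHX-treated cells at 46°C.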

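At 46°C, median ΔSed against mock-treated cells at 30°C was 7.60 ± 2.10 (SD, n = 2) without CHX and 6.06 ± 1.49 (SD, n = 2) with CHX. The value with CHX was the lower one in both replicates (5.00 against 6.12, and 7.12 against 9.09). At 42°C, with 1 lysate each, it was 6.91 without and 4.48 with CHX. At 30°C, CHX alone gave 0.750 ± 0.163 (SD, n = 2), and limma called 0 mRNAs there, with 1731 at an unadjusted p under 0.05. With the lysates paired by a replicate block, log-odds pSup at 30°C was lower with CHX for 707 mRNAs and higher for 6. Requiring 100 counts gave 270 calls at 30°C. At 46°C, log-odds pSup was higher with CHX for 3341 mRNAs (median difference 0.64). It was lower for 4, HSP26, SSA4, RTC3 and CIN5, of which CIN5 is named only because the count was small. The fall from 30°C to 46°C was smaller with CHX for 3727 mRNAs and larger for 0 (limma interaction, 3917 at an unadjusted p under 0.05). With NanoLuc scaling, median ΔSed at 46°C was 6.37 ± 1.22 without and 6.55 ± 1.01 with CHX (SD, n = 2 each). Under that scaling 0 mRNAs were called at 46°C in either direction, with 138 at an unadjusted p under 0.05. That fit had no replicate block, so it leaves the pairing of lysates out. Median pSup by NanoLuc at 46°C was 0.376 and 0.474 without CHX and 0.345 and 0.474 with CHX. From the small effect of CHX, the paper proposes that condensates formed by inhibited initiation persist when stress granules are blocked.

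**Figure D2:**
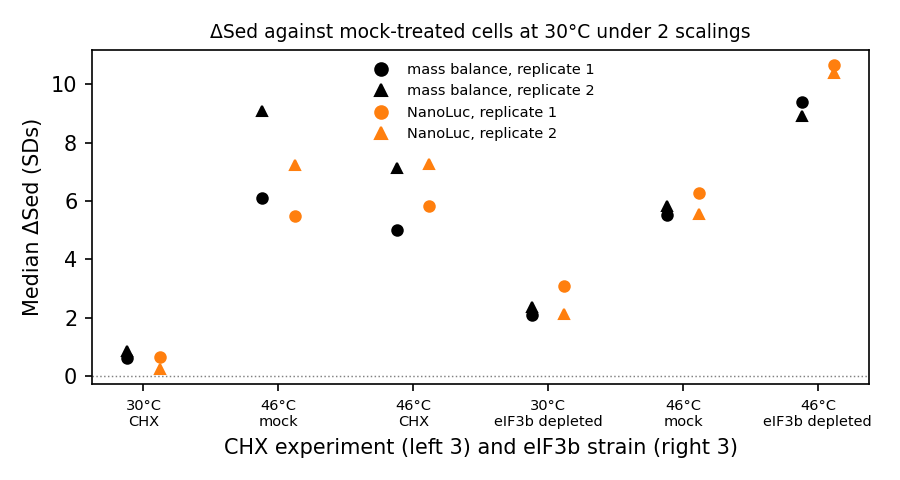
Median ΔSed across mRNAs against mock-treated cells at 30°C, in SDs, in the CHX experiment (left) and the eIF3b strain (right), where each point is one replicate, black for pSup from mass balance and orange for pSup from the NanoLuc spike-in. At 46°C in the CHX experiment, the means with and without CHX are 6.06 and 7.60 by mass balance and 6.55 and 6.37 by NanoLuc.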

Notably, CHX also disrupts processing bodies (P bodies),^63,64^ indicating that TIICs are not P bodies.

These results place TIICs upstream of SGs, preceding and potentiating their formation. Inhibition of translation initiation causes TIIC formation but not SG formation. Together, these results suggest that TIICs are building blocks for SGs.

## DISCUSSION

What is the physiological role of mRNP condensation in and outside of stress? Which mRNPs condense during stress, and why? What is the relationship between mRNP condensation, its functional causes and consequences, and SG formation?

We find that, across multiple stress conditions, preexisting mRNAs enter translationally silent condensates to a degree that depends on stress intensity. At the same time, stress-induced transcripts escape condensation and are robustly translated. The timing of transcript production, rather than any particular transcript feature, is a primary determinant of escape from condensation, which then permits selective translation. An important result from our study is that microscopically visible SGs play little if any role in these processes.

### Small mRNP condensates are pervasive in the absence of stress or SGs

Using a range of approaches, we discover pervasive mRNP condensation in cells without SG formation, and even in the absence of any discernible stress. Here, our results indicate submicroscopic molecular organization governed by translation initiation: initiation-blocked transcripts are recruited to subdiffraction-scale condensates. These TIICs can be generated individually by blocking message-specific initiation or at the transcriptome scale by blocking initiation, and they do not require environmental stress for their formation, and they can form when SGs are either absent or pharmacologically blocked. In short, TIICs are not SGs.

A range of stress conditions—physiological stresses such as 42°C heat shock and 5% ethanol, and the widely used 0.5% sodium azide—do not produce SGs in our hands but do produce mRNP condensation and the escape of new mRNAs. Thus, considerable biology would be overlooked by focusing only on SG-forming conditions.

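In 5% ethanol, ΔSed was above 0 for 92.2% of mRNAs in replicate 1 and for 23.8% in replicate 2, and for 21.9% in both. These shares depend on matching treated and mock lysates by number, which was not shown to pair them in that experiment. In 0.5% azide it was above 0 for 90.3% and 91.9% of mRNAs. The 100 most-induced transcripts in 5% ethanol had a median eSed of 0.377 (0.302 and 0.443 in the replicates), and 81 of them were above 0 (camera adjusted p = 9.7e-10, fry adjusted p = 0.00250). In Total, 4125 of 5663 mRNAs tested changed in 5% ethanol (edgeR adjusted p under 0.05).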

### mRNP condensation in cells is not primarily driven by ribosome-free RNA

SGs have long been thought to form after translation inhibition and ribosome runoff, exposing ribosome-free RNA, which serves as a platform for new intermolecular interactions, whether directly between RNAs or mediated by RNA-binding proteins.^4,65–67^ This model could explain results showing stronger recruitment of longer mRNAs and the ability of bound ribosomes to prevent SG recruitment.^68,69^ We find that the recruitment of initiation-blocked mRNPs into TIICs prior to, and independent from, SG formation proceeds differently. Length has little effect. Two abundant mRNAs, *HAC1* and *GCN4*, both with long stretches of ribosome-free mRNA, show divergent behavior: initiation-blocked *HAC1* mRNA condenses, while uORF-regulated *GCN4* mRNA remains largely uncondensed. We reproduce these behaviors using synthetic mRNAs, isolating the critical role of blocked initiation rather than ribosome runoff for TIIC formation. Accordingly, locking ribosomes on mRNAs using CHX does not prevent TIIC formation.

Two models could explain why ribosomes prevent recruitment of mRNA to SGs. In the first model, ribosomes occlude naked mRNA that would otherwise cause recruitment to SGs. In the second, ribosomes inhibit the processes that recruit mRNAs to SGs, and naked mRNA plays little or no role. Falsifying the ribosome-occlusion model, we show that global translation initiation blockade and subsequent ribosome runoff from virtually all transcripts do not cause SG formation. Consistent with the inhibitory ribosome model, in mammalian cells, the presence of a single ribosome on an mRNA is sufficient to prevent SG recruitment even when the coding sequence is ribosome-free.^68^

Overall, ribosome-free mRNA appears to play at best a minor role in the formation of TIICs and SGs.

### A protein-mediated 5′ -cap-competition model coherently explains multiple mRNP condensate phenomena

Instead, we propose that competition for the mRNA 5′ cap by translation initiation and TIIC recruitment can explain all of our observations (Figure 7E). This model posits the (presumably protein-mediated) recruitment of mRNAs to TIICs via binding to free 5′ cap. Such a model explains why mRNA length has little influence on TIIC formation, as well as why ribosomes on the mRNA body do not disperse TIICs. Any process that blocks access to direct cap binding would interfere with TIICs in this model. For most mRNAs, binding of the cytosolic eIF4F complex containing cap-binding protein eIF4E is transient, stabilized by mRNA activation and translation initiation.^70^ Consequently, most mRNAs will transiently have unprotected caps, making them substrates for condensation, whereas stable protection will be conferred by translation initiation. This cap-competition model would explain why we consistently observe tradeoffs between initiation and condensation, whether at steady state, for synthetic constructs, or when initiation is blocked by stress or depletion of initiation factors.

### How do newly synthesized mRNAs escape condensates?

The cap-competition model hints at a mechanism by which newly synthesized mRNAs could escape condensation. Our transcriptomic and reporter assays show that transcripts transcribed during stress escape condensation regardless of sequence-encoded mRNA features or regulation by particular transcription factors. Consistent with our conclusion that timing is the key variable, an independent study of glucose withdrawal also shows that expression timing, rather than sequence, determines whether mRNAs escape stress-induced translational repression.^17^

One possible explanation for the role of timing is that new transcripts may be marked in some way before or during nuclear export, thus blocking condensation while permitting translation initiation. Translation is not required for exclusion of new transcripts, because even when translation is inhibited by depletion of eIF3b, newly transcribed transcripts still escape. What might this condensation-inhibiting mark be? Possibilities include changes in an mRNA modification such as methylation, in polyadenylation, or in binding of a protein factor. Notably, most capped mRNAs are protected by a nuclear cap-binding complex after transcription and during export. This complex may be stabilized in the cytoplasm during stress instead of being exchanged during a pioneer round of translation, and indeed nuclear cap-binding proteins can support active translation during stress.^71^ Such a complex would prevent cap-dependent condensation, thus privileging newly synthesized mRNAs.

### What are the functions of mRNP condensation?

An accounting of the cellular function of mRNP condensation must now contend with four facts: the presence of condensation in unstressed cells, the strong causal link to translation initiation inhibition, the weak dependence on mRNA length or sequence, and the exclusion of stress-induced messages. Exclusion of new messages and condensation of older messages favor an adaptive interpretation: stress-induced mRNP condensation helps cells to redirect translational activity toward transcripts most relevant to the cell’s current situation. This functional interpretation contrasts with previous models arguing that some RNA condensates are incidental byproducts^20^ or even for an “RNA entanglement catastrophe” following release of untranslated mRNA.^72,73^

We hypothesize that mRNP condensation provides cells with regulatory control over the translationally active transcriptome through a simple mechanism: preventing reinitiation of ribosomes on translationally stalled mRNAs by sequestering their 5′ ends. Condensation, by sequestering transcripts away from competitive processes such as decapping or reinitiation,^74^ temporarily stores these mRNAs for short-term retrieval by dispersal factors including molecular chaperones.^34,75^ Blocking reinitiation is crucial for redirecting translational activity and separable from another effect, which is implied: protection of mRNAs from degradation,^27,76,77^ another mechanism to prevent reinitiation. No part of this regulatory model requires the formation of visible SGs or other large membraneless organelles.

Beyond separating mRNP condensation from SG formation, a key advance reported here is to separate mRNP condensation from stress itself. How TIICs form, dissolve, and influence regulation outside of stress must now become a focus.

### Limitations of the study

Our study leaves open the molecular mechanisms for TIIC formation and the escape of new transcripts, as well as the composition and material state of TIICs. We present experimental methods for isolation and analysis of mRNP condensates, which involve differential sedimentation of EDTA-treated lysate. EDTA treatment, which prevents polysomal contamination of sedimented material, may also disrupt condensation or related processes that depend on magnesium or calcium. Direct visualization of TIICs remains to be achieved. Although we prefer a model where TIICs are precursors of SGs, future work studying the precise relationship between TIICs and SGs will be important. Finally, the phenomena reported here in budding yeast may differ in mammalian or other cells, warranting caution when generalizing.

## RESOURCE AVAILABILITY

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, D. Allan Drummond ().

### Materials availability

All materials will be made available upon request.

### Data and code availability

- All raw sequencing data generated for this project have been deposited in GEO under accession code GEO: GSE265963. Raw imaging data are available at Mendeley (doi: 10.17632/hby6drmgy9.1). All other data are deposited at https://github.com/drummondlab/RNACondensation2025/ (doi: https://doi.org/10.5281/zenodo.15635226). These data are publicly available as of the date of publication.
- All original code is deposited at https://github.com/drummondlab/RNACondensation2025/ (doi: https://doi.org/10.5281/zenodo.15635226) and is publicly available as of the date of publication.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Yeast

Unless otherwise stated, *Saccharomyces cerevisiae* BY4741 and BY4742 strains were grown in synthetic complete dextrose media (SCD), and exponentially growing cultures were incubated at 30°C for >12 hours until OD_600_ = 0.4 before exposing to stress for experiments.

### METHOD DETAILS

#### Cell growth and stress conditions

Unless otherwise noted, the BY4741 strain of *Saccharomyces cerevisiae* was used in experiments. All experiments were done with at least two biological replicates, starting from growth. Cells were grown at 30°C in synthetic complete dextrose media (SCD) for at least 12 hours to OD_600_ = 0.4 before being exposed to stress. Temperature stresses for sedimentation experiments were completed by centrifuging the culture and exposing the yeast pellet to either 42°C or 46°C water baths. Control cells were placed inside a 30°C incubator. Cycloheximide-treated cells were pre-treated for 10 minutes with 100 μg/mL cycloheximide (Sigma #C7698-5G) before heat shock. Azide stresses were completed at either 0.5% w/v or 0.8% w/v for 30 min in SCD adjusted to pH 6.8 with NaOH. Azide was added from a 10% w/v sodium azide stock in water. Mock treatments were completed by adding pure water at the same volume to cultures. Ethanol stresses were completed by resuspending centrifuged cell pellets in SCD made with either 5%, 7.5%, 10%, or 15% ethanol for 15 min. Control cells were mock treated by resuspending in normal SCD. DTT treated cells were treated with 10 mM DTT for 15 minutes prior to harvesting. Temperature stresses for polysome sequencing and for tet-inducible reporter experiments were done by growing 250 mL of yeast in SCD overnight to OD_600_ = 0.4, collecting yeast via vacuum filtration onto a 0.45 μm filter (Cytiva 60206), putting the filter in 125 mL of pre-warmed media and incubating in a temperature controlled shaking water bath or incubator. After the indicated time, samples were harvested again via vacuum filtration and immediately scraped into liquid nitrogen.

Yeast transformations were performed either using a standard lithium acetate transformation or Zymo Frozen-EZ Yeast Transformation II Kit (Zymo #T2001) before plating on appropriate selection media.^88^ Clones were verified by colony PCR and Sanger sequencing.

#### Generation of spike-in RNA

In-vitro transcribed (IVT) RNA or purified *Schizosaccharomyces pombe* total RNA was used as spike-ins where noted. The IVT RNA was produced by first amplifying a linear DNA fragment encoding NanoLuc using Q5 polymerase (NEB #M0494S), and purifying the DNA using an NEB clean and concentrate kit. The RNA was then made using a T7 Highscribe kit (NEB #E2040S), treated with DNase I (NEB #M0303L) and purified using an NEB clean and concentrate kit (NEB #T2030).

For the *S. pombe* RNA, fission yeast (FY527) was grown in YES media (5 g/L yeast extract, 30 g/L glucose, 225 mg/L adenine, histidine, leucine, uracil and lysine hydrochloride) at 32°C until OD_600_ = 0.5, harvested by centrifugation (3 minutes at 2500 g), resuspended in Trizol, and lysed by vortexing with 0.5 mm zirconia glass beads before extracting RNA using Zymo Direct-zol kits (Zymo #R2072).

#### Fractionation-by-sedimentation sequencing (Sed-seq)

Biochemical fractionation was completed similarly to Wallace et al.,^34^ with the major exception that 20,000 g for 10 min was used rather than the original 100,000 g for 20 min. In short, 50 mL cultures of treated yeast were harvested by centrifugation at 3000 g for 5 minutes, then resuspended in 100 μL of soluble protein buffer (SPB: 20 mM HEPES, pH 7.4, 140 mM KCl, 2 mM EDTA, 0.1 mM TCEP, 1:200 protease inhibitor (Millipore #539136), 1:1000 SUPERase·In RNase Inhibitor (Invitrogen #AM2696), and flash frozen in liquid nitrogen as a pellet in a 2 mL Eppendorf Safe-Lock tube (Eppendorf #0030123620) with a 7 mm steel ball (Retsch #05.368.0035). The cells were then lysed using a Retsch MM400 for 5x90s at 30 Hz, chilling in liquid nitrogen between each shaking repeat. The lysed cells were resuspended in 600 μL of SPB, and 100 μL of total sample was transferred to 300 μL of Trizol LS (Invitrogen #10296010). For the S. pombe spike-in experiment, purified S. pombe total RNA was added to the lysate immediately after resuspension in SPB. The remainder was centrifuged for 30 seconds at 3000 g, and 300 μL of clarified lysate was transferred to a new 1.5 mL tube. This was then centrifuged for 10 minutes at 20,000 g. A 100 μL supernatant sample was transferred to 300 μL of Trizol LS, and 400 μL of SPB was added to the pellet as a wash. After another spin at 20,000 g for 10 minutes, the supernatant was removed and the pellet was resuspended by vortexing for 15 minutes in 300 μL of Trizol LS and 100 μL of water. If required, 1 ng of spike-in transcript was added to each sample at this step before RNA was isolated using Zymo Direct-Zol RNA extraction columns (Zymo #R2052), and RNA integrity was assessed by the appearance of two sharp rRNA bands on a 1% agarose gel and quantified using the absorbance at 260 nm.

#### RNA quantification by RT-qPCR

Reverse transcription for qPCR was either performed using gene-specific reverse priming with the iScript^™^ Select cDNA Synthesis Kit (Bio-Rad #1708897) or using NEB LunaScript RT SuperMix kit (NEB #E3010L). In both cases, manufacturer protocols were followed using an input of 2.5 ng of RNA per μL of reaction. For gene-specific priming, the reverse primer was used at 5 μM. The IDT Primetime gene expression master mix (IDT #1055771) was used for quantitative PCR on a Bio-Rad CFX384 instrument with Taqman probes (1.5 μM for primers; 600 nM probe). For samples with spike-ins, abundances were calculated relative to the spike-in abundance using the ΔΔCq method.

#### Polysome collection and analysis

Around 100 mg of frozen yeast that was collected by vacuum filtration, or following centrifugation at 3,000g for 1 minute, was transferred to a pre-chilled 2 ml Eppendorf “Safe-Lock” tube. Cells were lysed with a pre-chilled 7 mM stainless steel ball (Retsch #05.368.0035) by 5x90sx30Hz pulses in a Retsch MM100 mixer mill, chilling in liquid nitrogen (LN2) between pulses. Sample was resuspended in 10:1 (v/w) polysome lysis buffer (20 mM HEPES-KOH (pH 7.4), 100 mM KCl, 5 mM MgCl2, 200 μg/mL heparin (Sigma #H3149), 1% triton X-100, 0.5 mM TCEP (Goldbio #TCEP25), 100 μg/mL cycloheximide (Sigma #C7698-5G), 20 U/ml SUPERase·In (Invitrogen #AM2696), 1:200 Millipore protease inhibitor IV #539136). For the hairpin experiments in unstressed cells, samples were resuspended in polysome lysis buffer lacking heparin. For EDTA experiments, samples were resuspended in polysome lysis buffer lacking heparin and cycloheximide with 40mM EDTA to chelate Mg^2+^ and disrupt ribosomal complexes. The lysate was clarified by centrifugation at 3000 g for 30 s, and the clarified lysate was transferred to a new tube and aliquots were flash frozen in LN2.

A 10–50% continuous sucrose gradient in polysome gradient buffer (5 mM HEPES-KOH (pH 7.4), 140 mM KCl, 5 mM MgCl2, 100 μg/ml cycloheximide, 10 U/ml SUPERase·In, 0.5 mM TCEP) was prepared in SW 28.1 tubes (Seton #7042) using a Biocomp Gradient Master and allowed to cool to 4°C. Clarified lysate (200 μL) was loaded on top of the gradient, and gradients were spun in a SW28.1 rotor at 28,000 rpm for 3.5 hr at 4°C. Gradients were fractionated into 0.6mL fractions using a Biocomp Piston Gradient Fractionator with UV monitoring at 254 nm, and fractions were flash frozen in LN2. UV traces were normalized to the total signal starting with the 40S peak.

The samples were generated by pooling 50 μL of each fraction from the free fraction (before the monosome peak) and either separately pooling the fractions with 3+ ribosomes bound and the mono/di-some fractions (for the heat shock experiments), or by combining all ribosome-bound fractions together (azide and ethanol stresses). For the hairpin experiments in unstressed cells, samples were generated by pooling 75 μL from each pair of adjacent gradient fractions. The spike-in (50 ng of S. pombe total RNA) was then added to each pooled sample. RNA was purified via ethanol precipitation (final concentrations of 0.3 M sodium acetate pH 5.2, 0.3 μg/mL glycoblue (Invitrogen #AM9516), and 70% ethanol) at −20°C overnight followed by centrifugation at 4°C for 30 minutes at 21,000 g. The pellet was washed with 1 mL of 70% ethanol before being resuspended in water. The purified RNA was then treated with Dnase I (NEB) before purifying again using an NEB RNA clean and concentrate kit (NEB #T2030).

#### Membrane flotation assay

Assay was performed with some modifications based on previous work.^61^ ~100 mg of frozen yeast were transferred to a pre-chilled 2 ml Eppendorf “Safe-Lok” tube and lysed with a pre-chilled 7 mM stainless steel ball (Retsch #05.368.0035) by 5x90sx30Hz pulses in a Retsch MM100 mixer mill. Cells were chilled in liquid nitrogen (LN2) between pulses. Samples were resuspended in 10:1 (v/w) lysis buffer (20 mM HEPES-KOH (pH 7.4), 140 mM KCl, 5 mM MgCl2, 100 μg/ml cycloheximide, 10 U/ml SUPERase·In, 0.5 mM TCEP, 1% triton X-100). Lysis buffer was made lacking 1% triton X-100 when indicated. Lysate was clarified by centrifugation at 3,000g for 30 s and 250 μL of supernatant was mixed with 500 μL of 60% Optiprep iodixanol (Axis-shield). From this mixture, 600 μL were collected and dispensed at the bottom of SW 55 Ti tubes (Beckman Coulter #349622). Each tube was filled with 1.4 mL of 30% Optiprep with 100 μL of lysis buffer loaded on top. Samples were spun in SW 55 Ti rotor at 55,000 rpm for 2.5 hr at 4°C. Following centrifugation, gradients were manually fractioned starting from the top into 6 fractions of 350 μL. For each fraction, 50 μL was boiled in 2x Laemmeli buffer and 150 μL had a spike-in (50 ng of S. pombe total RNA) added prior to RNA purification via ethanol precipitation (final concentrations of 0.3 M sodium acetate pH 5.2, 0.3 μg/mL glycoblue (Invitrogen #AM9516), and 70% ethanol) at −20°C overnight followed by centrifugation at 4°C for 30 minutes at 21,000 g. The resulting pellet was resuspended in water and treated with DNase I (NEB) before being purified using an NEB RNA clean and concentrate kit (NEB #T2030).

#### Sucrose cushion ribosome occupancy analysis

The ribosome occupancy (fraction of mRNA bound to ribosome) for the induction reporters was measured by spinning lysate through a sucrose cushion. Around 100 mg of frozen yeast was transferred to a pre-chilled 2 ml Eppendorf “Safe-Lok” tube. Cells were lysed with a pre-chilled 7 mM stainless steel ball (Retsch #05.368.0035) by 5 x 90s x 30Hz pulses in a Retsch MM100 mixer mill, chilling in liquid nitrogen (LN2) between pulses. Sample was resuspended in 10:1 (v/w) polysome lysis buffer (20 mM HEPES-KOH (pH 7.4), 100 mM KCl, 5 mM MgCl2, 200 μg/mL heparin (Sigma #H3149), 1% triton X-100, 0.5 mM TCEP (Goldbio #TCEP25), 100 μg/mL cycloheximide (Sigma #C7698-5G), 20 U/ml SUPERase·In (Invitrogen #AM2696), 1:200 Millipore protease inhibitor IV #539136). The lysate was clarified by centrifugation at 3000 g for 30 s, and 500 μL clarified lysate was transferred to a new tube.

At this point the sample was split into +/− EDTA samples. For the +EDTA samples, 6 μL of 0.5 M EDTA (pH 8 in water) was added to 150 μL of clarified lysate and incubated on ice for 10 minutes. Then 100 μL of both samples (+/− EDTA) was gently added on top of 900 μL of matching sucrose cushion (5 mM HEPES-KOH (pH 7.4), 140 mM KCl, 5 mM MgCl2, 100 μg/ml cycloheximide, 10 U/ml SUPERase·In, 0.5 mM TCEP, 20% sucrose w/v, +/− 20 mM EDTA) and centrifuged for 60 minutes at 100,000 g in a TLA55 rotor (Beckman-Coulter) at 4°C. The top 250 μL of supernatant was removed as the supernatant sample and 100 μL of this was mixed with 300 μL Trizol LS. The remaining supernatant was discarded before resuspending the pellet in 100 μL water + 300 μL Trizol LS (pellet is 10x relative to supernatant). 1 ng of spike-in RNA was added to the pellet, but only 0.1 ng was added to the supernatant.

RNA was purified from the supernatant and pellet samples using Zymo Direct-Zol kits, then the abundances of target RNAs were quantified via qPCR as above. Ribosome occupancies were calculated by calculating the percentage of each transcript in the pellet, after correcting for the pelleting observed in the presence of EDTA (this separates EDTA-sensitive polysomes in the pellet from EDTA-insensitive condensates).

#### RNA sequencing

In general, DNase I treated RNA was prepared for sequencing using rRNA depletion (Illumina RiboZero (Illumina #MRZY1306) or Qiagen FastSelect (Qiagen #334215) followed by NEB NEBNext Ultra II (NEB #E7760) or Illumina TruSeq library preparation and Illumina platform sequencing. Specific methods for library preparation, sequencing and initial data analysis are described below and the method used for each sample is indicated in Table S2.

#### Sequencing analysis

##### Genome references

Saccharomyces cerevisiae reference genome files (S288C_reference_genome_R64-3-1_20210421) were downloaded from the Saccharomyces Genome Database.^89^ Schizosaccharomyces pombe reference genome files were downloaded from PomBase.^90^ When appropriate (see Table S2), the sequences of the NanoLuc spike-in or the mCherry and Clover reporters were included in the genome and transcriptome files for mapping.

##### Group A

See Table S2. Sequencing libraries were prepared by the University of Chicago Genomics Facility from DNase I treated RNA using Illumina RiboZero (Illumina #MRZY1306) and Illumina TruSeq library prep kits. Single end 50 bp sequencing was performed on an Illumina HiSeq 4000 sequencer.

Sequencing reads were trimmed using TrimGalore (v0.6.10, https://github.com/FelixKrueger/TrimGalore) using default settings (e.g. trim_galore –gzip –fastqc_args ’–outdir fastqc/’ -j 4 -o trimmed –basename FW32 EW_FW32_R1.fastq.gz). They were mapped using STAR v2.7.10b^82^ (e.g. STAR –outSAMtype BAM Unsorted –readFilesCommand gunzip -c –sjdbGTFfile saccharomyces_cerevisiae_R64-3-1_20210421_nofasta_geneid.gff –sjdbGTFtagExonParentTranscript Parent –sjdbGTFfeatureExon CDS –sjdbGTFtagExonParentGene gene_id –runThreadN 4 –alignMatesGapMax 20000 –limitBAMsortRAM1445804817 –genomeDir STAR_saccharomyces_cerevisiae_R64-3-1_20210421_allchrom –outFileNamePrefix mapped_reads/FW32/FW32_ –readFilesIn trimmed/FW32_trimmed.fq.gz). To generate estimated counts and transcript per million (TPM) values, sequencing reads were mapped to the yeast transcriptome using kallisto v0.48.0^83^ (e.g. kallisto quant -i Scerevisiae_orf_coding_all_Scerevisiae_rna_coding.fasta.idx -o kallisto_quant/FW32 –single -l 200 -s 1 –rf-stranded –bootstrap-samples=50 -t 1 trimmed/FW32_trimmed.fq.gz).

##### Group B

See Table S2. Sequencing libraries were prepared by from DNase I treated RNA using Qiagen FastSelect (Qiagen #334215), NEBNext Multiplex Oligos (UMI Adaptor RNA Set 1, NEB #E7335L) and NEBnext Ultra II Directional RNA library prep kits (NEB #E7760L). Paired end 200 bp sequencing with additional reads for dual 8/8 indices plus the 11nt UMI after the i7 index was performed on an Illumina NovaSeq 6000 at the University of Chicago Genomics Facility.

The unique molecular indices (UMIs) were extracted from fastq R2 using Umi-Tools v1.1.4^84^ and stored in fastq R1 and R3 (e.g. umi_tools extract –bc-pattern=XXXXXXXXNNNNNNNNNNN -I AD-JB-1S-HG02_S2_R2_001.fastq.gz –read2-in=AD-JB-1S-HG02_S2_R1_001.fastq.gz –read2-out=labeled_fastq/HG002/HG002_R1.umi.fastq. Sequencing reads were then trimmed using TrimGalore (v0.6.10, https://github.com/FelixKrueger/TrimGalore) using default settings (e.g. trim_galore –paired –gzip –fastqc_args ‘–outdir fastqc/’ -j 4 -o trimmed –basename HG002 labeled_fastq/HG002/HG002_R1.umi.fastq labeled_fastq/HG002/HG002_R3.umi.fastq). They were mapped using STAR v2.7.10b^82^ (e.g. STAR –outSAMtype BAM Unsorted –readFilesCommand gunzip -c –sjdbGTFfile spike_saccharomyces_cerevisiae_R64-3-1_20210421_geneid.gff3 –sjdbGTFtagExonParentTranscript Parent –sjdbGTFfeatureExon CDS –sjdbGTFtagExonParentGene gene_id –runThreadN 4 –alignMatesGapMax 20000 –limitBAMsortRAM 1445804817 –genomeDir STAR_spike_saccharomyces_cerevisiae_R64-3-1_20210421 –outFileNamePrefix mapped_reads/HG002/HG002_ –readFilesIn trimmed/HG002_val_1.fq.gz trimmed/HG002_val_2.fq.gz). Umi-Tools was then used again to deduplicate the reads (e.g. umi_tools dedup –stdin=mapped_reads/HG002/HG002_Aligned_Sorted.out.bam –chimeric-pairs=discard –unpaired-reads=discard –spliced-is-unique –paired -S mapped_reads/HG002/HG002_Aligned.sortedByCoord.dedu-p.out.bam). The reads were split again into fastq files using samtools v1.16.1,^85^ and then estimated counts and TPMs were generated using kallisto v0.48.0^83^ (e.g. kallisto quant -i spike_Scerevisiae_orf_coding_all_Scerevisiae_rna_coding.fasta.idx -o kallisto_quant/HG002 –rf-stranded –bootstrap-samples=50 -t 1 mapped_reads/HG002/HG002_Aligned_dedup_R1.fastq.gz mapped_reads/HG002/HG002_Aligned_dedup_R3.fastq.gz).

##### Group C

See Table S2. Sequencing libraries were prepared by the University of Chicago Genomics Facility from DNase I treated RNA using Qiagen FastSelect (Qiagen #334215) and Illumina Stranded mRNA Prep (Illumina #20020595) kits. Paired end 200 bp sequencing was performed on an Illumina NovaSeq 6000.

Sequencing reads were trimmed using TrimGalore (v0.6.10, https://github.com/FelixKrueger/TrimGalore) using default settings (e.g. trim_galore –paired –fastqc_args ’–outdir fastqc/’ -j 4 -o trimmed –basename F02 AD-JB-F02_S44_R1_001.fastq.gz AD-JB-F02_S44_R2_001.fastq.gz). They were mapped using STAR v2.7.10b^82^ (e.g. STAR –outSAMtype BAM Unsorted –readFiles-Command gunzip -c –sjdbGTFfile spike_saccharomyces_cerevisiae_R64-3-1_20210421_geneid.gff3 –sjdbGTFtagExon-ParentTranscript Parent –sjdbGTFfeatureExon CDS –sjdbGTFtagExonParentGene gene_id –runThreadN 4 –alignMatesGapMax 20000 –limitBAMsortRAM 1445804817 –genomeDir STAR_spike_saccharomyces_cerevisiae_R64-3-1_20210421 –outFileName-Prefix mapped_reads/F02/F02_ –readFilesIn trimmed/F02_val_1.fq.gz trimmed/F02_val_2.fq.gz). The estimated counts and TPMs were generated using kallisto v0.48.0^83^ (e.g. kallisto quant -i spike_Scerevisiae_orf_coding_all_Scerevisiae_rna_coding.fasta.idx -o kallisto_quant/F02 –fr-stranded –bootstrap-samples=50 -t 1 trimmed/F02_val_1.fq.gz trimmed/F02_val_2.fq.gz).

#### Calculation of pSup

Public code for calculating pSup from sequencing data is available here: https://github.com/jabard89/sedseqquant. The statistical model used to estimate the proportion in supernatant (pSup) was based on that used in Wallace et al.^34^ For each fractionated sample, the number of counts of mRNA within each fraction—total (T), supernatant (S), and pellet (P)—were extracted from RNA-sequencing data (see “sequencing analysis” section above). While mRNAs are expected to obey conservation of mass in the original fractionated lysate (*T_i_* = *S_i_* + *P_i_* for mRNA species i), this assumption does not hold in the ratios of abundances directly inferred from the data. Instead, for a particular experiment, *T_i_* = *a_S_S_i_* + *a_P_P_i_* where we refer to the per-experiment constants *a_S_* and *a_P_* as mixing ratios which reflect differential processing and measurement of individual fractions. In order to estimate mixing ratios, and thus recover the original stoichiometry, we assume conservation of mass for each mRNA in the sample, and then estimate the mixing ratios under this constraint using a Bayesian model.^91^ We assume negative binomial (NB) noise for each count measurement, and log-normal underlying distribution of mRNA abundance. Specifically, we model counts as follows:

$$log\left(T_{i}\right)∼NB\left(log\left(a_{S}S_{i}+a_{P}P_{i}\right),⊘\right)$$

where

*T_i_* = measured abundance of mRNA *i*,

*S_i_* = measured abundance in supernatant of mRNA *i*,

*P_i_* = measured abundance in pellet of mRNA *i*,

*a_S_* = mixing ratio of supernatant sample,

*a_P_* = mixing ratio of pellet sample

With the following priors:

$$a_{S}∼\tau (1,1)$$

$$a_{P}∼\tau (1,1)$$

⊘∼Cauchy(0,3)

We implemented the model above in R using the probabilistic programming language STAN, accessed using the rstan package^92,93^ and used all mRNA with *counts* > 20 to estimate mixing ratios for each sample. These mixing ratios were then used to calculate the pSup for mRNA *i*:

$$p\;Sup_{i}=\frac{a_{S}S_{i}}{a_{S}S_{i}+a_{P}P_{i}}$$

#### Differential sedimentation and escape scores

To calculate the differential sedimentation (ΔSed) and escape (eSed) scores, which capture a stress-dependent difference from the treatment, we first calculate a windowed mean over transcript length of log-odds pSup in the mock (untreated) condition. Each window is 0.02 of the full range of transcript lengths on a log scale.

For a transcript with length L, we take the mean of the log-odds pSup values for all transcripts within a window centered on log L; these means μ(L,T) are calculated for all values of L in the transcriptome. The log-odds scale, log p/(1–p) if pSup = p, is used to map proportions on the unit interval to the real line, preventing compression at high or low pSup values. We then compute the standard deviation σ of all transcript pSup values from the windowed mean for the corresponding length.

Given the resulting quantities:

lopSup(x,T) = log-odds pSup [logp/(1−p)if pSup=p] of gene x after treatment T

μ(L,T) = mean lopSup in window around length L after treatment T,

σ(L,T) = standard deviation lopSup in window around length L after treatment T,

σ(T) = standard deviation of lopSup(x,T = control) – μ(L,control) over all genes x

the differential sedimentation ΔSed for gene x, with transcript length L, after treatment T is

ΔSed(x,T)=[lopSup(x,control)−lopSup(x,T)]/σ(control)

and the escape from sedimentation eSed for gene x after treatment T is

eSed(x,T)=[(lopSup(x,T)−μ(L,T))−(lopSup(x,control)−μ(L,control))]/σ(control)

Intuitively, ΔSed captures changes in sedimentation due to treatment in units of σ(control). ΔSed = 0 for the control condition. Escape score eSed captures the treatment-induced difference in sedimentation relative to transcripts of the same length; eSed > 0 indicates less sedimentation than the average (escape), and eSed < 0 indicates more sedimentation than the average.

#### Other bioinformatic analyses

##### Transcript features

Transcript features were extracted from Saccharomyces Genome Database.^89^ Targets of HSF1 and MSN2/4 were based off those reported in Pincus et al. 2018^44^ and Solís et al.^45^ Transcript UTR lengths were taken as the median value reported by long read transcript sequencing in Pelechano et al.,^94^ or, when no data was reported, the median UTR length in yeast was used as the default. Pombe transcript lengths, including the lengths of the UTRs, was taken from PomBase.^90^

##### Transcript abundance

The transcript abundance is reported as the geometric mean of the TPM value for two biological replicates, estimated by kallisto analysis of the Total fraction for each sample. Changes in transcript abundance were calculated using DESeq2.^86^

##### sedScore calculation

In order to calculate sedScores, the pSup for each transcript was converted to a log-odds scale, and transcripts were arranged by their length (including UTRs), and then binned into groups of 100. For each transcript in the bin, the standard deviation from the mean within the bin was used to calculate a Z-score. Individual Z-scores from two biological replicates were calculated and then averaged together for the final reported sedScore.

##### Ribosome occupancy

Because Polysome-seq data was collected with spike-in values for each fraction (Total, Free, Mono/Poly), it is possible to calculate the absolute ribosome occupancy (% of a transcript which is bound to at least one ribosome) for each transcript. This value is calculated by normalizing transcript abundance for each fraction (TPMs output by kallisto) to the median abundance of the spike-in transcripts. All S. pombe spike-in transcripts with more than 100 estimated counts were used to calculate the spike-in abundance. The ribosome occupancy is then calculated as ${abundance}_{\text{bound}}/({abundance}_{bound}+{abundance}_{\text{free}})$.

##### Ribosome association

In stressed samples, it is possible that condensed RNA pellets to the bottom of the sucrose gradient, making it difficult to calculate the absolute ribosome occupancy. Thus, for stressed samples, we calculate a “ribosome association” score which is ${TPM}_{\text{rib. bound}}/{TPM}_{Total}$.^95^ This metric is similar to “translation efficiency” scores calculated for ribosome profiling studies.^58^ The change in ribosome association upon stress was calculated using DESeq2,^86^ similar to reported methods for calculating changes in translation efficiency using DESeq2.^96^

##### RNA structure analysis

The sequence for the 5′ UTR + the first 20 nucleotides of the CDS was extracted using the 5′ UTR lengths described above from Pelechano et al.^94^ The folding energy for each UTR was then calculated using RNAFold from the ViennaRNA package.^87^ Because the folding energy correlates directly with length, a normalized structure score was calculated for each transcript by dividing the calculated folding free energy by the length of the UTR.

#### Inducible reporter genes

Reporters for pulsed induction were generated by Gibson assembly of gene fragments with a TET-inducible promoter designed for tight control of induction levels.^81^ Assembly pieces were derived either from gene fragments ordered from IDT or Twist Biosciences or from PCR amplification of other plasmids. Fragments were assembled into backbones generated by golden gate cloning using protocols and plasmids from the Yeast Toolkit,^97^ and the plasmids were sequenced by overlapped Sanger sequencing. Plasmids were linearized with NotI prior to transformation.

The *PMU1* reporter contains the 5′ UTR and 3′ UTR of the native *PMU1* gene and the CDS is a fusion of the *PMU1* CDS with nanoluciferase-PEST.^98^ The *HSP26* reporter contains the 5′ UTR and 3′ UTR of the native *HSP26* gene, but the CDS is a fusion of the *TPI1* CDS and nanoluciferase-PEST. The *TPI1* fusion was used to avoid potential artifacts caused by a large pre-induction of *HSP26* molecular chaperone and because *TPI1* is well translated during stress and of a similar length (645 nt for *HSP26* vs 745 nt for *TPI1*). Reporters were integrated at the HO locus using hygromycin selection in a strain of yeast containing a C-terminal auxin tag on Sui2, along with the inducible TIR1 ligase at the LEU locus, and the TetR protein at the his locus (see key resources table for full genotype).

For induction of reporters concurrently with stress, 1 μM anhydrotetracycline (aTC, Cayman #CAYM-10009542-500) was added from a 10 mM stock prepared in DMSO at the beginning of the stress. For pre-induced samples, 0.1 μM aTC was added to yeast in SCD at OD_600_ = 0.2 and samples were incubated at 30°C for 45 minutes. Samples were then either washed 3x with SCD via centrifugation, or 1x via vacuum filtration before resuspending in prewarmed SCD. Stress was then initiated 30 minutes after washing had begun to ensure complete shutoff of reporter transcription. Samples were then fractionated as described above either using the Sed-seq protocol to calculate pSup or the sucrose cushion fractionation to calculate ribosome occupancy.

#### Engineering solubility reporters

Solubility reporters were engineered using the Yeast Toolkit^97^ (see key resources table). Variable 5′ UTRs were engineered depending on the construct and genetically integrated in front of two copies of Clover, all driven by the constitutive TPI1 promoter and with the TPI1 3′ UTR. Each reporter construct also had a copy of mCherry with a TPI1 promoter, 5′ UTR and 3′ UTR. This construct was inserted into the Leu2 locus with leucine selection.

Steady state protein levels were measured using flow cytometry by normalizing the Clover signal to the mCherry signal in each cell. Data was analyzed with a custom script using FlowCytometryTools in python and then exported and plotted in R. The Sed-seq protocol was used to measure the condensation behavior of each strain. Steady state mRNA levels were extracted from the Total sample of the Sed-seq experiment and translation efficiency was calculated as the steady state protein level divided by steady state RNA level.

#### Auxin-mediated depletion strains

Auxin induced degron depletions were adapted from the approach in Mendoza-Ochoa et al.^51^ In short, the endogenous protein of interest was genetically engineered to contain the degron tag in a strain of yeast in which a β-estradiol inducible TIR1 ligase had been genetically integrated at the LEU locus. Some of the strains contained the original Oryza sativa TIR1 (OsTIR1), while others used a variant engineered for more specificity OsTIR1(F74G)^52^ as indicated in key resources table. The auxin-FLAG degrons were installed at either the 5’ or 3’ end of genes using CRISPR plasmids from the yeast toolkit. A PCR-generated DNA template was co-transformed with a Cas9 and gRNA containing URA3 selectable plasmid as previously described.^97,99^ The CRISPR integrations were verified by PCR and Sanger sequencing and the URA3 plasmid was removed by selecting for colonies which did not grow on URA plates.

For depletion experiments, yeast were grown at 30°C in YPD to OD_600_ = 0.1. To induce TIR1 ligase, 5 μM β-estradiol (10 mM stock in DMSO) or an equivalent volume of DMSO (for mock treatment) was added to each culture and they were incubated for 75 minutes. To induce degradation, auxin added was either 100 μM of Indole-3-acetic acid (IAA) sodium salt (Sigma #I5148, 250 mM stock in DMSO) or 5 μM of 5-Ph-IAA (Medchemexpress #HY-134653, 5 mM stock in DMSO). After 2 hours of auxin exposure, cells were temperature treated and then harvested and fractionated as normal.

#### Radiolabeling quantification of translation

Yeast cells were cultured overnight in YPD until they reached an OD600 = 0.1. Auxin-inducible yeast strains were then treated with beta-estradiol and auxin, as detailed above, then translation was measured following a published protocol.^100^ After a 1.5-hour depletion period, 1 mL of sample was transferred to 1.5mL tubes, then 1 μCi/mL of mixed 35S-L-methionine and 35S-L-cysteine media were added to each sample (Perkin-Elmer EasyTag #NEG772002MC). Samples were incubated for 30 minutes at 30°C with shaking (15 minutes for heat shocks), then cells were treated with 200 μL of 50% trichloroacetic acid (TCA), chilled on ice for 10 minutes, heated at 70°C for 20 minutes, and cooled again for 10 minutes. The samples were subsequently collected on glass microfiber filters (Sigma #WHA1823025) loaded onto a vacuum manifold (Millipore #XX2702550), washed with 3x 5 mL 5% TCA and 2x 5mL 95% ethanol, and air-dried for at least 12 hours at room temperature. Filters were then immersed in scintillation fluid (Perkin Elmer #6013179), and radioactivity levels were quantified in “counts per minute” through liquid scintillation counting on a Tri-Carb machine.

#### Western blotting

Western blots were performed as described in a published protocol.^101^ For each sample, 1mL of yeast culture was spun down at 2500 g for 2 minutes, and the pellet was resuspended in 50 μL of 100 mM NaOH. The samples were incubated for 5 minutes at RT, spun at 20,000g for 1min, and resuspended in 50 μL of 1x Laemmli buffer (Bio-rad #1610737) with 5% β-mercaptoethanol. Samples were then boiled for 3 minutes, clarified at 20,000 g for 2 minutes and 15 μL was loaded onto a 4-20% tris-glycine SDS-PAGE gel (Bio-rad #5671094). Proteins were then transferred to nitrocellulose (Sigma #10600001) using a wet transfer apparatus (Bio-rad #1704070). The membrane was blocked for 1 hour with 5% milk in TBST buffer, then incubated rocking overnight at 4°C with 1:3000 dilution of anti-FLAG antibody (Sigma #F1804) and 1:10,000 dilution of anti-PGK1 antibody (Invitrogen #459250) or a 1:3000 dilution of anti-GFP antibody (Fischer #A-11122) in 5% milk solution. Westerns were visualized using 1:20,000 dilutions of fluorophore conjugated secondaries (Licor #926-32212 and #925-68073) and visualized on a Licor Odyssey CLx. Band intensities were quantified in ImageJ and normalized to PGK1 signal. For Dpm1, primary incubation was done at 1:1000 for 48 hours.

#### Fluorescence microscopy and stress granule quantification

Standard confocal microscopy was completed as in Wallace et al.,^34^ generally using Pab1-Clover as the SG marker unless otherwise noted. Cells were grown to log-phase as previously described. 1mL of cells were transferred to 1.5mL Eppendorf tubes. For heat stress, cells were shocked in a heat block, spun down in a microfuge, and 950 uL of supernatant were removed. For azide stress, 10% (w/v) azide or water was added directly to the 1mL of cells as indicated. For ethanol stress, cells were spun down in microfuge and resuspended in media with appropriate amounts of ethanol. 1.5 uL of treated cells were then placed on a glass slide and imaged immediately. For AID treatment, cells were treated as described above, and were imaged immediately after a 2 hour exposure to Auxin. For cycloheximide treatment, cells were exposed to 100 ug/mL of cycloheximide for 10 minutes, stressed for 10 minutes, and then imaged immediately. Cells were imaged on an Olympus DSU spinning disc confocal microscope using a 100x 1.45 TIFM oil objective (PlanApo) and the FITC filter cube for the Clover fluorophore in Z-stacks. Representative images are maximum projections of the collected z-stacks. Maximum projection images of the cells were used to quantify the number of stress granules per cell using CellProfiler.

Because automated counting scored some unstressed (30°C) cells as having multiple SGs, and all conditions show some degree of cell-to-cell variability, we scored populations of cells as SG-negative if the median number of SGs per cell was zero, and as SG-positive otherwise. Using this threshold, unstressed cells are SG-negative and cells shocked at 46°C are SG-positive (Figure 7A).

#### Single-molecule fluorescence in situ hybridization (smFISH)

Custom Stellaris^®^ RNA FISH Probes were designed against SSB1, SSA4, HSP104, and ADD66 by utilizing the Stellaris^®^ RNA FISH Probe Designer (Biosearch Technologies, Inc., Petaluma, CA) available online at www.biosearchtech.com/stellarisdesigner (Table S1). Each Stellaris FISH Probe set was labeled with Quasar670 (Biosearch Technologies, Inc.). smFISH was done as previously described.^102,103^ Yeast cultures were grown to an OD of 0.3-0.4 in SCD, spun down at 3k g for 3 min. Cells were then suspended into 4mL of culture and Oregon Green HaloTag reagent (Promega #G2801) was added to a final concentration of 2uM. Cells were then resuspended and split into final cultures of 25 mL. Cells were then spun again at 3000g for 3min, and 23mL were removed, such that 2mL of media remained. Cells were then stressed as stated before. 19.85mL of pre-warmed media was then added to each falcon tube, and 3.15 mL of 4% paraformaldehyde (Electron Microscopy Sciences #15714) was immediately added. Cells were incubated at room temperature for 45 min at room temperature, gently rocking. Cells were spun down at 4°C and washed with ice-cold buffer B. Cells were resuspended into 1mL of Buffer B (1.2M sorbitol, 100mM KHPO4, pH = 7.5) then transferred to a 12-well plate. Cells were additionally crosslinked in a Spectrolinker UV Crosslinker at a wavelength of 254nm by exposure to 100 mJ/cm^^2^ twice with 1 min break in between.^104^ Cells were pelleted for 3min at 2000rpm and then resuspended into spheroplast buffer (1.2 M sorbitol, 100 mM KHPO4, pH = 7.5, 20mM ribonucleoside-vanadyl complex (NEB # S1402S), 20mM B-mercaptoethanol). 25U/OD of lyticase (Sigma #L2524-10KU) were added to each sample. Cell digestion was performed at 30°C and was monitored using a benchtop phase contrast microscope, such that cells were about 50%-70% digested. Digestion was stopped by spinning cells at 4°C for 3min at 2000 rpm and two washes twice in ice cold buffer B and resuspended in 1mL Buffer B. 250 uL of cells were placed onto a poly-L lysine coated coverslip and incubated at 4C for 1hr. Cells were washed with 2mL of Buffer B and then stored in ice-cold 70% ethanol for at least 3 hours. Coverslips were rehydrated in 2xSSC and then washed twice in pre-hybridization buffer (2x SSC + 5% formamide (Sigma #344206-100ML-M)) for 5 minutes each. A mixture of 0.125uL of 25uM smFISH probes, and 2.5uL of 10mg/ml yeast tRNA (Thermo #AM7119) and 2.5uL of 10mg/mL salmon sperm DNA (Thermo #15632011) was dehydrated in a Speedvac at 45°C. The dried pellet was rehydrated was resuspended in 25 μl hybridization mix (10% formamide, 2×SSC, 1mg/mL BSA, 10 mM Ribonucleoside–vanadyl complex (NEB # S1402S) and 5 mM NaHPO4, pH 7.5) and boiled at 95 °C for 2 min. 18uL of resuspended probes were spotted onto a piece of Parafilm and coverslips were placed cell-side down into hybridization mixture. Hybridization occurred at 37°C for 3 hours. Coverslips were then washed at 37°C for 15min in 2x SSC + 5% formamide, then in 2x SSC buffer, then 1xSSC buffer. They were then submerged in 100% Ethanol, dried, and then mounted into ProLong Gold antifade with DAPI (Thermo P36941).

#### smFISH image acquisition and analysis

smFISH images were taken on a Nikon TiE microscope with a CFI HP TIRF objective (100x, NA 1.49, Nikon), and an EMCCD (Andor, iXon Ultra 888). Nikon TiE epifluorescent microscope. Samples were excited using the 647nm laser (Cobolt MLD) (~15-20 mW for 200-300ms), poly-A FISH was imaged using the 561nm laser (Coherent Obis) (~15-20 mW for 200-300ms), and Pab1-Halotag signal was imaged with a 488nm laser (Cobolt MLD) (~10-15 mW for 200-300 ms), and DAPI (CL2000, Crystal Laser) (~5-10 mW for 100 ms). Imaging of the nucleus was done using the 405nm laser and DIC images were taken as well. Z-stacks of 21 planes, 2uM thick were obtained. Images were analyzed using FISH-quant.^105^ Briefly, RNA spots were identified using Big-FISH.^105^ For the smFISH colocalization analysis, RNA spot intensities were normalized by dividing by the mean intensity of each cell. For each RNA spot, the mean Pab1 intensity in a 3x3 pixel square around the centroid was calculated. The Pab1 intensity was then measured for 100 random locations in the cell in 3x3 pixel locations. Finally, a distribution was calculated for both the random Pab1 signal and the Pab1 signal that corresponds to a RNA spot. The Z-score of the mean intensity of the Pab1 signal in a RNA spot compared to the Pab1 signal in a random spot was compared, and this is termed the ‘colocalization score’. Each Z-score is calculated independently for each cell to account for different background intensities, and the average shown is for every cell. In Figure 2, the colocalization score is plotted as the mean of all cells in each condition. Pairwise Welch’s t-tests were performed, and the Holm method was used to adjust p-values to correct for multiple comparisons. Significance thresholds were defined as follows: N.S. (p ≥ 0.05); * (p < 0.05); ** (p < 0.01); *** (p < 0.001).

#### Fitting of mRNA and mRNP condensation

The underlying biophysical model for pSup in the absence of condensation is $pSup(g)=1-\beta L_{g}x$ for a mRNA transcript encoded by gene g, of length $L_{g}$. In conditions where there is mRNA condensation, governed by parameter μ per-transcript and ν per-nucleotide, the model is: $pSup(g)=\left(1-\beta L_{g}x\right)e^{-\left(\mu +vL_{g}\right)}$. These models were fitted to sedimentation on the log-odds(pSup) scale, i.e. approximating the log-odds sedScore as normally distributed. Non-linear least squares fits were performed using the nls function in R. See supplemental text for details.

#### Statistical analyses

Unless otherwise stated, all experiments were performed as at least two biological replicates, and the mean or geometric mean value (for log-distributed transcript abundance data) was calculated from the replicates. Unless otherwise noted, all correlation values are reported as Spearman’s rank correlation coefficient and significance tests comparing groups of data points were performed using a Wilcoxon rank-sum test, with a Bonferroni correction when multiple groups were being compared (*P < 0.05, **P < 0.01, ***P < 0.001. ’N.S.’ denotes not significant (P ≥ 0.05).

### QUANTIFICATION AND STATISTICAL ANALYSIS

Unless otherwise stated, all experiments were performed as at least two biological replicates, and the mean or geometric mean value (for log-distributed transcript abundance data) was calculated from the replicates. Unless otherwise noted, all correlation values are reported as Spearman’s rank correlation coefficient and significance tests comparing groups of data points were performed using a Wilcoxon rank-sum test, with a Bonferroni correction when multiple groups were being compared (*P < 0.05, **P < 0.01, ***P < 0.001. ’N.S.’ denotes not significant (P ≥ 0.05).

## Supplementary Material

1

2

3

Supplemental information can be found online at https://doi.org/10.1016/j.molcel.2025.11.003.

## Figures and Tables

**Figure 1.**
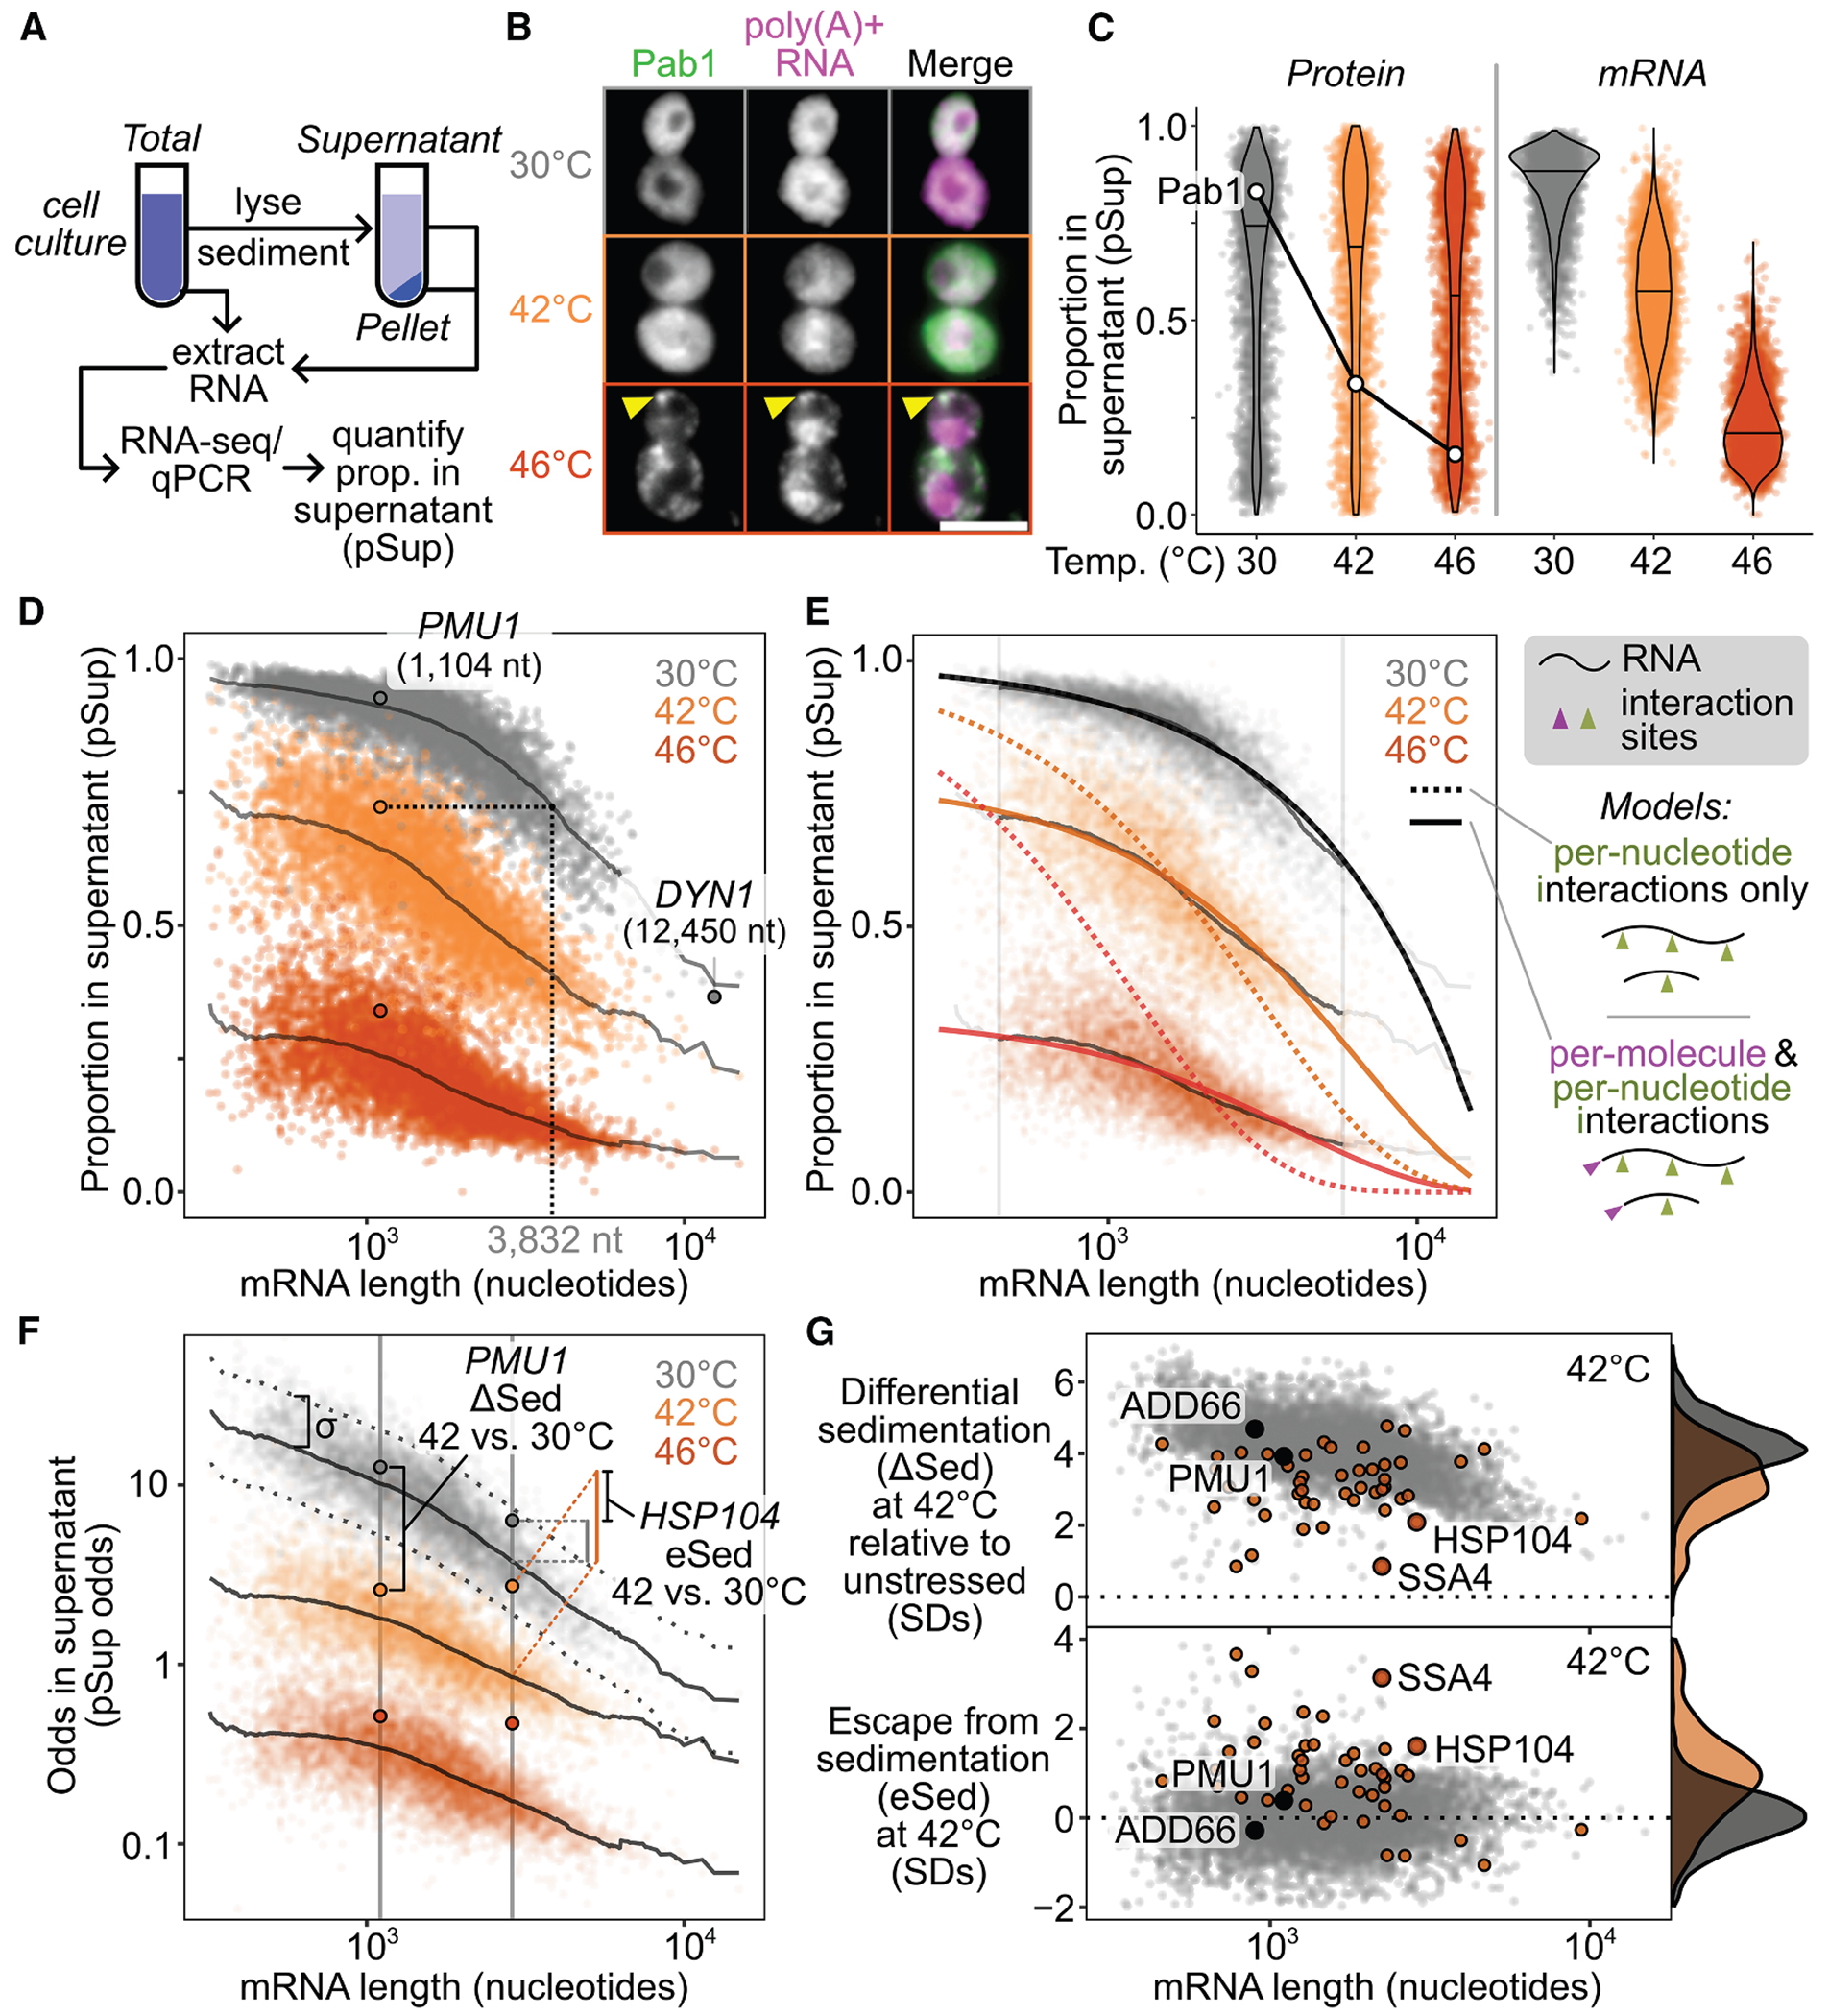
Most transcripts condense during stress, even in the absence of SGs (A) Analysis of mRNA condensation by sedimentation and RNA sequencing (Sed-seq) enables calculation of mRNA proportion in the supernatant (pSup) across conditions. (B) 15 min of heat shock induces SG formation at 46°C but not at 42°C, as marked by poly(A)-binding protein (Pab1-HaloTag) and FISH against poly(A)+ RNA (scale bar, 5 μm). (C) Comparison of protein condensation (data from Wallace et al.)^34^ and mRNA condensation (this study), and points show individual genes (protein or mRNA) (violin plot; median). (D) Transcript pSup decreases with length under all conditions, including in unstressed cells at 30°C. Stress induces additional shifts in sedimentation beyond this baseline. Each point represents a single gene’s transcripts at a given temperature, with the solid black line showing the mean pSup for transcripts of that length. *PMU1* mRNA, highlighted with a black border, sediments like a transcript more than three times its expected size following 42°C heat stress (dotted line). (E) A simple clustering model (see Methods S1) captures average pSup and stress-induced changes. Vertical boundaries mark the 1st and 99th percentiles of transcripts by length. (F) Sed-seq data allow quantification of key features: differential sedimentation relative to control (ΔSed) and escape from sedimentation (eSed). Both ΔSed and eSed control for effects of transcript length and are in units of σ, the standard deviation (SD) in sedimentation (dotted lines) around the length-dependent mean (solid lines); see STAR Methods. (G) Top: virtually all transcripts (gray points/density) sediment in response to 42°C heat shock, i.e., condensation, indicated by ΔSed > 0. Bottom: most genes (83%) in the heat shock factor 1 (Hsf1) regulon (orange points/density) show significant escape from sedimentation (eSed > 0). See also Figure S1.

**Figure 2.**
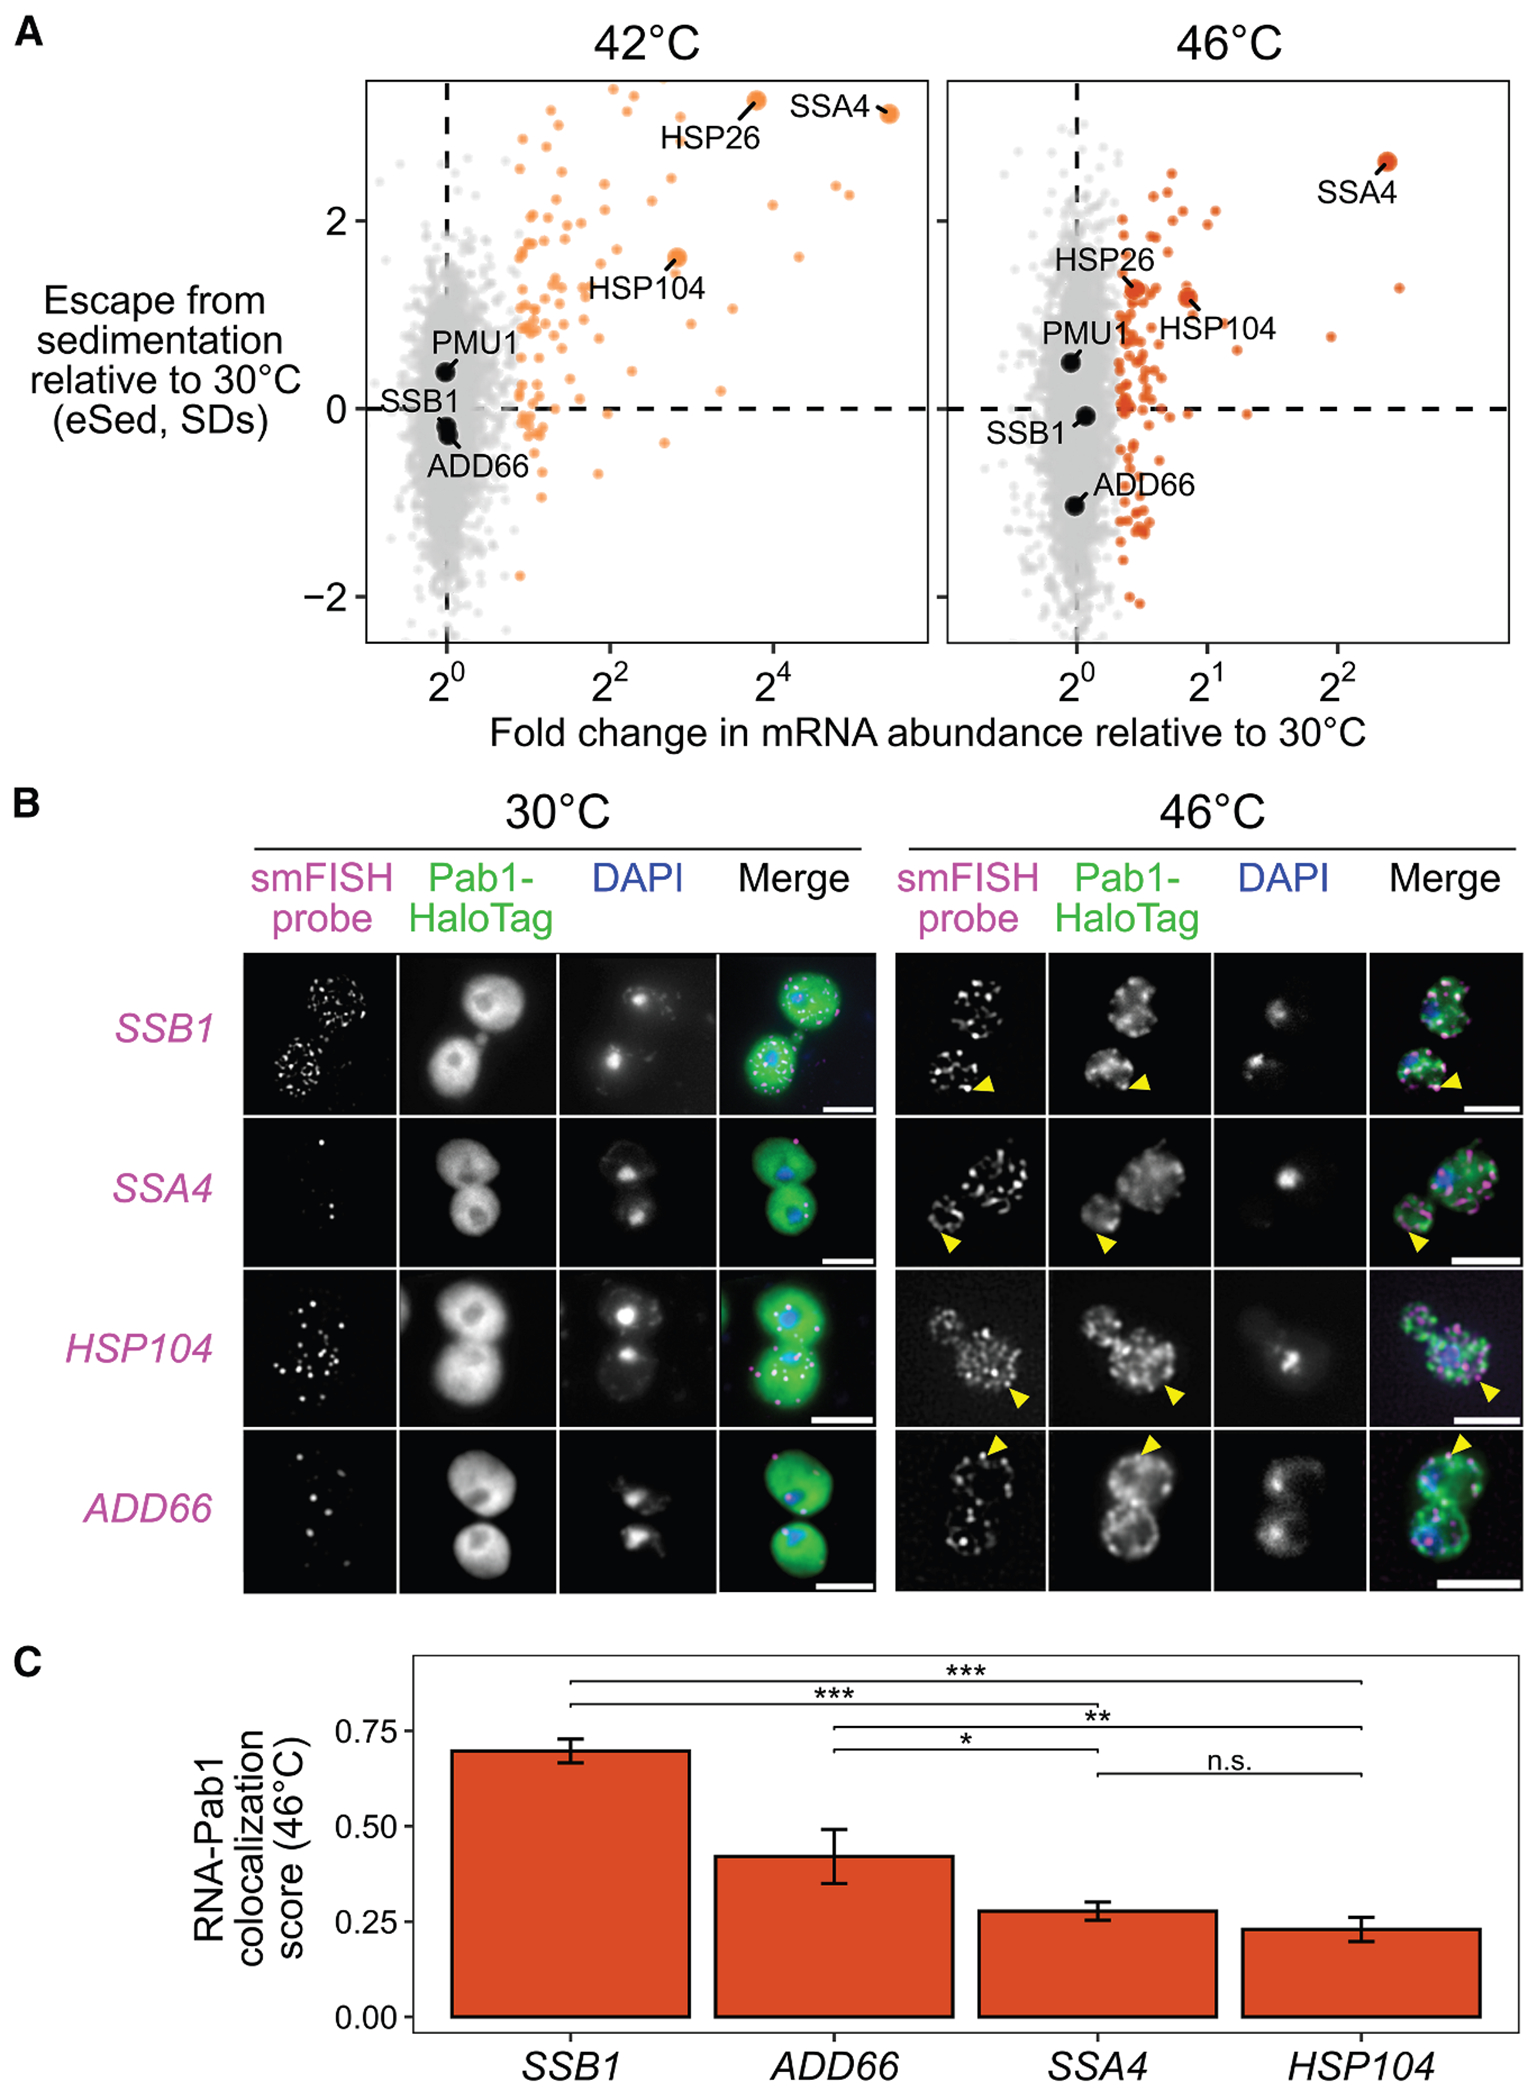
Induced transcripts escape condensation during heat shock (A) Comparison of mRNA abundance changes and escape from condensation (eSed) during heat shock reveals that transcript induction correlates with escape. In color are the top 100 most induced genes for each respective stress treatment. Labeled genes are mentioned elsewhere in the manuscript. (B) smFISH of induced (*SSA4/HSP104*) and uninduced (*SSB1/ADD66*) transcripts confirms that induced mRNA are not localized to Pab1-HaloTag marked SGs (scale bar, 5 μm). (C) Colocalization was quantified by comparing the intensity of the Pab1 channel in regions with mRNA foci to random regions in each cell (mean ± SE; see STAR Methods). See also Figure S2.

**Figure 3.**
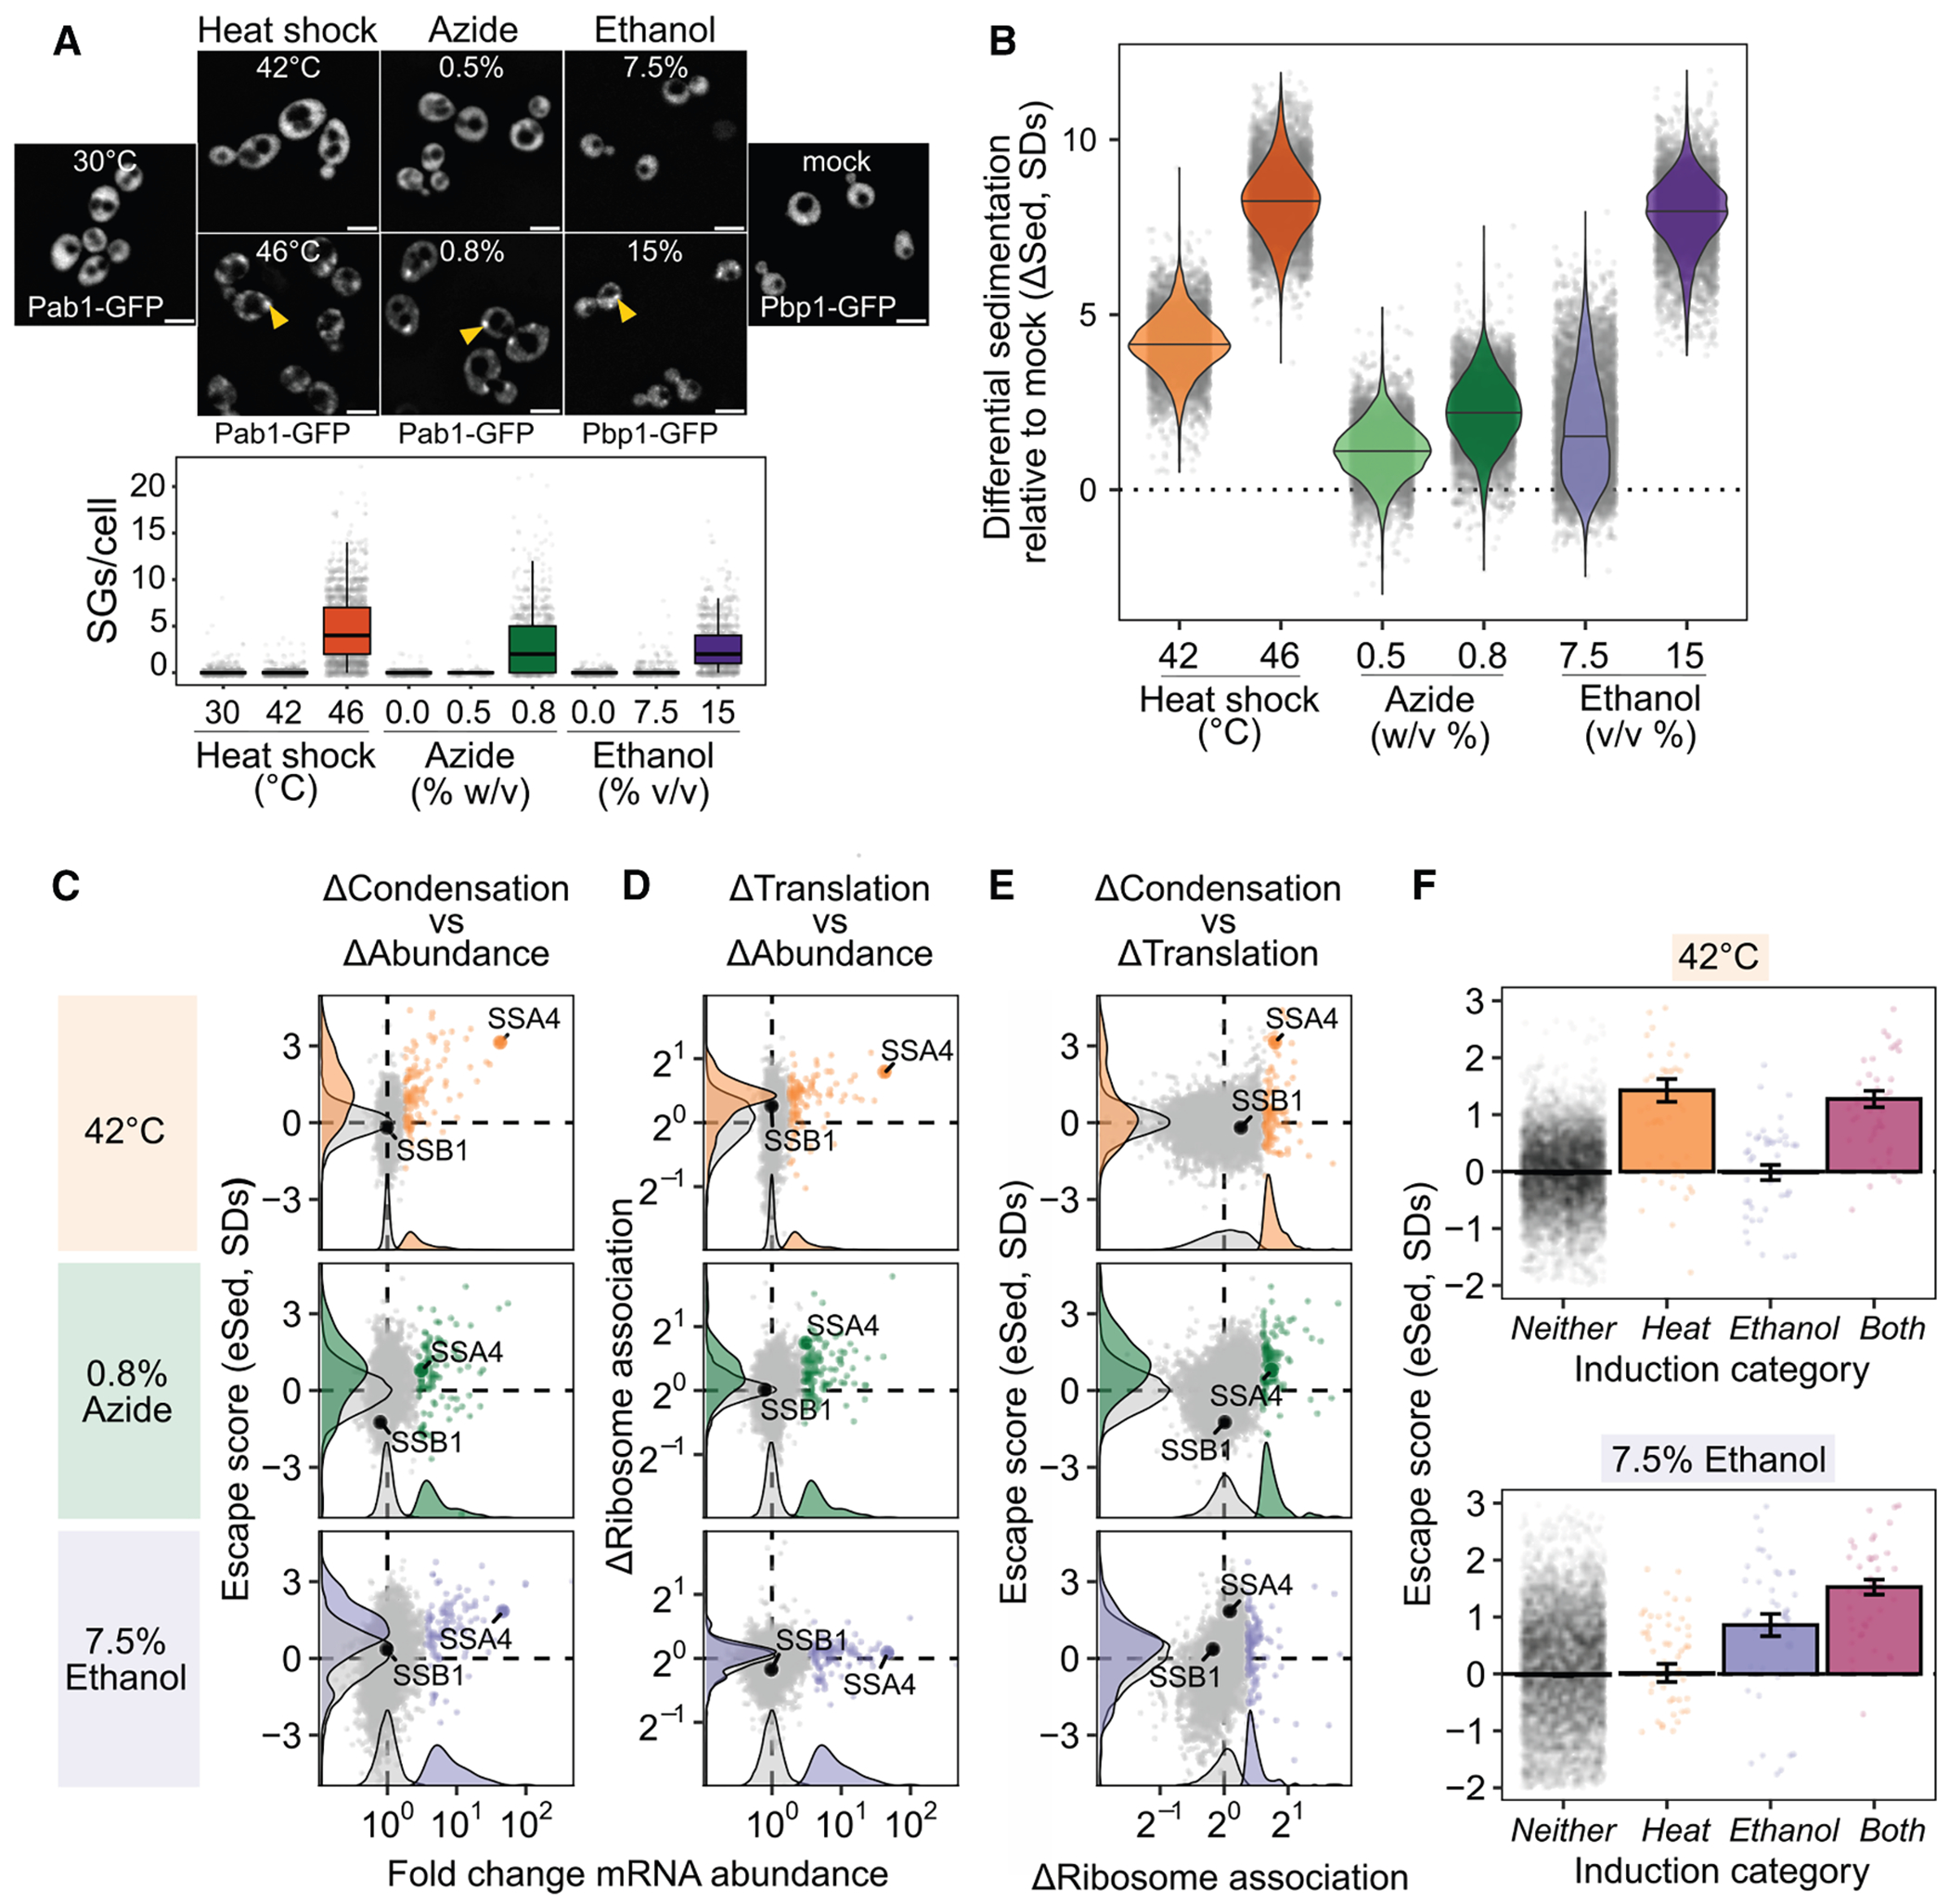
Newly transcribed and well-translated mRNAs escape condensation across stresses (A) Severe, but not mild, stress induces visible stress granules (SGs) across multiple conditions (scale bar, 5 μm). In the bottom panel, each point represents one cell (boxplot; median ± quartile). (B) Both mild and severe stress induce transcriptome-wide sedimentation of mRNA (ΔSed, units of standard deviations [SDs]), correlating with the severity of the stress. Each point represents one transcript species in this and subsequent panels (violin plot; median). (C) Across stresses, the most induced mRNA (the top 100 induced transcripts are highlighted) escapes from condensation (eSed). (D) Polysome-seq was used to measure the stress-induced change in ribosome association (the top 100 induced transcripts are highlighted). (E) Transcripts with increased translation tend to escape condensation in each stress (the top 100 translationally upregulated transcripts are highlighted). (F) The correlation between changes in translation and sedimentation is stress-specific. Transcripts from genes whose abundance increases during heat shock, but not ethanol stress, escape condensation during heat shock, but not ethanol stress, and vice versa (mean ± SE). See also Figure S3.

**Figure 4.**
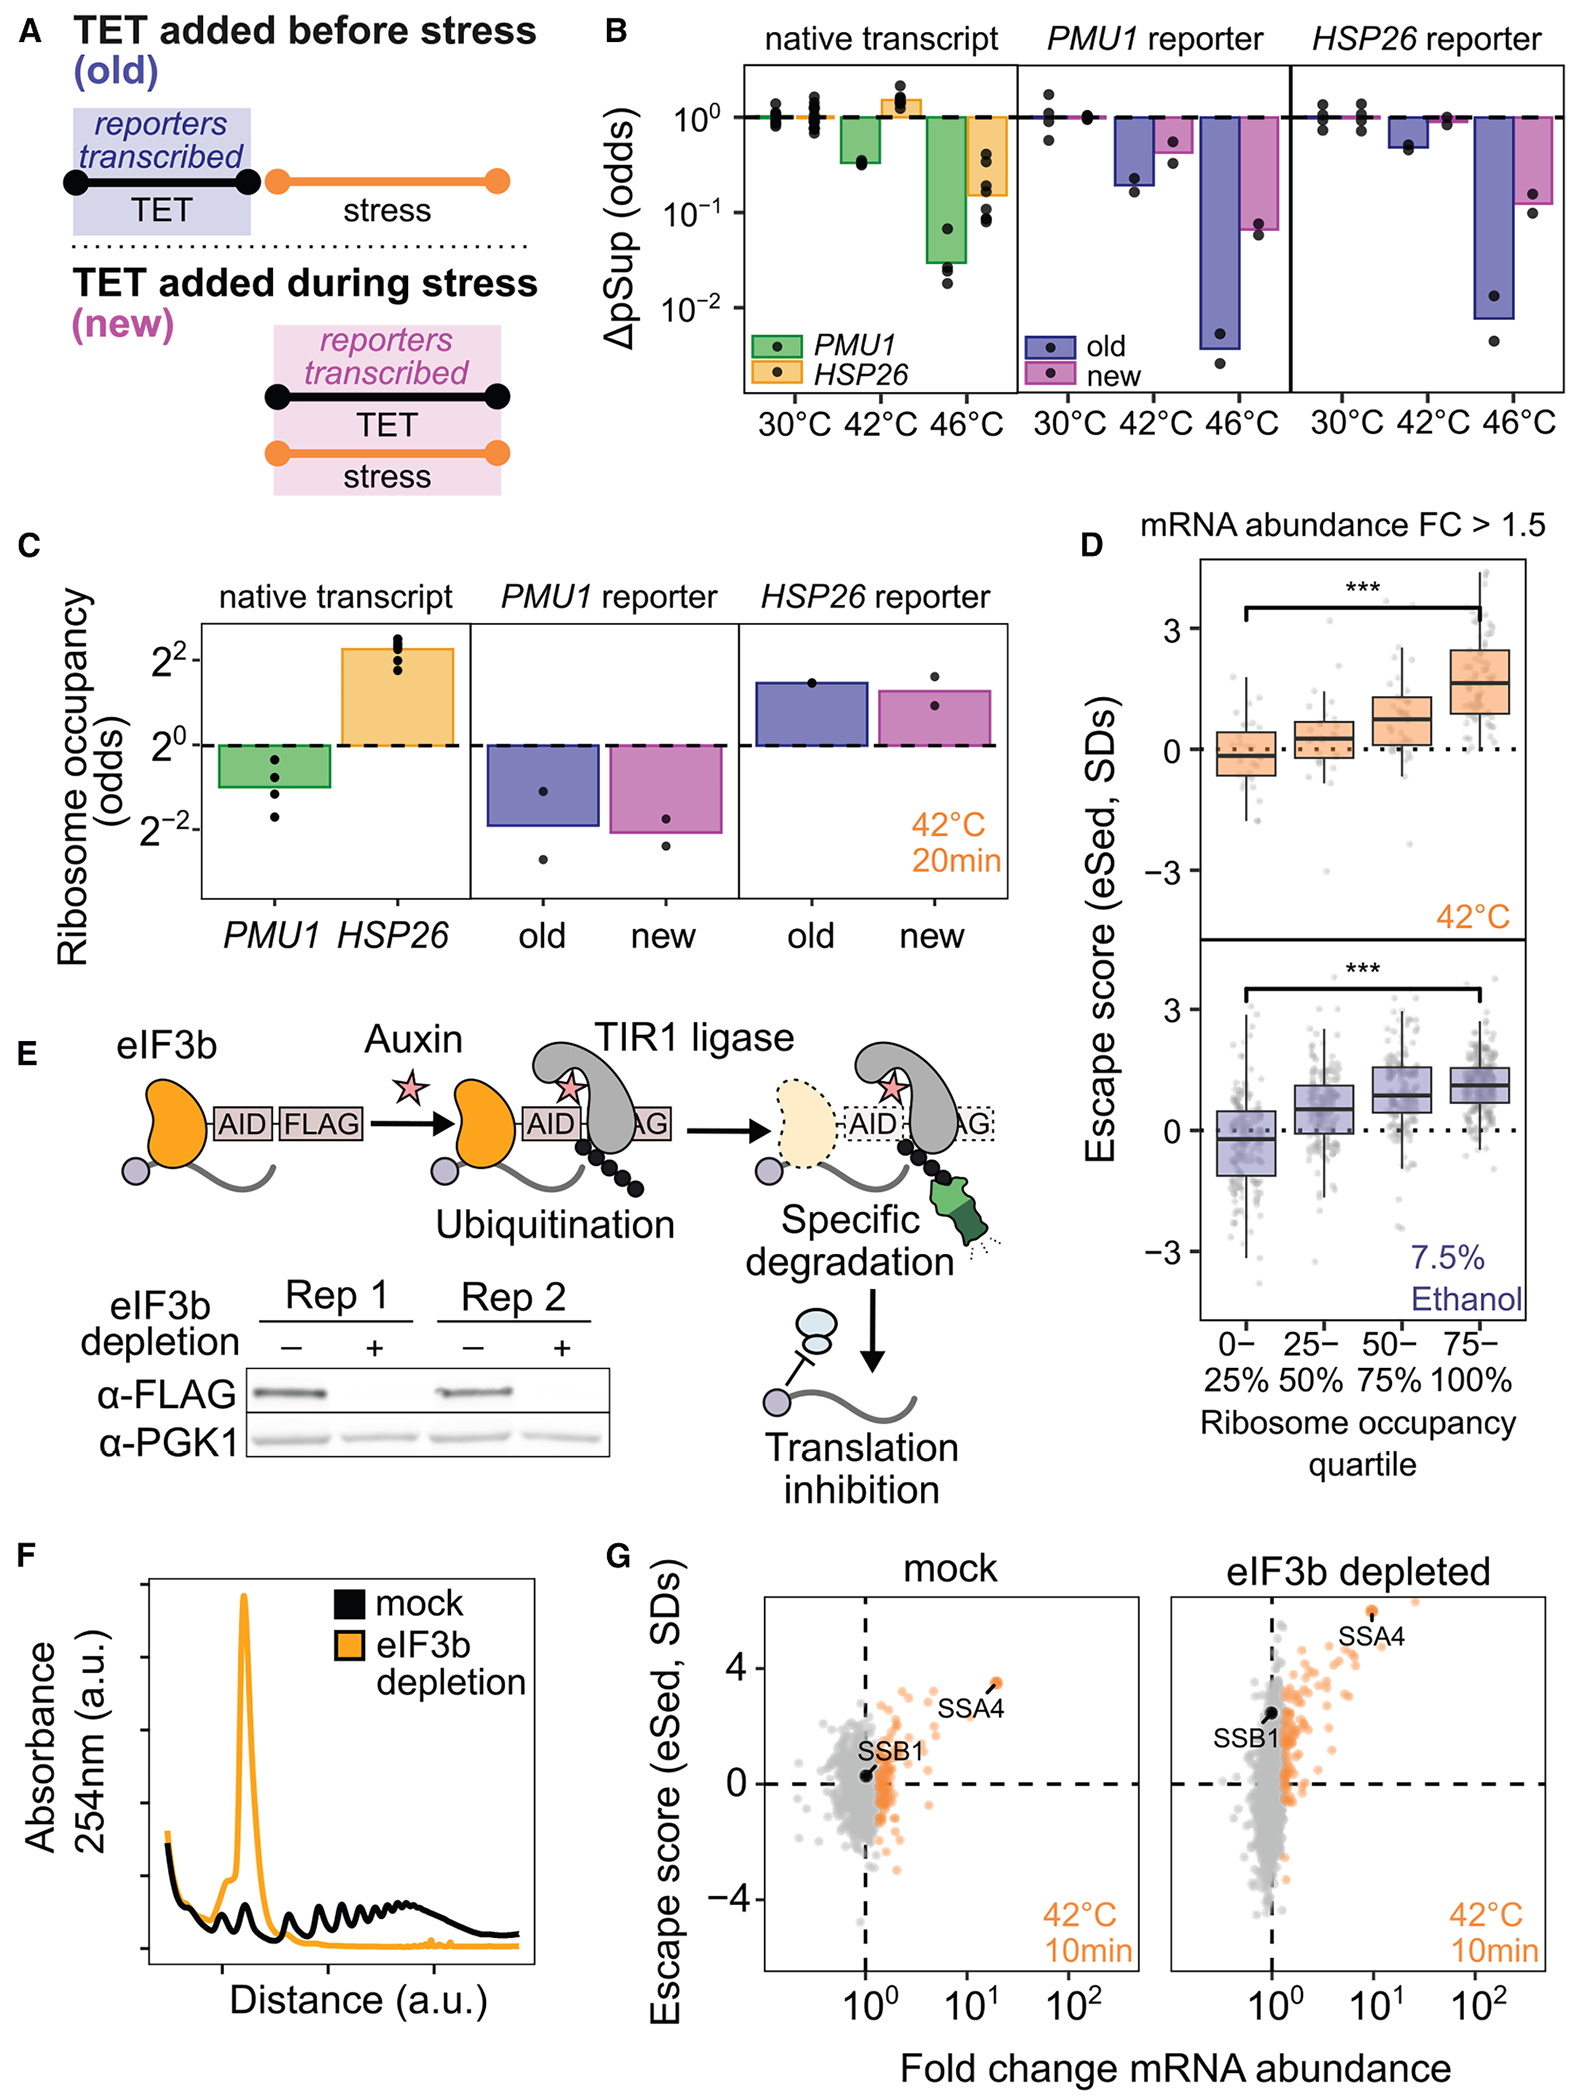
Translation and induction are independently sufficient to promote escape from condensation (A) TET-inducible reporter transcripts were generated with sequences derived from a stress-induced transcript (*HSP26*) or a stress-uninduced transcript (*PMU1*). (B) New transcripts sediment less than old transcripts for both reporters, as measured by centrifugation and qPCR after 10 min of stress (geometric mean). (C) The *HSP26*-derived reporter transcript is better translated than the *PMU1* reporter after 20 min of stress regardless of induction timing, as measured by RT-qPCR analysis of ribosome association using sucrose cushions (geometric mean). (D) Analysis of transcriptome-wide data in Figure 3 shows that even among stress-induced mRNAs, escape from condensation (eSed in standard deviations [SDs]) is correlated with ribosome occupancy (Wilcoxon rank sum test, N.S.: *p* ≥ 0.05, **: *p* < 0.01, ***: *p* < 0.001). Each point represents one transcript species (boxplot; median ± quartile). (E) The auxin-induced degradation system was used to deplete translation initiation factor eIF3b. Western blot has been cropped for clarity. (F) Depletion of eIF3b leads to translational collapse as measured by polysome profiles (*x* axis shows distance down the sucrose gradient). (G) Even in the absence of translation initiation, stress-induced transcripts still escape condensation after 10 min of 42°C stress. Each point represents a transcript species, with the top 100 induced transcripts per condition highlighted. See also Figure S4.

**Figure 5.**
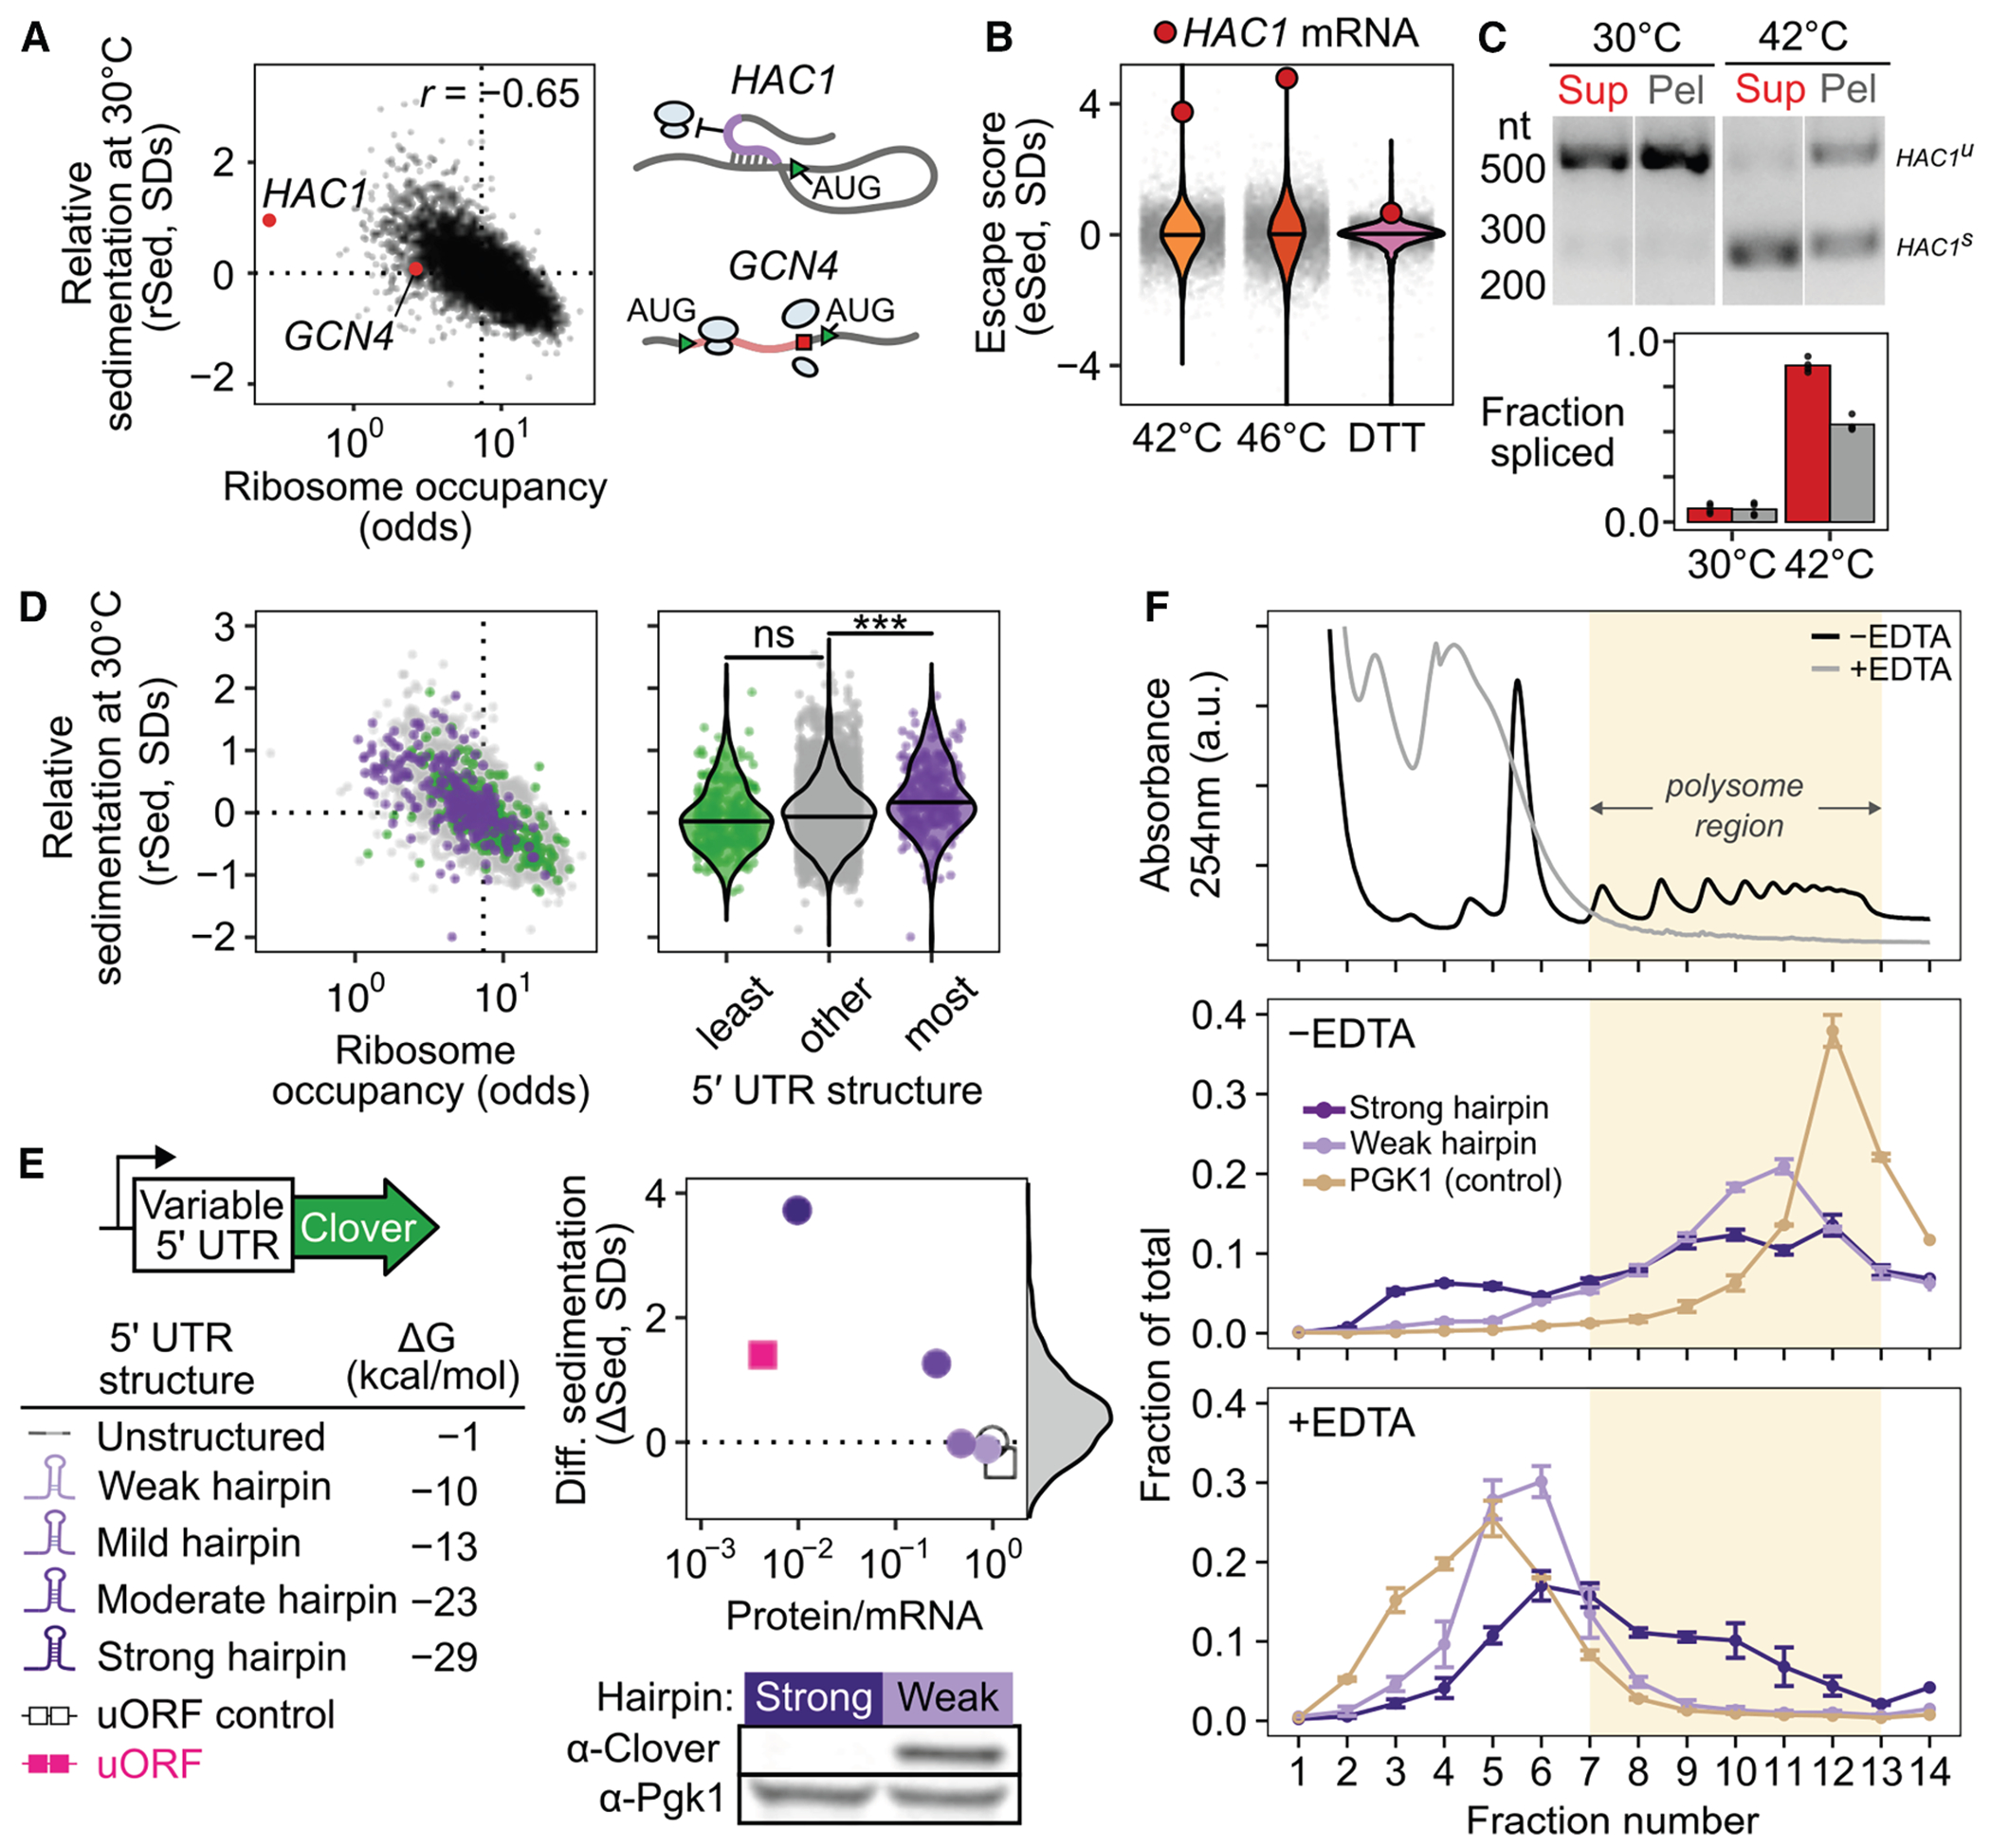
TIICs form in the absence of stress (A) Relative sedimentation (rSed in standard deviations [SDs] compared with the smoothed mean of similar-length transcripts) and translation measured by ribosome occupancy are negatively correlated in unstressed cells. Initiation-blocked *HAC1* shows strong sedimentation, but uORF-regulated *GCN4* does not. Each point represents a transcript. (B) *HAC1* mRNA becomes less condensed during heat shock and DTT treatment, as measured by escape from sedimentation. Transcriptome-wide eSed scores are shown for comparison (violin plot; median). (C) 42°C treatment leads to splicing of *HAC1* mRNA as measured by RT-PCR of supernatant (red) and pellet (gray) fractions. Both the spliced (*HAC1* ^*s*^) and unspliced (*HAC1*^*u*^) forms are present after treatment (mean). Gel has been cropped for clarity. Not shown: an unidentified band of ~1 kbp was present in all lanes. Original gel available upon request. (D) Left: ribosome occupancy in unstressed cells correlates well with length-normalized sedimentation. Right: the amount of computationally predicted structure in the 5′ UTR of transcripts predicts their relative sedimentation (violin plot; median). (E) Sedimentation reporters with variable 5′ UTRs were generated, which repress translation via either structured hairpin or uORF sequences. The protein/mRNA ratio was quantified by the normalized steady-state ratio of Clover abundance by flow cytometry to mRNA abundance by RNA-Seq (geometric mean). ΔSed was measured using Sed-seq on each reporter strain (mean). Western blot has been cropped for clarity. (F) EDTA disrupts ribosome association of *PGK1* and weak hairpin mRNAs but does not disrupt polysome-scale condensates containing initiation-blocked strong hairpin reporter mRNA (mean ± SE). See also Figure S5.

**Figure 6.**
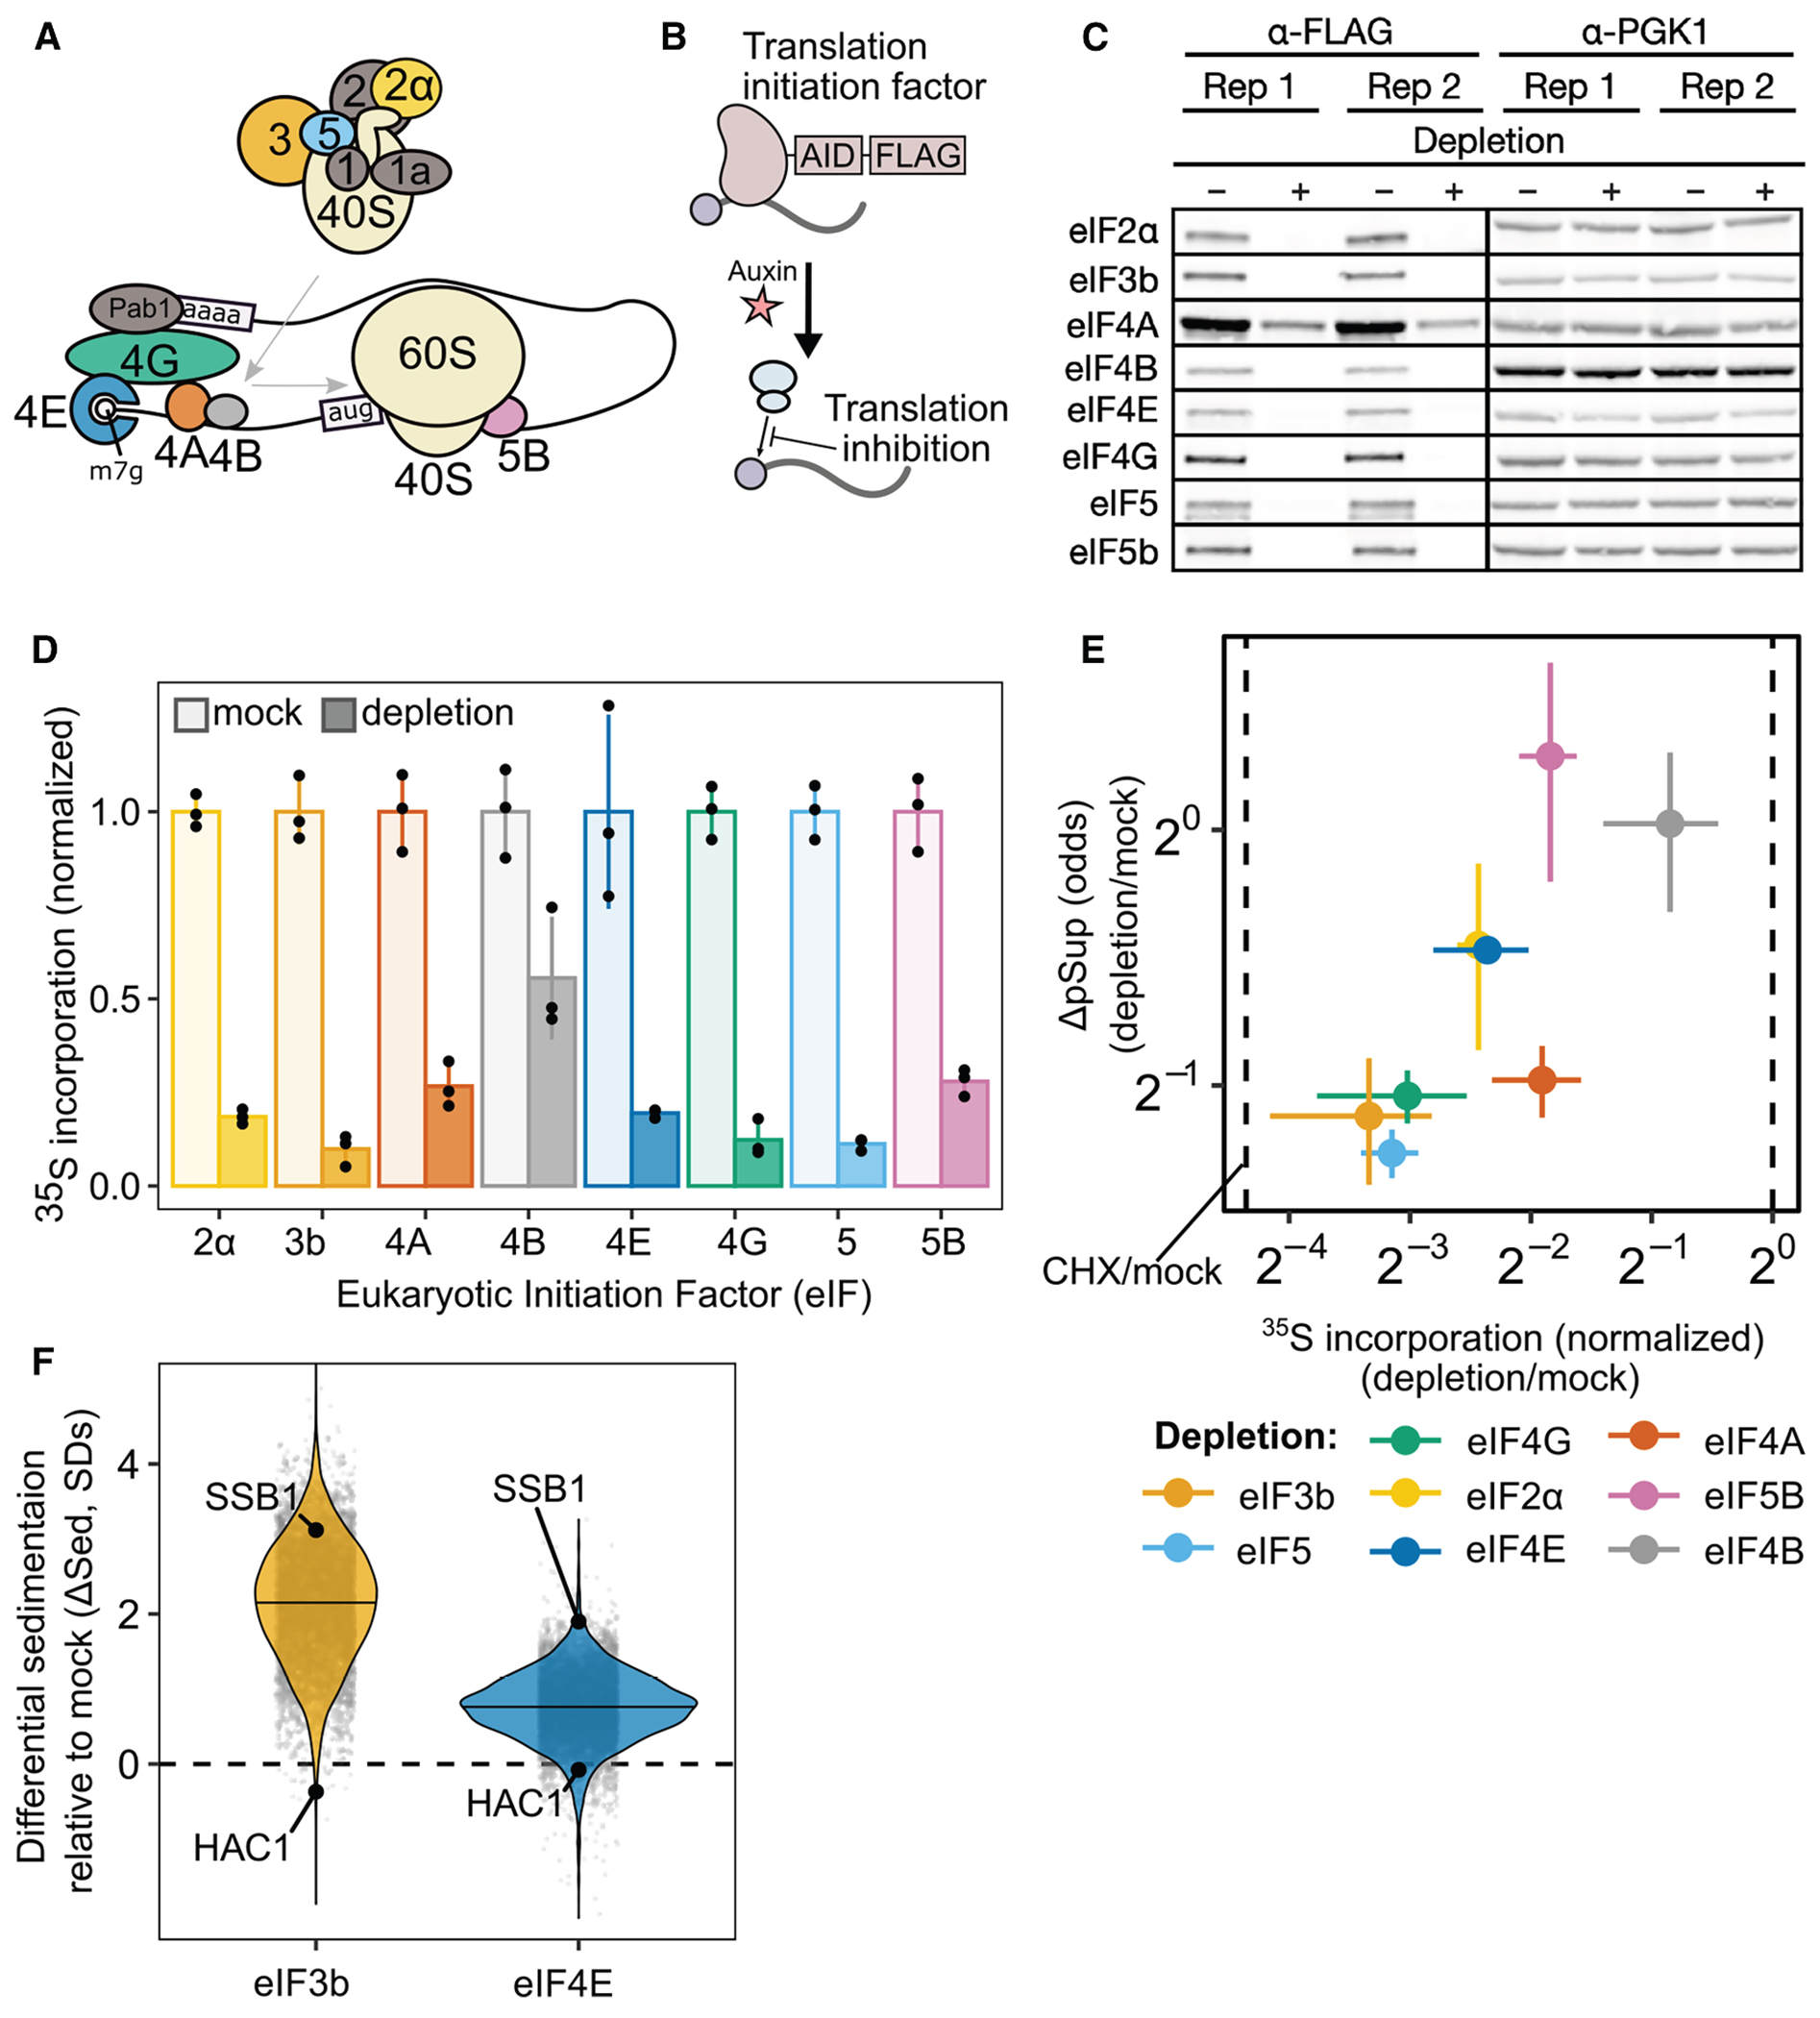
Global translational initiation inhibition triggers transcriptome-wide TIICs (A and B) (A) Translation initiation factors involved in various steps of initiation were (B) depleted via the auxin-inducible degradation system. (C) Depletion for each factor was verified via western blot with Pgk1 used as a control. Western blot has been cropped for clarity. (D) Inhibition of global translation caused by depleting each initiation factor was measured by the incorporation of radiolabeled amino acids (mean ± SD). (E) The change in proportion in supernatant (ΔpSup) of *PGK1* and *BEM2* transcripts (mean of the two is plotted ± SE) correlates with the amount of translation block caused by each initiation factor depletion (mean ± SD). (F) Sed-seq was used after eIF3b and eIF4E depletion to measure mRNA sedimentation (violin plot; median). Depletion of both factors, and especially eIF3b, triggers global condensation. See also Figure S6.

**Figure 7.**
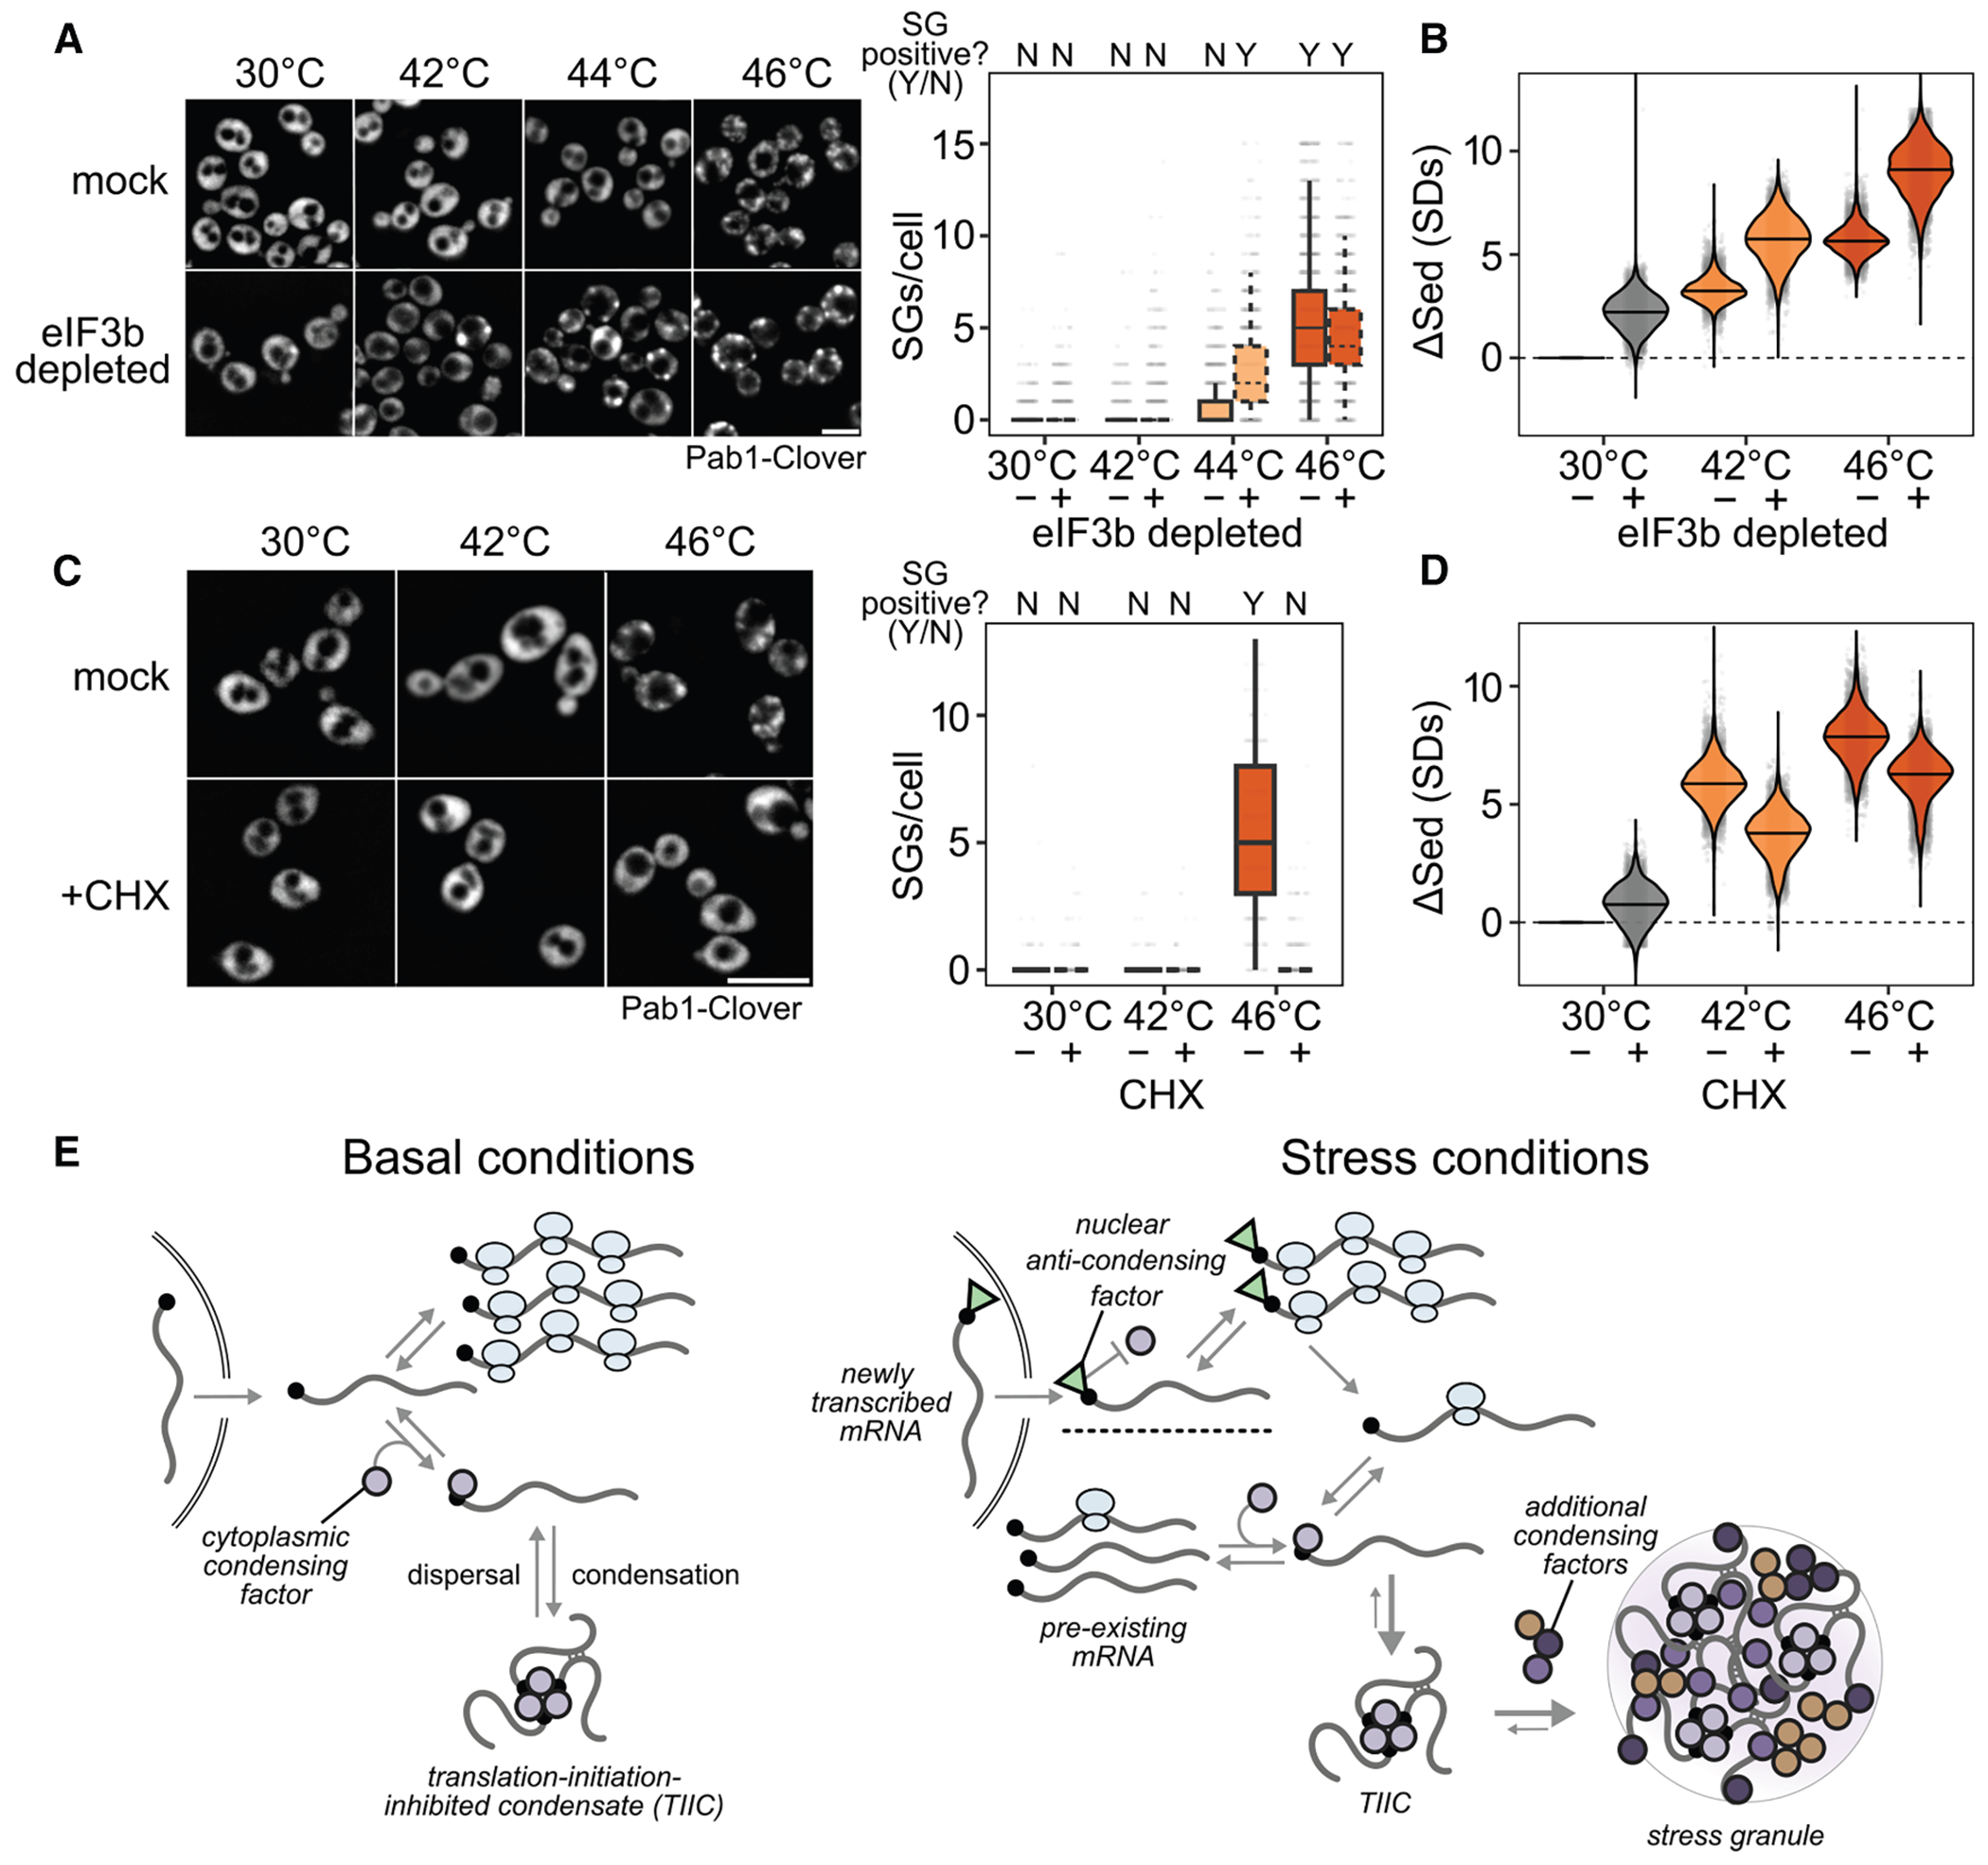
TIICs precede and potentiate SGs (A) SGs are potentiated in eIF3b-depleted cells where translation initiation is inhibited, shown by the appearance and penetrance of Pab1-Clover-marked SGs at lower temperatures compared with mock-treated cells (scale bar, 5 μm). Right: quantification of the presence of SGs in all conditions (boxplot; median ± quartile). (B) Sed-seq data comparing global condensation in eIF3b-depleted and mock cells after 2 h of depletion followed by 10 min of heat shock. eIF3b depletion triggers more RNA condensation at each temperature. Each point represents one transcript species (violin plot; median). (C) SG formation is prevented by inhibiting translation elongation with cycloheximide (CHX) (scale bar, 5 μm). Right: quantification of the presence of SGs in all conditions (boxplot; median ± quartile). (D) CHX treatment reduces, but does not prevent, stress-induced RNA condensation. Each point represents one transcript species (violin plot; median). (E) Model of the competition between translation initiation and TIIC formation during normal growth and stress. Well-translated transcripts are protected from condensation by competition between translation initiation and TIIC formation. During stress, newly transcribed transcripts escape stress-induced condensation, likely due to a 5′ bound protein or modification that inhibits condensation. In addition, global inhibition of translation leads to transcriptome-wide TIIC formation. These TIICs are precursors of visible SGs, whose formation involves additional stress-induced condensing factors.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Mouse monoclonal Anti-FLAG M2	Sigma-Aldrich	Cat#F1804; RRID: AB_262044
Mouse monoclonal Anti-PGK1	Invitrogen	Cat#459250; RRID: AB_2532235
Rabbit monoclonal Anti-GFP	Fisher	Cat#A-11122; RRID: AB_2215699
Donkey Anti-mouse IgG secondary, IRDYE 800CW	Licor	Cat#926-32212; RRID: AB_2716622
Donkey Anti-rabbit IgG secondary, IRDYE 680RD	Licor	Cat#925-68073; RRID: AB_2716687
Chemicals, peptides, and recombinant proteins		
Cycloheximide	Sigma-Aldrich	Cat#C7698-5G
Sodium azide	Fisher	Cat#BP922I
Trizol LS	Fisher	Cat#10296028
Heparin	Sigma-Aldrich	Cat#H3149
Tris(2-carboxyethyl) phosphine (TCEP)	GoldBio	Cat#TCEP25
SUPERase·In	Invitrogen	Cat#AM2696
Protease Inhibitor IV	Millipore	Cat#539136
60% (w/v) OptiPrep Iodixanol	Axis-Shield	Cat#1114542
Anhydrotetracycline	Cayman	Cat#CAYM-10009542-500
Beta-estradiol	Santa Cruz	Cat#sc-204431A
Indole-3-acetic acid sodium salt	Sigma-Aldrich	Cat##I5148
5-Ph-IAA	Medchemexpress	Cat#HY-134653
EasyTag EXPRESS35S Protein Labeling Mix, [35S]	Perkin-Elmer	Cat#NEG772002MC
Scintillation fluid Ultima Gold F	Perkin-Elmer	Cat#6013179
Laemmli buffer	Bio-Rad	Cat#1610737
HaloTag Oregon Green Ligand	Promega	Cat#G2801
Paraformaldehyde 32% Aqueous Solution	Electron Microscopy Sciences	Cat#15714
Ribonucleoside Vanadyl Complex	New England Biolabs	Cat#S1402S
Lyticase	Sigma-Aldrich	Cat#L2524-10KU
Formamide	Sigma-Aldrich	Cat#344206-100ML-M
Critical commercial assays		
Ribo-Zero Gold rRNA (Yeast)	Illumina	Cat#MRZY1306
QIAseq FastSelect -rRNA Yeast Kit	Qiagen	Cat#334215
NEBNext^®^ Ultra^™^ II Directional RNA Library Prep Kit for Illumina	New England Biolabs	Cat#E7760
TruSeq RNA Sample Prep Kit	Illumina	Cat#FC-122-1001
NEBNext Multiplex Oligos; UMI Adaptor RNA Set 1	New England Biolabs	Cat#E7335L
iScript^™^ Select cDNA Synthesis Kit	Bio-Rad	Cat#1708897
LunaScript RT Supermix Kit	New England Biolabs	Cat#E3010L
Primetime gene expression master mix	IDT	Cat#1055771
Frozen-EZ Yeast Transformation II Kit	Zymo Research	Cat#T2001
Q5 Polymerase	New England Biolabs	Cat#M0494S
T7 Highscribe Kit	New England Biolabs	Cat#E2040S
Deposited data		
Raw sequencing data	This manuscript	GEO: GSE265963
Raw imaging data	This manuscript	doi: 10.17632/hby6drmgy9.1
Analysis and figure making scripts	This manuscript	https://github.com/drummondlab/RNACondensation2025/
Experimental models: Organisms/strains		
BY4741; MATa ura3Δ0 leu2Δ0 his3Δ1 met15Δ0	Brachmann et al.^78^	BY4741
BY4742; MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0	Brachmann et al.^78^	BY4742
Pab1-HaloTag; MATa ura3Δ0 leu2Δ0 his3Δ1 met15Δ0 pab1::PAB1-HaloTag	This manuscript	yJB001
Pab1-Clover; MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0 pab1::PAB1-Clover pTEF-KanMX	Wallace et al.^34^	yAER020
PRT1-AID*-3xflag+pZTRL; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 PRT1::PRT1-AID*-3xflag	This manuscript	yJB42 (eIF3b)
AID*-TIF3-3xflag+pZTRL; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 TIF3::TIF3-AID*-3xflag	This manuscript	yHG55 (eIF4b)
CDC33-AID*-3xflag+pZTRL; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 CDC33::CDC33-AID*-3xflag	This manuscript	yHG38 (eIF4E)
TIF1-AID*-3xflag+pZTRL; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 TIF1::TIF1-AID*-3xflag tif2Δ::KANMX	This manuscript	yHG72 (eIF4A)
SUI2-AID-3xFlag + pJB773; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1F74G_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 SUI2::SUI2-AID*-3xflag	This manuscript	yJB143 (eIF2α)
TIF5-AID-3xFlag + pJB773; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1F74G_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 TIF5::TIF5-AID*-3xflag	This manuscript	yJB147 (eIF5)
AID*-FUN12-3xFlag + pJB773; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1F74G_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 FUN12::AID-FUN12*-3xflag	This manuscript	yJB148 (eIF5B)
TIF4631-AID*-3xFLAG+pJB773; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1F74G_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 TIF4631::TIF4631-AID*-3xFLAG tif4632Δ::KANMX	This manuscript	yJB262 (eIF4G)
Pbp1-GFP; MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 pbp1:: Pbp1-GFP	Huh et al.^79^	Pbp1-GFP
yJB42+Pab1-Clover; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3Δ1 lys2Δ0 PRT1::PRT1-AID*-3xflag pab1::PAB1-Clover	This manuscript	yJB265
Weakest hairpin; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′weakest hairpin-cds2xClover-3′TPI1_5′TPI1-cdsmCherry-3′TPI1	This manuscript	yHG005
Weak hairpin; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′weak hairpin-cds2xClover-3′TPI1_5′TPI1-cdsmCherry-3′TPI1	This manuscript	yHG006
Medium harpin; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′ medium hairpin-cds2xClover-3′ TPI1_5′ TPI1-cdsmCherry-3′ TPI1	This manuscript	yHG007
Strongest hairpin; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′ strongest hairpin-cds2xClover-3′ TPI1_5′ TPI1-cdsmCherry-3′ TPI1	This manuscript	yHG008
No hairpin; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′ no hairpin-cds2xClover-3′ TPI1_5′ TPI1-cdsmCherry-3′ TPI1	This manuscript	yHG010
GCN4 reporter; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′ GCN4-cds2xClover-3′ TPI1_5′ TPI1-cdsmCherry-3′ TPI1	This manuscript	yHG026
GCN4 5xmut; MATa ura3Δ0 his3Δ1 met15Δ0 leu2::LEU2_5′ GCN4(5xmut)-cds2xClover-3′ TPI1_5′ TPI1-cdsmCherry-3′ TPI1	This manuscript	yHG027
Tet inducible PMU1 reporter; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3::TetR,TetR-Tup1,HIS3MX lys2Δ0 SUI2::SUI2-AID*-3xflag ho::pTETO-5′ PMU1-cdsPMU1-nanoluc-3′ PMU1,TPI-firefly,hygR	This manuscript	yJB236
Tet inducible HSP26 reporter; MATɑ ura3Δ0 leu2::pZ4EV-OsTIR1_Z4EV-ATF_LEU2 his3::TetR,TetR-Tup1,HIS3MX lys2Δ0 SUI2::SUI2-AID*-3xflag ho::pTETO-5′ HSP26-cdsTPI1-nanoluc-3′ HSP26,TPI-firefly,hygR	This manuscript	yJB240
Oligonucleotides		
See Table S1 for sequences	Biosearch Technologies	smFISH SSA4
See Table S1 for sequences	Biosearch Technologies	smFISH SSB1
See Table S1 for sequences	Biosearch Technologies	smFISH HSP104
See Table S1 for sequences	Biosearch Technologies	smFISH ADD66
See Table S3 for sequences	IDT	qPCR PGK1
See Table S3 for sequences	IDT	qPCR BEM2
See Table S3 for sequences	IDT	qPCR HAC1
See Table S3 for sequences	IDT	qPCR GCN4
See Table S3 for sequences	IDT	qPCR HSP26
See Table S3 for sequences	IDT	qPCR Nanoluciferase spike In
See Table S3 for sequences	IDT	qPCR yo-Nanoluciferase reporter
See Table S3 for sequences	IDT	qPCR Clover
Recombinant DNA		
Yeast plasmid; Cas9 editing	Vyas et al.^80^	pV1382
Yeast plasmid; Inducible OsTIR1	Mendoza-Ochoa et al.^51^	pZTRL
Yeast plasmid; OsTIR1F74G leu2 int leu	This manuscript	pJB773
Yeast plasmid; TETO system	Azizoglu et al.^81^	FRP2371
Yeast plasmid; Weakest hairpin	This manuscript	pyHG005
Yeast plasmid; Weak hairpin	This manuscript	pyHG006
Yeast plasmid; Medium harpin	This manuscript	pyHG007
Yeast plasmid; Strongest hairpin	This manuscript	pyHG008
Yeast plasmid; No hairpin	This manuscript	pyHG010
Yeast plasmid; GCN4 reporter	This manuscript	pyHG026
Yeast plasmid; GCN4 5xmut	This manuscript	pyHG027
Yeast plasmid; Tet inducible PMU1 reporter	This manuscript	pJB801
Yeast plasmid; Tet inducible HSP26 reporter	This manuscript	pJB805
Software and algorithms		
TrimGalore (v0.6.10)	The Babraham Institute	https://github.com/FelixKrueger/TrimGalore
STAR v2.7.10b	Dobin et al.^82^	https://github.com/alexdobin/STAR
Kallisto v0.48.0	Bray et al.^83^	https://github.com/pachterlab/kallisto
Umi-Tools v1.1.4	Smith et al.^84^	https://github.com/CGATOxford/UMI-tools
SAMtools	Li et al.^85^	https://github.com/samtools/samtools
SedSeqQuant	This manuscript	https://github.com/jabard89/sedseqquant
DESeq2	Love et al.^86^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
ViennaRNA	Lorenz et al.^87^	http://rna.tbi.univie.ac.at/
Stellaris^®^ RNA FISH Probe Designer	Biosearch Technologies, Inc.	www.biosearchtech.com/stellarisdesigner
R	Open source	https://cran.r-project.org/mirrors.html
Python	Open source	https://www.python.org/downloads/

# Supplementary material for: Transcriptome-wide mRNP condensation precedes stress granule formation and excludes new mRNAs
**Source:** Mol Cell. Author manuscript; Available in PMC 2025 Dec 2.
**Supplement:** 3

# Supplementary information accompanying “Transcriptome-wide mRNP condensation precedes stress granule formation and excludes new mRNAs”

Glauninger, Bard, Wong Hickernell *et al.* 2025

Methods S1: Modeling and quantification of mRNP condensation, related to  
Figures 1, S1, and 5, and STAR Methods.

## A model of free mRNP sedimentation

Let  $L$  be the length of an mRNA under consideration. We seek the functional form of  $p_{\text{Sup}}(L)$ , the proportion in the supernatant after centrifugation, which will depend on many factors. Several of these are experimental and we assume they do not change across samples or mRNAs, such as the spin speed  $\omega$ , the sample height  $h$ , the spin time  $s$ , and the viscosity  $\eta$ . Terminal velocity for a particle with mass  $m$  and hydration radius  $r_0$  is:

$$v_t(m, r_0) = \frac{m\omega^2 r}{6\pi\eta r_0} = \left(\frac{m}{r_0}\right) \left(\frac{\omega^2 r}{6\pi\eta}\right)$$

We assume that both mass  $m$  and hydration radius  $r_0$  scale consistently with length  $L$  on average. In the case of mass, we assume proportional scaling: a constant (average) molecular weight per unit length deriving from nucleotides and bound proteins. In the case of hydration radius, our scaling assumption is consistent with standard approaches,[S1] for the radius of gyration  $R_g$  scales as  $L^\chi$  with  $\chi = 0.34$  for naked ssRNA due to secondary structure. The hydration radius  $r_0$  will be proportional to  $R_g$  assuming a constant density. The scaling relationship will also depend on the geometry of the vessel.

Assuming a constant mass per nucleotide and protein binding per unit length, the mass of an mRNP scales linearly with  $L$ . Therefore, the leading term above will tend to scale with  $L$ :

$$\frac{m}{r_0} = (c_1 L)^\chi$$

with proportionality constant  $c_1$  taking care of the specific conversion factors (e.g. the molecular weight per nucleotide) and with  $\chi$  summarizing the scaling.

Then the proportion of the particle species remaining in the supernatant is the proportion of the tube which is more than  $v_t s$  from the bottom. That is:  $v_t s$  from the bottom. That is:

$$\text{pSup}(m, r_0, h, s) = \begin{cases} 0 & v_t(m, r_0)s \geq h \\ 1 - \frac{v_t(m, r_0)s}{h} & 0 \leq v_t(m, r_0)s < h \end{cases}$$

We can then summarize the dependencies with two constants, as follows.

$$\begin{aligned} \text{pSup}(L) &= 1 - \frac{v_t(m, r_0)s}{h} \\ &= 1 - \left(\frac{m}{r_0}\right) \left(\frac{\omega^2 r}{6\pi\eta}\right) \\ &= 1 - c_2(c_1 L)^\chi \\ &= 1 - \beta L^\chi \end{aligned}$$

That is, two parameters should be sufficient to describe the average behavior of free (unclustered) mRNAs of length  $L$ . The model fits the average data well; see Figure 1E.

### A model of treatment-induced mRNP condensation

To model stress-induced interactions and their effect on  $\text{pSup}$ , we consider two kinds of interactions, both assumed to be Poisson-distributed with rates which vary across conditions and potentially across transcripts.

The first interaction type is between nucleotides, including direct RNA-RNA interactions and interactions mediated by proteins but dependent on nucleotide content; these are expected to be length-dependent. Consequently, we model them by a per-nucleotide interaction rate  $\nu$ , such that the probability that an mRNP has  $k$  nucleotide-dependent interactions is

$$\text{Pr}(k) = (\nu L)^k e^{-\nu L} / k!.$$

The second interaction type is between molecules and is independent of sequence length, including interactions mediated by the 5' cap or the 3' end. We model these as a per-molecule interaction rate  $\mu$  such that the probability that an mRNP has  $m$  such interactions is

$$\text{Pr}(m) = \mu^m e^{-\mu} / m!.$$

These rates permit us to model the probability that an mRNP of a given length  $L$  engages in interactions with other mRNPs, which may have varying lengths/sizes and may themselves also engage in additional interactions, making prediction of sedimentation highly complex. To proceed analytically, we make a simplifying assumption: that under the conditions we study, most mRNP condensates are sufficiently large to sediment completely ( $\text{pSup} = 0$ ). Under this assumption, the observed proportion in the supernatant for an mRNA of length  $L$  is given by the free-mRNP  $\text{pSup}$  multiplied by the probability that the mRNP is free. The latter probability is equal to the probability of  $n = 0$  per-nucleotide interactions and  $m = 0$  per-molecule interactions. Combining the results into a single expression, we have

$$\text{pSup}(L) = (1 - \beta L^\chi) e^{-(\mu + \nu L)}.$$

The mean behavior of transcripts in any particular experiment, in this model, can be derived from only four fitted parameters  $\beta, \chi, \mu, \nu$  and the lengths of all transcripts. Fits of this model are shown in Fig. 1E, where the no-stress sample is modeled with no clustering ( $\mu = 0, \nu = 0$ ) and stress samples are modeled with clustering (solid lines) and also in comparison to curves where the per-molecule interaction rate is zero ( $\mu = 0$ ; dashed lines). Fitted values are shown in Figure S1E.

For given values of the two stress-induced-condensation-related parameters  $\mu$  and  $\nu$ , the transcript length at which the rate of interactions is equal is given by  $L\nu = \mu$  or

$$L_{\text{equiv}} = \frac{\mu}{\nu}.$$

We can then ask what proportion of transcripts are at least this long,  $L \geq L_{\text{equiv}}$ , such that the stress-induced condensation per-nucleotide (length-dependent) contributes more to condensation than per-molecule (length-independent) interactions. These results are tabulated in Figure S1E.

Models with and without a  $\mu$  parameter are formally nested, and fits can be compared with an  $F$  statistic. For both 42°C and 46°C, the model without  $\mu$  (all interactions are sequence-mediated) can be sharply rejected ( $F = 4134.66, F = 21,507.21, P < 10^{-6}$  in both cases).

### **Bounds on condensate sizes**

How can we put bounds on the average size of condensates, given an observed value of  $\text{pSup}$ ? Any  $\text{pSup}$  value can be realized in a range of ways, bounded by two extremes. At one extreme, the molecular population is homogenous (all molecules of a particular type are in condensates of the same size), and all clusters have the same probability of remaining in the supernatant, which is  $\text{pSup}$ . At the other extreme, the molecular population is heterogeneous, with each species of condensate having some proportion in the supernatant  $\text{pSup}_i$  and proportion of the molecular population  $q_i$ . Order the indices  $i$  such that the lightest species (monomers) has  $i=1$

and all condensates are ordered by their size (and hence in the descending order of their  $pSup$ ) up to  $n$ . First, if  $n=2$ , it is clear that the observed  $pSup \geq pSup_2$ , simply because the average of two numbers is greater than or equal to the smaller of the two numbers. Second, if we define the average of the condensates'  $pSup$ s as  $pSup_{cond}$ , we have

$$pSup_{cond} = \frac{1}{1-q_1} \sum_{i>1}^n q_i pSup_i$$

So that

$$pSup = q_1 pSup_1 + (1 - q_1) pSup_{cond} \geq q_1 pSup_{cond} + (1 - q_1) pSup_{cond} = pSup_{cond}$$

which establishes  $pSup \geq pSup_{cond}$  such that in general,  $pSup$  is an upper bound on the average condensate size.

### Sizes of translation-initiation-inhibited condensates (TIICs)

The observation that TIICs display sizes comparable to polysomes, with a broad distribution centering roughly on a size equivalent to a five-ribosome polysome (Figure 5F) provides useful constraints on the composition of TIICs. A polysome with five ribosomes weighs approximately 17 MDa (each yeast ribosome weighs about 3.3 MDa, and the strong hairpin reporter transcript is ~1.8 kb, which is roughly 0.54 MDa). This size is consistent with TIICs being too small to be visible via standard microscopy, large enough to be detected by sedimentation assays, and too large to be a single mRNP. Given that the strong hairpin transcript is 1800 nucleotides long, to reach 17 MDa would require binding of one 65 kDa RNA-binding protein (e.g., Pab1) every 7 nucleotides, which is unphysical (e.g., Pab1 requires 12 nucleotides for full-affinity binding). Indirect binding of larger complexes is formally possible, but would need to produce multi-megadalton mRNP complexes even on short mRNAs. However, clustering (condensation) of multiple mRNPs is already known to occur in the context of stress granules and P-bodies, and provides a simple explanation for all of these observations.

## Supplementary Figures

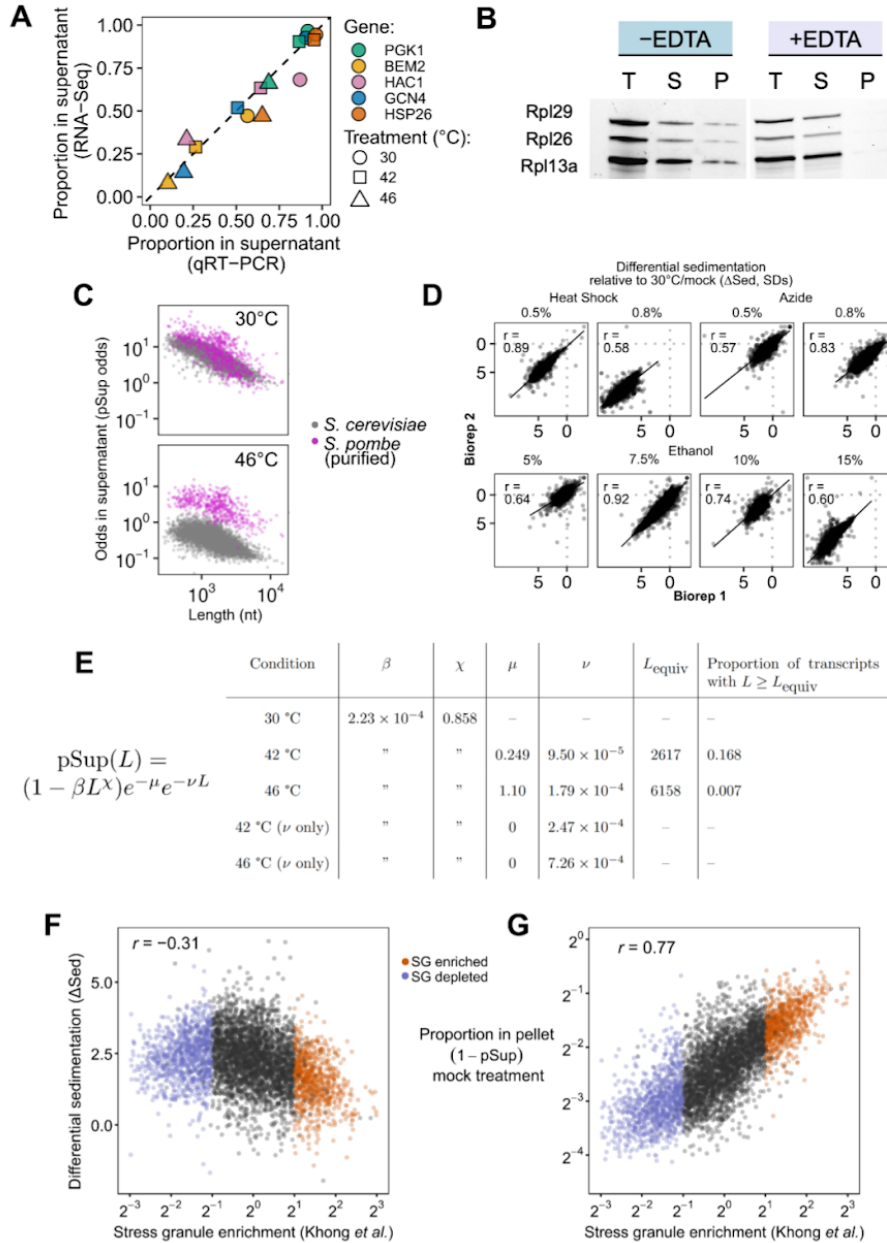

**Figure S1: Sed-seq captures previously unreported mRNA condensation largely driven by length-independent mechanisms, related to Figure 1.** (A) The measurements of mRNA proportion in supernatant (pSup) from RNA sequencing match pSups calculated using spike-in-normalized abundances quantified by RT-qPCR. (B) EDTA prevents sedimentation of polysomes, as shown by western blot against three ribosomal proteins. See also Fig. 5G. Gel cropped for clarity. (C) Purified mRNA (*S. pombe* total RNA) spiked into lysate from unstressed yeast cells recapitulates length-dependent sedimentation of free mRNA, and remains largely free even when spiked into lysate from severely stressed yeast cells. (D) Across stresses, differential sedimentation (ΔSed) of biological replicates correlate well ( $r$ , Pearson correlation coefficient). (E) Fitted parameters for the four-parameter model shown; see Supplementary Text. (F) The reported enrichment of transcripts in azide-induced stress granules (Khong *et al.* 2017) and our measured differential sedimentation transcript sedimentation during azide stress show mild negative correlation. (G) Most of the variation in stress-granule depletion in Khong *et al.* 2017 can be explained by sedimentation of free mRNPs due to their length, and thus can be closely reproduced using only Sed-seq data from unstressed (mock-treated) cells.

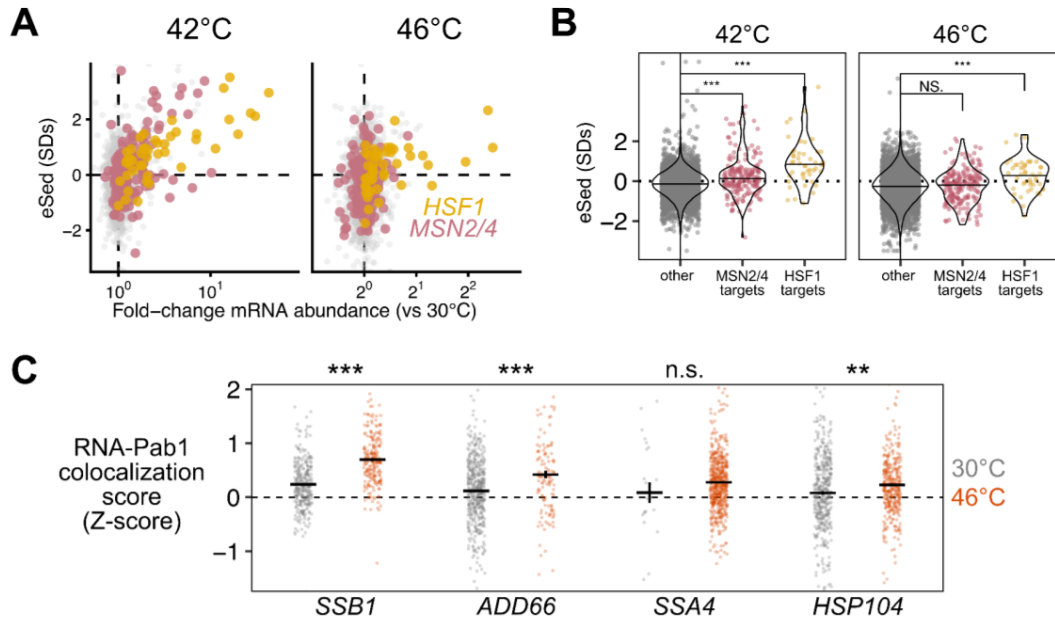

**Figure S2: Induced transcripts escape condensation biochemically and microscopically during heat shock, related to Figure 2.** (A) Induced Hsf1 targets and Msn2/4 targets relatively escape condensation. (B) Hsf1-regulated transcripts escape condensation at both 42°C and 46°C, while MSN2/4 targets escape at 42°C (violin plot; median, each point represents one transcript species). (Wilcoxon rank sum test: N.S. =  $P > 0.05$ , \*\*\* =  $P < 0.001$ ) (C) Colocalization was quantified by comparing the intensity of the Pab1 channel in regions with mRNA foci to the intensity of the Pab1 channel in random regions in each cell. The colocalization score is calculated separately per cell (mean  $\pm$  SE). (Wilcoxon rank sum test, N.S.:  $P \geq 0.05$ , \*\*:  $P < 0.01$ , \*\*\*:  $P < 0.001$ )

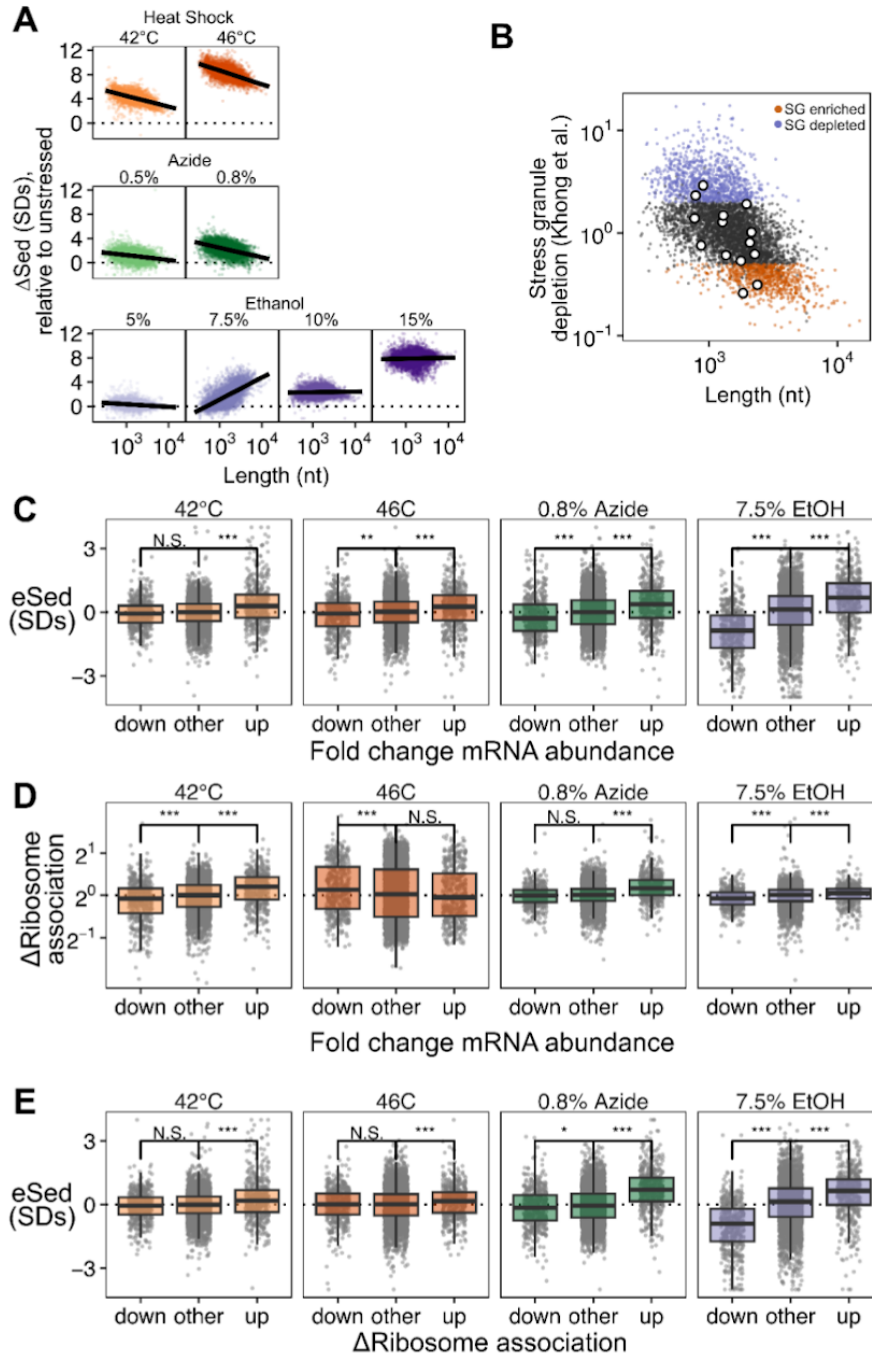

**Figure S3: Rather than length, transcriptional and translational induction predict condensation escape, related to Figure 3.** (A) Length dependence of the change in sedimentation compared across stresses. In general, shorter transcripts increase in sedimentation more than long ones. (B) Induced transcripts are not particularly depleted from stress granules based on data from Khong *et al.*, 2017. Points in white are the top 1% of induced transcripts during azide stress. (C) Comparison of escape from sedimentation (eSed) grouped by the 10% most induced and repressed transcripts during stress (in C-E: boxplot; median  $\pm$  quartile). (D) Comparison of the change in ribosome association grouped by the 10% most induced and repressed transcripts during stress. (E) Comparison of eSed grouped by the top and bottom 10% transcripts with changing ribosome association during stress. (Wilcoxon rank sum with Bonferroni correction: N.S. =  $P \geq 0.05$ , \*\* =  $P < 0.01$ , \*\*\* =  $P < 0.001$ )

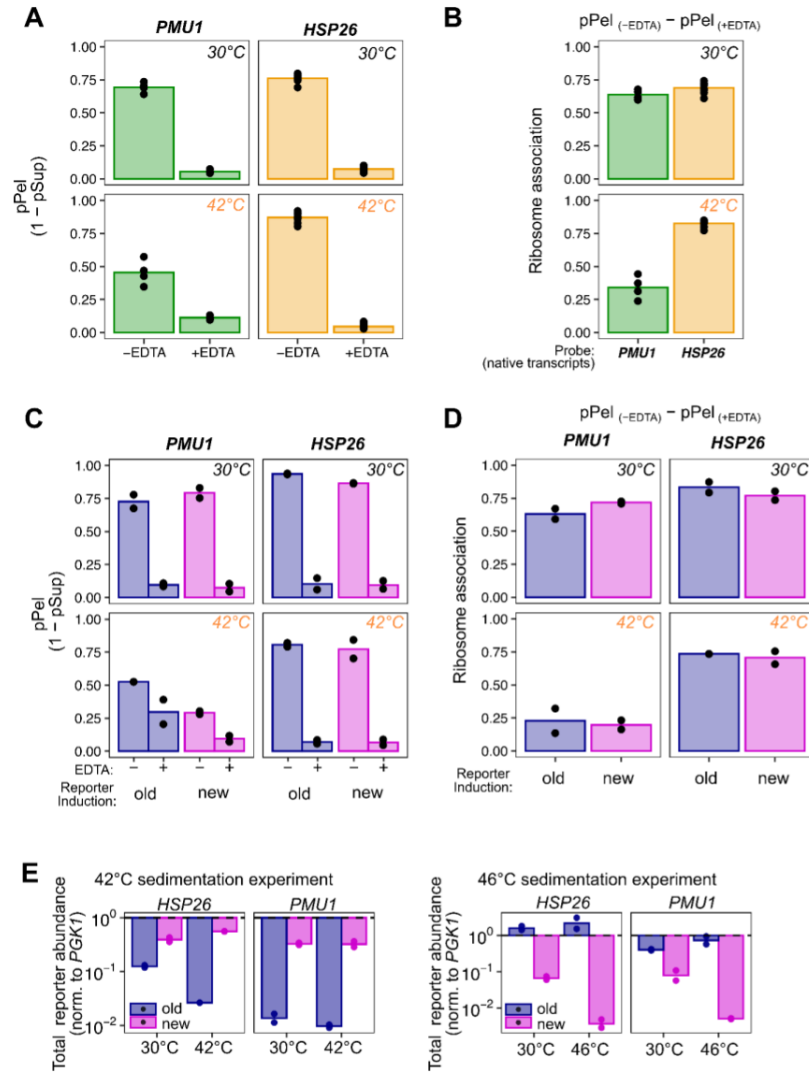

**Figure S4: Sedimentation assays to measure condensation and ribosome occupancy of reporter transcripts, related to Figure 4.** (A) Cellular lysate from stressed (20 minutes at 42°C) or unstressed yeast was centrifuged through a 1M sucrose cushion with and without EDTA. The proportion of mRNA transcripts in the pellet was quantified with qPCR, normalized to spike-in RNA (in A-D: summarized as mean). (B) In the absence of EDTA, transcripts can pellet either because they are bound to ribosomes or because they are condensed, however ribosomes fall off transcripts in the presence of EDTA. Thus to calculate the ribosome occupancy, the pPel (+EDTA) is subtracted from the pPel (-EDTA). (C,D) The same samples as in (A) and (B), but tracking the abundance of the *HSP26* and *PMU1* reporters induced before stress (old) or after stress (new). (E) Total abundance of the reporter mRNAs, measured by qPCR and normalized to native *PGK1* abundance (summarized as geometric mean).

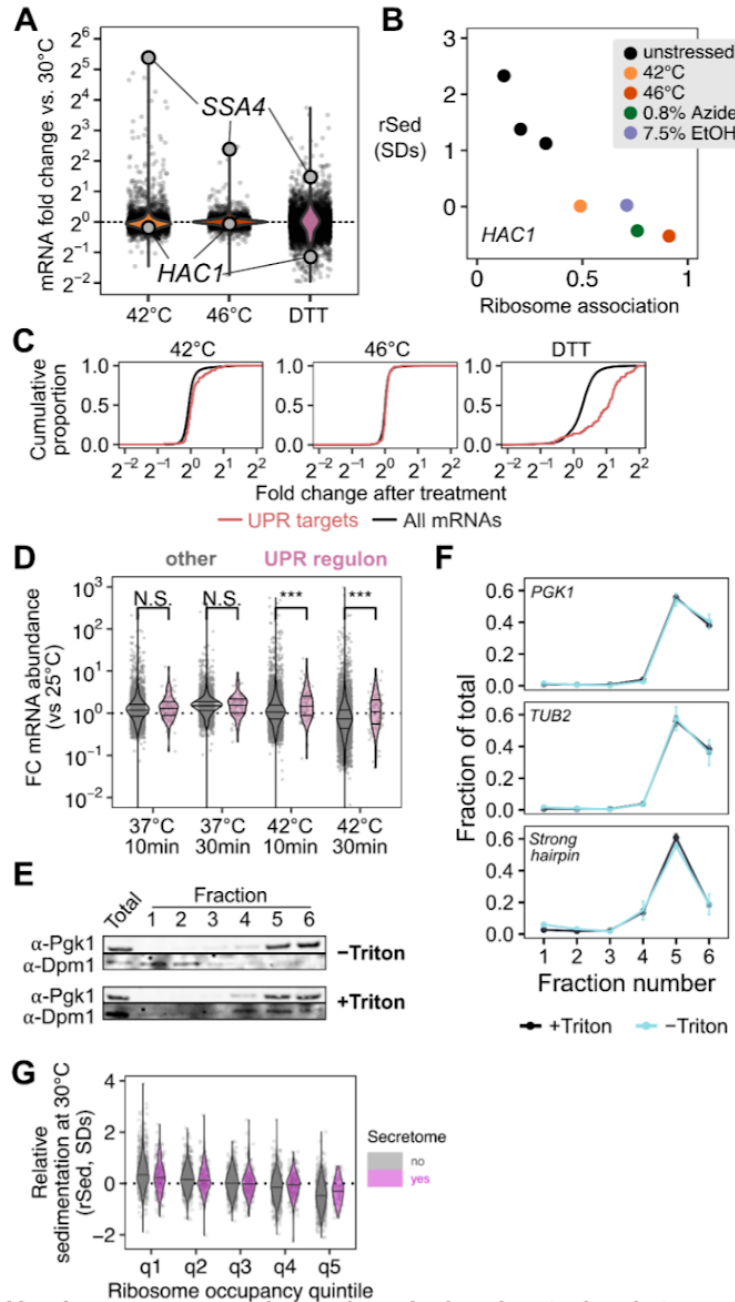

**Figure S5: *Hac1* escapes condensation during heat shock to activate the UPR, and TlICs are not membrane bound, related to Figure 5.** (A) *HAC1* is not induced during temperature or DTT stress (violin plot). (B) *Hac1* mRNA increases in ribosome association and correspondingly decreases in relative sedimentation during stress. (C) UPR targets are slightly upregulated at 42°C and strongly upregulated in response to DTT treatment. (D) Reanalysis of Muhlhofer *et al.* 2020 RNA-seq data confirms that the UPR is upregulated after a 42°C stress but not a 37°C stress (violin plot; median  $\pm$  quartile). (E) In a membrane pelleting assay, Triton X-100 disrupts the interaction between membranes and normally membrane-bound Dpm1 as measured by western blot across the fractions. Gel cropped for clarity. (F) However, the transcript of the strong hairpin reporter, quantified by qPCR, is not found in the membrane-bound fraction with or without Triton X-100 (mean  $\pm$  SE). (G) Relative sedimentation of transcripts at 30°C, categorized by ribosome occupancy (q1 is least, q5 is most) and whether the encoded protein is secreted or not (annotations from Costa *et al.* 2018) (violin plot; median).

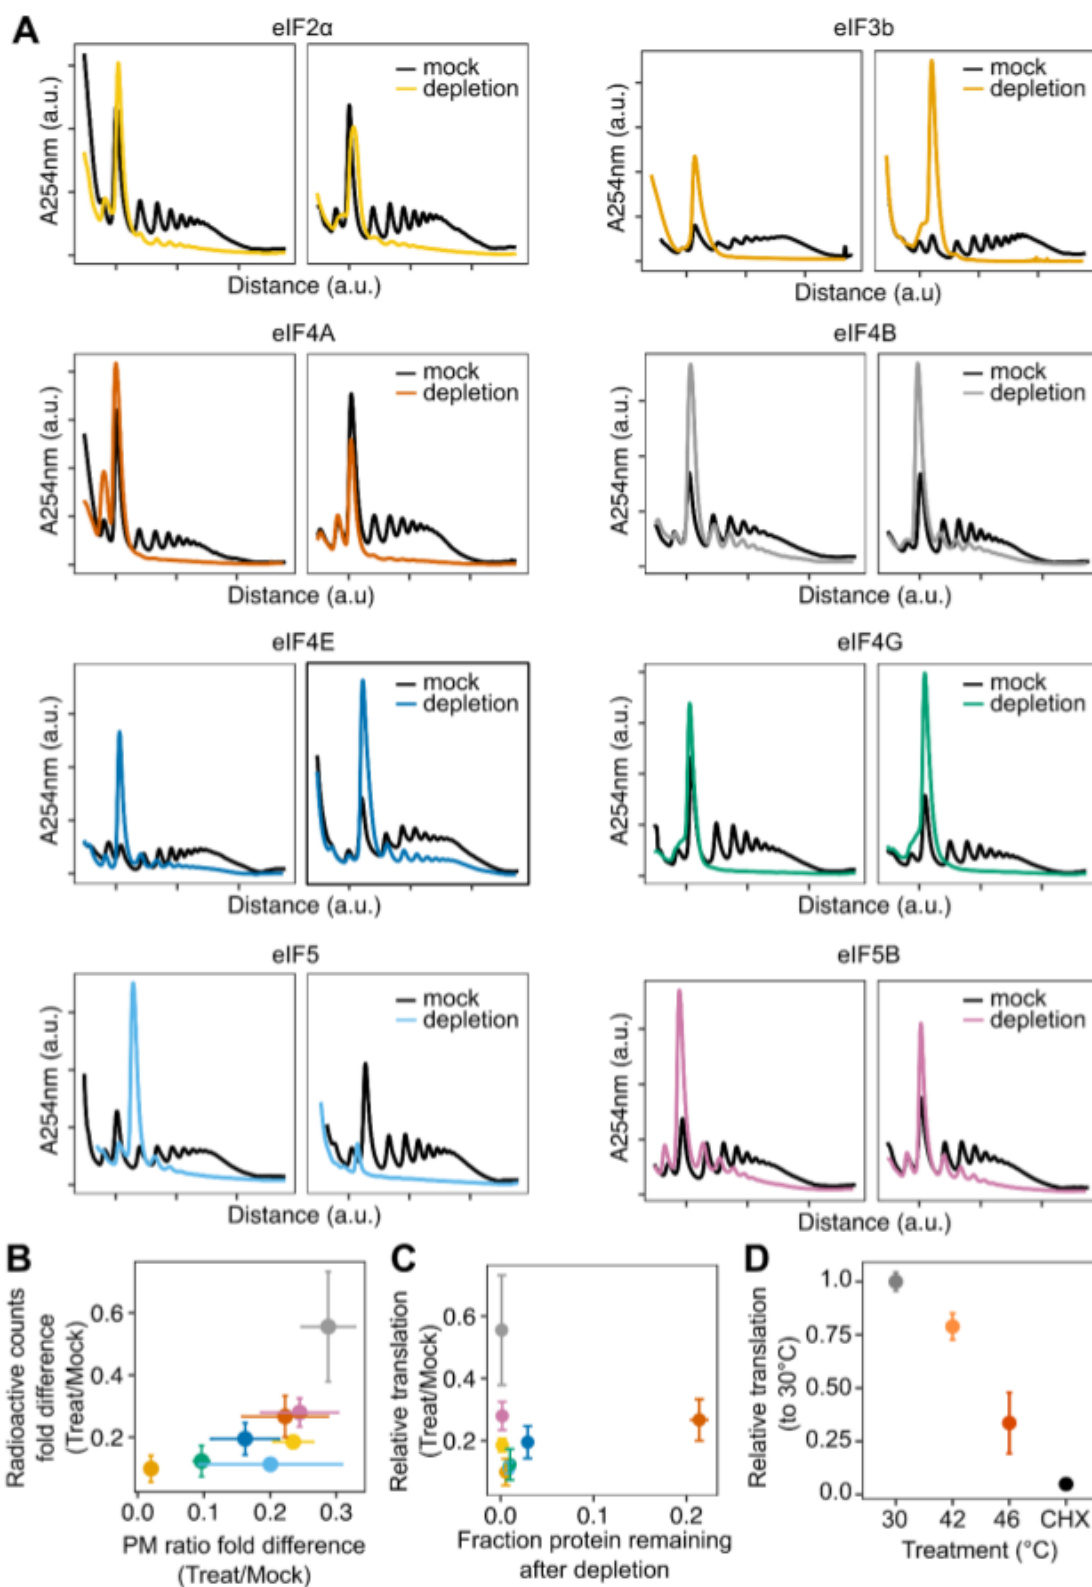

**Table S3:** List of RT-qPCR primers and probes, related to STAR Methods:

| Gene                           | Forward primer                  | Reverse primer              | TaqMan probe                                           |
|--------------------------------|---------------------------------|-----------------------------|--------------------------------------------------------|
| PGK1                           | CTCACTCTTCTA<br>TGGTCGGTTTC     | AATGGTCTGGT<br>TGGGTTCCTC   | /56-FAM/TTTCCAACA/ZEN/AGAA<br>ACCGGCAGCAC/3IABkFQ/     |
| BEM2                           | GACTCCCATTTG<br>CGTACAAGAA      | TCGAGACTGAG<br>GAGGTGATAAA  | /56-FAM/TCATTGTTG/ZEN/CCTT<br>CACGTTCTCTCGT/3IABkFQ/   |
| HAC1                           | TGGAAATGACT<br>GATTTTGAAC<br>TA | CGATCCTTCGC<br>TGTTCTTTT    | /56-FAM/TCGCAATCG/ZEN/AACT<br>TGGCTATCCCT/3IABkFQ/     |
| GCN4                           | ACGCTGTAGTG<br>GAATCTTTCTT      | CGTCAGTGGTA<br>ACTGGAATGT   | /56-FAM/TCGTCAAGC/ZEN/ACT<br>GATTCAACTCCAATGT/3IABkFQ/ |
| HSP26                          | CTTGTCCCTGT<br>TCCCATCTG        | GACACCAGGAA<br>CCACGACTT    | /56-FAM/CGGTTTCCC/ZEN/TAG<br>AAGTGTCGCAGTT/3IABkFQ/    |
| Nanoluciferase<br>spike in     | AGAGGACTTTG<br>TGGGTGATTG       | GTTACGGATAC<br>GCCAAGGTT    | /56-FAM/AGGAGGCGT/ZEN/GTC<br>ATCCTTGTTTCA/3IABkFQ/     |
| yo-Nanolucifera<br>se reporter | GAACAAGGTGG<br>TGTTTCTTCTTT     | TGACCCATTTG<br>ATCACCAGATAA | /56-FAM/ACGTTGAAT/ZEN/AGG<br>AGTAACAGAAACACC/3IABkFQ/  |
| Clover                         | GGTGATGCAAC<br>TAACGGTAAAC      | AAGCTACACCA<br>TACCCGAAAG   | /56-FAM/TTGCCTGTA/ZEN/CCAT<br>GGCCAACGTTA/3IABkFQ/     |

## References

- [S1] Yoffe, A.M., Prinsen, P., Gopal, A., Knobler, C.M., Gelbart, W.M., and Ben-Shaul, A. (2008). Predicting the sizes of large RNA molecules. *Proc. Natl. Acad. Sci. U. S. A.* *105*, 16153–16158.

How the deposited data were processed for this re-analysis (not part of the article)

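Sed-seq separates a lysate by centrifugation and sequences its Total, supernatant and pellet RNA, and Polysome-seq sequences the fractions of a sucrose gradient. The authors deposited, for each library, a table of kallisto output with estimated counts per transcript and TPM. In the heat experiment the authors quantified single-end reads without UMIs. In the CHX, DTT, 0.5% azide, eIF3b, eIF4E, 15% ethanol and heat Polysome-seq experiments the authors removed duplicate paired-end reads by UMI with umi_tools before the estimated counts were made. For the other experiments the authors state no UMI step. TPM values, which the authors' kallisto runs scaled by effective length and library total, were used only to check the joins between tables.

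For Sed-seq, the authors fitted the mixing ratio of each supernatant and pellet library to its Total library in a Bayesian negative-binomial model written in Stan, and deposited these ratios. The deposited pSup is the fraction of a transcript in the supernatant, which the authors computed from the counts and mixing ratios. For Polysome-seq, the authors scaled counts to the S. pombe spike-in, and deposited this normalized signal and the occupancy, the fraction bound to ribosomes. The deposited tables also hold the authors' fold changes from DESeq2 and a sedimentation score, which the authors computed against transcripts of similar length in bins of 100 and which was used only for checks. Counts in the combined tables were compared with those of 231 libraries, and 0 libraries differed.

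Replicates were grouped by experiment, treatment, temperature and strain, with 2 lysates per group, except that the hairpin strains and the 42°C groups of the CHX experiment had 1. Nuclear protein-coding transcripts were taken from the R64-3-1 annotation, which lists 5906, of which 5137 have a deposited transcript length. Sedimentation was analysed for transcripts with a length and at least 20 estimated counts over supernatant and pellet in every lysate of an experiment, and lengths were those deposited by the authors. ΔSed, eSed and rSed were recomputed from the natural-log odds of pSup with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

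Tests were run in R 4.3.3. Abundance was tested on rounded estimated counts of Total libraries with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test), with all groups of an experiment in one fit. Ribosome association was tested as the edgeR interaction of fraction and treatment, with the same TMM normalization, so its changes are relative to the other mRNAs. Log-odds pSup was tested with limma 3.58.1 with a trend, and interactions of treatment and heat in the same fit. Sets of transcripts were tested with limma's camera (preset correlation 0.01) and with fry, on log-odds pSup centred on transcripts of similar length, and against 10000 random lists of matched abundance (seed 2025). All p-values were 2-sided and adjusted by the Benjamini-Hochberg method, across transcripts or across the set tests of a family, and 0.05 was the threshold. Tested on simulated data, the abundance test recovered 93% of 200 changed transcripts with 12 false calls. The log-odds test recovered 98.5% of 200 simulated changes with 8 false calls. These values describe the simulated changes only, and they were not shown to hold for smaller measured changes. Nor were they shown to hold under an error in a mixing ratio, which moves all transcripts of a lysate together in log-odds.

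Transcripts were named by a rule set beforehand. It covers every transcript the paper names for these assays, the transcripts of the depleted factors, and per comparison the 3 largest rises and 3 largest falls among those with an adjusted p under 0.05, the same sign in both replicates and at least 100 estimated counts in every library of a group compared.

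The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, no count filter or at least 10 counts, at least 100 counts for sedimentation, open reading frame length, bins of 100 transcripts, scores from averaged log-odds, refitted mixing ratios, the NanoLuc spike-in, limma without trend, fits of only the groups compared, a replicate block, fry, other lists of induced transcripts, monosomes counted as bound, rSed from other experiments, and each replicate left out in turn. Replicate numbers paired the lysates in Total libraries of the heat, CHX, eIF3b and eIF4E experiments, where residuals of same-numbered lysates correlated at above 0.1 in every pair (3 of 3, 6 of 6, 15 of 15 and 15 of 15 pairs). In log-odds pSup they did so in every pair of the CHX experiment (6 of 6), and in 2 of 3 pairs of the heat, 10 of 15 of the eIF3b and 1 of 15 of the eIF4E experiment. The 0.8% azide experiment, with 1 pair, also passed, at 0.222 in Total and 0.227 in log-odds pSup. DTT, with 1 pair, passed in log-odds pSup (0.106) but not in Total (0.0878). With the replicate block, 590 transcripts changed in abundance at 42°C, against 394 without it.

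The least deep libraries were a supernatant library of the CHX experiment, with 1612859 estimated counts, and the deepest held 37988236. Estimated counts without UMIs are not independent molecules, so intervals cover counting error only. The comparison with published stress granule transcriptomes, the UPR target list, secreted proteins, structure of untranslated regions, microscopy and biochemistry were left out, since the deposited tables do not hold them. Mitochondrial and noncoding transcripts were kept out of the main results.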

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

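The tests by change in abundance, by the counting error of NanoLuc and by the counts of mitochondrial mRNAs were chosen only after the results were seen, as was the use of NanoLuc scaling, the replicate block and the minimum of 100 counts as tests of explanations, although these had been set as alternatives earlier.

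The fall of log-odds pSup at 46°C differed between eIF3b-depleted and mock-treated cells in a test of the interaction, with 1626 of 4973 transcripts falling more after depletion and 24 less. With NanoLuc scaling in place of mass balance, 3610 fell more, which argues against the authors' scaling as the cause. With the replicate number as a block, 1445 fell more. Every group held a lysate of each replicate number, so an additive batch effect cancels from the interaction. The block therefore cannot test batches that follow the lysate number. Among transcripts with at least 100 counts, 1667 did, which argues against low counts. Transcripts whose abundance changed by less than 1.5-fold on depletion had a median interaction of −0.64 (n = 2026), against −0.47 for the others (n = 2947), which argues against abundance changes as the source. Scaling, low counts and abundance changes were thus excluded as whole causes, while batches were not tested. A biological cause, a larger response to heat in cells without eIF3b, may apply as a hypothesis found and tested on the same data.

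The fall of log-odds pSup at 46°C also differed with CHX, with 3727 of 4928 transcripts falling less and 0 falling more (3917 at an unadjusted p under 0.05 in both directions). Among transcripts with at least 100 counts, 3356 fell less, which argues against low counts. With NanoLuc scaling the count was 0 (51 at an unadjusted p under 0.05), in a fit without a replicate block. The authors' scaling by mass balance could thus account for much of this difference. The median interaction moved from 0.91 to 0.12 between the scalings, with 33.6% of transcripts below 0 under NanoLuc. A change of scaling shifts all transcripts of a lysate by the same log-odds. That share therefore follows from the shift and does not show a direction of its own. The median of the direct difference at 46°C moved from 0.64 to −0.04. The shift of the direct difference was 7.28 standard errors of the counting error of NanoLuc, so counting error alone does not account for it. Which scaling is nearer the truth was not shown, and a biological effect of CHX stays open.

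Sedimentation of eIF4E-depleted cells after heat shock is not reported in the paper. Against mock-treated cells at 30°C, median ΔSed at 46°C was 8.01 (8.00 and 8.02 in the replicates), compared with 5.75 ± 0.449 (SD, n = 2) in mock-treated cells. It was 9.39 with NanoLuc scaling, where mock-treated cells had 6.90, and 8.42 among transcripts with at least 100 counts, which argues against scaling and low counts. The interaction of depletion and 46°C in limma called 3 transcripts falling more (GIP1, SOA1 and HOP1) and 2 falling less (MPH2 and YRF1-6), all named after their values were seen, with 621 at an unadjusted p under 0.05. With NanoLuc scaling it called 798 falling more. The median interaction was −0.48 by mass balance, with 96.5% of transcripts below 0, and −0.38 by NanoLuc, with 94.0% below 0, so the direction was the same and the number of calls differed. A larger response to heat in cells without eIF4E stays open.

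Transcripts of the mitochondrial genome, which the paper does not discuss, also moved to the pellet. At 42°C the 18 mitochondrial mRNAs had a median ΔSed of 5.33 (4.42 and 6.24 in the replicates), and their median pSup fell from 0.650 to 0.179 and from 0.679 to 0.158. The lowest count of such a transcript over supernatant and pellet was 186, which argues against low counts. In 0.5% azide the median was −0.0410 (n = 17). The 2 mitochondrial rRNAs had median ΔSed of 0.197 and 1.59 in the replicates at 42°C, too few transcripts to decide between explanations. A change in how mitochondria break or pellet after heat may account for the mRNA values, as may a change in the RNA itself.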

How the results depend on the processing

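Apart from those named here as added, the alternatives were chosen before the data were examined. Added after the data were seen were fry and the replicate block for regulons, and induction from the Sed-seq Total libraries for ribosome association. So was leaving out replicates for the stress classes, the mitochondrial transcripts and the eIF3b lists. Also added were rSed averaged over all experiments in SD or in log-odds, and rSed of the heat experiment in log-odds. Over 156 results, 691 comparisons with an alternative kept direction and threshold or moved by less than the replicate spread, 132 moved, 4 became weaker, 3 became stronger and 9 reversed. Not counted as reversed are changes of sign on leaving out a replicate where the main value was not past its threshold, as for ribosome association at 46°C and in azide, or where the change was within the replicate spread. For none of the changes below was the cause tested, except where fewer transcripts or lysates enter by construction, so that the cause was not tested holds for each.

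Scaling by the NanoLuc spike-in changed several counts of transcripts moving to the pellet. They were 8 in 0.8% azide (4152 by mass balance), 4 in 5% ethanol (65), 4308 in 7.5% ethanol (2594), 1200.0 in 10% ethanol (4929), 46 in DTT (11) and 4056 after eIF4E depletion at 30°C (2). Interactions with heat moved to 459 for eIF3b at 42°C (12), 3610 for eIF3b at 46°C (1626), 6 for eIF4E at 42°C (0, with 158 at an unadjusted p under 0.05) and 798 for eIF4E at 46°C (3). The counts for CHX at 46°C moving to the supernatant were 0 for the direct comparison (3341; 138 at an unadjusted p under 0.05) and 0 for the interaction (3727; 51 at an unadjusted p under 0.05). Median ΔSed by NanoLuc was 0.904 in 0.5% azide, 3.57 in 0.8% azide, −0.398 in 5% ethanol, 1.36 in 10% ethanol, 6.35 in 15% ethanol and −0.179 in DTT, where 5% ethanol and DTT reversed. In the eIF3b strain it was 2.61 for depletion at 30°C, 6.56 with 42°C and 10.5 with 46°C. In the eIF4E strain it was 1.40 for depletion at 30°C, 4.02 for mock at 42°C, 6.35 for depletion at 42°C, 6.90 for mock at 46°C and 9.39 for depletion at 46°C. With CHX at 30°C it was 0.445. ΔSed of Clover by NanoLuc was −0.459 for the weakest, 1.22 for the medium and 3.30 for the strongest hairpin, 1.59 for the uORFs and −0.695 for the mutated uORFs. The heat experiment has no NanoLuc and was not run so.

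A minimum of 100 counts gave 1 transcript to the pellet in DTT, 0 after eIF4E depletion at 30°C (611 at an unadjusted p under 0.05), 0 for the eIF4E interaction at 46°C and 270 for CHX at 30°C. Median ΔSed was 2.31 in 0.8% azide, 8.79 in 15% ethanol, 6.04 for mock at 46°C and 9.83 for depletion at 46°C in the eIF3b strain, and 8.42 for eIF4E depletion at 46°C. The Spearman correlation of ΔSed with length was −0.487 at 42°C, −0.266 in 0.5% azide and −0.411 in 0.8% azide, and rho of pSup with length was −0.739 at 42°C and −0.700 at 46°C. Median eSed of induced transcripts in 15% ethanol was 0.310 and passed the threshold. Median S. pombe pSup was 0.891 at 30°C and 0.730 at 46°C.

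The length of the open reading frame gave median ΔSed of 2.14 in 0.8% azide, 7.99 in 15% ethanol, 5.43 for mock and 8.76 for eIF3b depletion at 46°C, and 7.61 for eIF4E depletion at 46°C. The Spearman correlation of ΔSed with length was −0.488 at 42°C, −0.238 in 0.5% azide, −0.380 in 0.8% azide and −0.205 in 5% ethanol, and rho of pSup was −0.687 at 42°C and −0.633 at 46°C. Median eSed in 15% ethanol was 0.202 and passed the threshold, rho of rSed with occupancy was −0.496, and the F statistic was 6625 at 42°C and 28174 at 46°C. Bins of 100 transcripts gave 2.25 in 0.8% azide and 7.97 for eIF4E depletion at 46°C. Averaged log-odds gave 2.36 in 0.8% azide, 8.62 in 15% ethanol and 8.27 for eIF4E depletion at 46°C. Refitted mixing ratios gave 4 transcripts in DTT, 3 for the eIF3b interaction at 42°C and a median of 7.99 for eIF4E depletion at 46°C.

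Choices of fit moved counts too. With lysates paired by a replicate block, transcripts called were 312 for ribosome association in ethanol (against 9 up and 99 down), 31 in 5% ethanol, 210.0 in 7.5% ethanol, 0 in DTT, 4 after eIF4E depletion at 30°C, 4 for the eIF3b interaction at 42°C, 6 for the eIF4E interaction at 46°C and 707 for CHX at 30°C. Residual log-odds of same-numbered lysates correlated negatively in 15% ethanol (−0.177). Fits of only the groups compared gave 638 transcripts in abundance at 42°C and 15 at 46°C, and, to the pellet, 35 in 5% ethanol, 2748 after eIF4E depletion at 30°C, 2 for its interaction at 42°C and 6 at 46°C. DESeq2's Wald test gave 651 transcripts in abundance in 15% ethanol and 184 for ribosome association in ethanol. limma without trend gave 2 for the eIF3b interaction at 42°C.

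Lists of induced transcripts mattered where effects were small. The 10% most-induced transcripts had a median eSed of −0.0140 in 15% ethanol, a reversal, and 0.0397 in mock-treated cells of the eIF3b strain at 42°C, no longer past the threshold. Under fry, the median of 0.835 in 0.8% azide and the change in ribosome association of 0.53 at 42°C were no longer past the threshold, and the median of 0.260 in 15% ethanol was. Induction from the Polysome-seq Total libraries gave 0.426 in 0.8% azide, no longer past the threshold, and induction from the Sed-seq Total libraries reversed the ribosome association in azide to 0.26. Counting monosomes as bound gave 0.21 at 42°C (n = 74) and −0.33 at 46°C (n = 44). This alternative used spike-in normalized counts in place of TMM, so the scaling changed and the lists were shorter as well. At 46°C the sign of the median changed but the median stayed above that of the others (−0.93). With monosomes counted as bound, rho of eSed with ribosome association was 0.0660 at 46°C. A minimum log2 fold change of 2 left only 3 transcripts induced only in heat, with a median eSed at 42°C of 3.23. Those induced only in ethanol (n = 18) had −0.255 at 42°C, a reversal, and 0.764 in ethanol. Those induced in both (n = 18) had 1.72 at 42°C and 1.74 in ethanol. Among transcripts above the median abundance, rho of eSed with induction was 0.450 in 0.5% azide, 0.305 in 0.8% azide and 0.512 in 7.5% ethanol, and rho with ribosome association was 0.170 at 42°C, 0.113 at 46°C, 0.232 in azide and 0.576 in ethanol.

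The Spearman correlation of rSed with occupancy was −0.407 with rSed from CHX, −0.595 from DTT, −0.658 from 0.5% azide, −0.608 from 0.8% azide, −0.669 from eIF3b, −0.630 from eIF4E, −0.539 from 15% ethanol, −0.574 from 5% and 10% ethanol, −0.580 from 7.5% ethanol and −0.554 from the S. pombe spike-in experiment. It was −0.407 with ribosome association in place of occupancy, −0.628 over all experiments and −0.629 in log-odds over all experiments.

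Leaving out each replicate gave median ΔSed from −0.349 to 0.809 in 5% ethanol and from −0.486 to 0.665 in DTT, both with a reversal. Median eSed of induced transcripts ranged from 1.099 to 1.47 at 42°C, 0.296 to 0.538 at 46°C, 0.671 to 0.712 in 0.5% azide, 0.800 to 0.809 in 0.8% azide, 1.07 to 1.20 in 7.5% ethanol and 0.218 to 0.354 in mock-treated eIF3b cells at 42°C, and that of Msn2/4 targets at 46°C from 0.06103 to 0.134. In the stress classes it ranged from 1.24 to 2.30 for heat only, from −0.0437 to 0.0804 at 42°C for ethanol only, a reversal, from 1.20 to 1.35 at 42°C for both and from 1.48 to 1.51 in ethanol for both. The log2 change in ribosome association of induced transcripts ranged from 0.52 to 0.59 at 42°C, −0.148 to −0.0359 at 46°C, below 0 and below the others (0.161 and 0.120) with either replicate left out, against 0.59 with both, and −0.0237 to 0.0427 in azide, where the sign changed. The Spearman correlation of rSed with occupancy ranged from −0.429 to −0.415, and F from 3764 to 4331 at 42°C and 15681 to 18056 at 46°C. Tests were not repeated without a replicate, since a group would hold 1 lysate, and replicate correlations cannot be computed so.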

Differences from the paper's values

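For the correlation of rSed with ribosome occupancy, Spearman's rho, the paper's default, was −0.455 and Pearson's r was −0.434, against the paper's −0.65. Of the alternatives set before the data were examined, rSed from the 0.5% azide experiment closed the gap by rho (−0.658) and by r (−0.631), and rSed from the eIF3b experiment by r (−0.643). The others stayed outside the replicate spread, which is smaller for rho. By rho, the eIF3b (−0.669) and eIF4E (−0.630) experiments and the averages over all experiments in SD (−0.628) and in log-odds (−0.629), the averages chosen after seeing the values, came near.

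The rSed of GCN4 was −0.967 against the paper's −0.08. With rSed from 15% ethanol (−0.145) and from the S. pombe spike-in experiment (−0.120) it was within its replicate SD of the paper's value, as it was for the averages over all experiments in SD (−0.0197) and in log-odds (−0.0157), chosen after seeing the values. With open reading frame length (−0.547) it was so only because the SD was 0.478. With rSed from eIF3b (0.130) and 7.5% ethanol (0.166) it was within its SD of the paper's value but of opposite sign. No other preset alternative closed the gap, but CHX (−0.438), DTT (0.144), 0.8% azide (0.162), 0.5% azide (0.167) and 5% and 10% ethanol (0.189) were nearer than open reading frame length, all except CHX with the opposite sign. Its percentile was 13.2 against the paper's 45, and it came close with rSed from 15% ethanol (46.9) and from the S. pombe spike-in experiment (48.0), as with the averages over all experiments in SD (50.9) and in log-odds (49.6), chosen after seeing the values. With rSed from CHX (34.4), eIF3b (55.7), 0.5% azide (58.8), 0.8% azide (59.9), 7.5% ethanol (60.2), DTT (60.3) and 5% and 10% ethanol (61.3) it was within 1.5 times the paper's value, yet above the median of mRNAs except with CHX. The other preset alternatives did not come as near. The rSed of HAC1 was 3.72 against the paper's 0.95. rSed from CHX (1.54) was within its replicate SD of the paper's value because that SD was 1.49, no other preset alternative was, and the log-odds average over all experiments (0.818), chosen after seeing the values, was as well. The paper gives rSed in SDs, and whether the values in its text are on that scale is not certain. In log-odds, tried after seeing the values, rSed of the heat experiment was 1.54 for HAC1 and −0.422 for GCN4, nearer the paper's values than in SDs but outside the replicate SD. The paper's Fig. S5B shows HAC1 above the value in its text, and its Fig. 5A shows GCN4 slightly above 0.

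Median ΔSed in 0.8% azide was 2.26, against the paper's about 2.2 in Fig. 3B, read by eye, and bins of 100 transcripts (2.25) closed the gap. In 15% ethanol it was 8.42, against the paper's about 8.0 in Fig. 3B, read by eye, and open reading frame length (7.99) closed it. For the single 42°C lysates of the CHX experiment it was 6.91 without CHX, against the paper's about 5.9 in Fig. 7D, read by eye, and 4.48 with CHX, against the paper's about 3.8 in Fig. 7D, read by eye. NanoLuc scaling gave 5.73 without CHX, near the paper's value though outside the precision of the reading, and 5.16 with CHX, further from it. Open reading frame length gave 6.55 and 4.25, and no alternative closed either gap.

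The Pearson correlation of ΔSed between replicates was 0.585 at 42°C, against the paper's about 0.89 in Fig. S1D, read by eye. At 46°C it was 0.519 against the paper's about 0.58 in Fig. S1D, and at least 100 counts (0.585) closed the gap. In 0.8% azide it was 0.622 against the paper's about 0.83, in 5% ethanol 0.343 against about 0.64, in 7.5% ethanol 0.881 against about 0.92, in 10% ethanol 0.512 against about 0.74 and in 15% ethanol 0.651 against about 0.60, all the paper's in Fig. S1D, read by eye. The 2 heat panels of that figure carry azide labels and were taken in order as 42°C and 46°C. With at least 100 counts, 0.8% azide (0.8499) and 7.5% ethanol (0.908) came close to the paper's values, though not within the precision of the reading. The gap stayed at 42°C (0.662) and in 5% (0.362), 10% (0.571) and 15% ethanol (0.678).

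ΔSed of SSB1 after eIF3b depletion was 3.22 against the paper's about 3.1 in Fig. 6F, read by eye. ΔSed of Clover with the strongest hairpin was 3.81 against the paper's about 3.7 in Fig. 5E, read by eye. No alternative was run for SSB1, and for Clover neither refitted mixing ratios (3.77) nor NanoLuc scaling (3.30) closed the gap.

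The paper states that Hsf1 and Msn2/4 targets escape only when highly induced. At 42°C, the Hsf1 targets under 2-fold had a median eSed of 0.662, with 77.3% above 0. The median of Hsf1 targets under 2-fold was −0.179 in 0.5% azide and −0.271 in 0.8% azide, and above 0 in the other stresses. The paper states that S. pombe RNA added to lysates stayed soluble, and its supplement says largely free. The median pSup of this RNA fell by 0.198 by mass balance and by 0.0722 by NanoLuc scaling, the latter from a start nearer the upper limit of pSup. The paper states that long transcripts were not enriched among those condensing, while in 7.5% ethanol longer ones had the larger ΔSed (rho 0.611). It states that condensation occurs at low ethanol, while the replicates of 5% ethanol had median ΔSed of 0.809 and −0.349. The opposite signs depend on matching lysates by number, so they do not decide against the paper's statement. It states that induced transcripts in azide tended to be preferentially translated, while their median log2 change in ribosome association was −0.03. With induction from the Sed-seq Total libraries, chosen after seeing the values, it was 0.26. It states that preferential translation went with escape in all stresses, while rho was 0.0608 at 42°C and 0.0339 at 46°C. The paper also states that escape rose with induction, while rho was 0.0224 in 15% ethanol. In the other heat, azide and ethanol stresses rho lay between 0.109 (46°C) and 0.425 (7.5% ethanol), in the direction the paper states.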

Other observations

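The tests by mixing ratios and by NanoLuc scaling of S. pombe RNA were chosen only after the results were seen, as was the use of the minimum of 100 counts as a test, although it had been set as an alternative earlier.

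Median pSup from the NanoLuc spike-in was higher than from mass balance in 65 of 71 lysates, and lower in 5 of the eIF3b strain and 1 of the eIF4E strain. The pellet mixing ratio by mass balance was a median of 1.66 times that by NanoLuc and larger in 71 of 71 lysates, while the supernatant ratio was 1.03 times that by NanoLuc and larger in 42 of 71. The supernatant ratio departed from 1 in both directions, with medians of 1.19 in the eIF3b strain (larger in 9 of 12 lysates) and 1.15 in the eIF4E strain (12 of 12), and of 0.853 in 0.8% azide (0 of 4) and 0.857 in the S. pombe spike-in experiment (0 of 4). More NanoLuc RNA per pellet library than the stated volumes give could account for the pellet ratio, not for these supernatant ratios. Apart from the supernatant over Total given above for the CHX experiment, whether it does was not tested in another way. No biological explanation was tested.

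The median pSup of S. pombe RNA fell at 46°C in both replicates by mass balance. By NanoLuc it fell by 0.0722 on average (0.0883 and 0.0562 in the replicates), so scaling by mass balance may account for part of the fall of 0.198 but not for all of it. The unstressed medians were 0.911 and 0.902 by NanoLuc and 0.861 and 0.803 by mass balance. Falls in pSup shrink near its upper limit, so these 2 falls do not give the size of that part. Among transcripts with at least 100 counts the fall was 0.160, which argues against low counts. Binding of added RNA to condensates of the lysate was not tested.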
